# Differential roles of FOXC2 in the trabecular meshwork and Schlemm’s canal in glaucomatous pathology

**DOI:** 10.26508/lsa.202201721

**Published:** 2023-07-06

**Authors:** Naoto Ujiie, Pieter R Norden, Raymond Fang, Lisa Beckmann, Zhen Cai, Junghun Kweon, Ting Liu, Can Tan, Megan S Kuhn, W Daniel Stamer, Kazushi Aoto, Susan E Quaggin, Hao F Zhang, Tsutomu Kume

## Abstract

Impaired development and maintenance of Schlemm’s canal (SC) are associated with perturbed aqueous humor outflow and intraocular pressure. The angiopoietin (ANGPT)/TIE2 signaling pathway regulates SC development and maintenance, whereas the molecular mechanisms of crosstalk between SC and the neural crest (NC)-derived neighboring tissue, the trabecular meshwork (TM), are poorly understood. Here, we show NC-specific forkhead box (*Fox)c2* deletion in mice results in impaired SC morphogenesis, loss of SC identity, and elevated intraocular pressure. Visible-light optical coherence tomography analysis further demonstrated functional impairment of the SC in response to changes in intraocular pressure in NC-*Foxc2*^*-/-*^ mice, suggesting altered TM biomechanics. Single-cell RNA-sequencing analysis identified that this phenotype is predominately characterized by transcriptional changes associated with extracellular matrix organization and stiffness in TM cell clusters, including increased matrix metalloproteinase expression, which can cleave the TIE2 ectodomain to produce soluble TIE2. Moreover, endothelial-specific *Foxc2* deletion impaired SC morphogenesis because of reduced TIE2 expression, which was rescued by deleting the TIE2 phosphatase VE-PTP. Thus, Foxc2 is critical in maintaining SC identity and morphogenesis via TM–SC crosstalk.

## Abstract (precis)

FOXC2 is required in the Schlemm’s canal endothelium and neural crest-derived trabecular meshwork cells for the morphogenesis and maintenance of Schlemm’s canal.

## Introduction

Glaucoma is the second leading cause of visual impairment, affecting 3.6 million adults aged 50 or older among the 33.6 million recorded cases of visual impairment in 2020 (1, 2), and it is estimated that ∼76 million people suffer from glaucoma globally as of 2020 (3). Primary congenital glaucoma (PCG) is characterized as developmental glaucoma occurring before 3 yr of age because of obstructed drainage of aqueous humor via the conventional outflow pathway without overt structural defects of the eye. In contrast, developmental glaucoma occurs secondarily to observed malformations of the anterior segment of the eye (iridocorneal angle, ciliary muscle, etc.) (4). Aqueous humor nourishes the tissues of the anterior segment and maintains pressure and the proper shape of the eye. The ciliary body secretes it, circulates into the anterior chamber, and returns to the circulation in part by the conventional outflow pathway consisting of flow through the trabecular meshwork (TM), which is derived from a neural crest (NC) lineage, and Schlemm’s canal (SC) (5). Intraocular pressure (IOP) naturally results from outflow resistance generation within the conventional outflow pathway, and elevated IOP is recognized as a critical risk factor contributing to optic neuropathy and the pathophysiology of glaucoma, including PCG and developmental glaucomas (4, 6, 7). because elevated IOP is the primary and only modifiable risk factor for glaucoma, current treatments focus on lowering IOP by topical drugs, lasers or surgical intervention.

Axenfeld-Rieger (AR) malformations refer to autosomal dominant developmental abnormalities of the anterior eye segment associated with mutations in the transcription factors paired-like homeodomain transcription factor 2 (*PITX2*) and forkhead box (*FOX*)*C1* and often result in the progression of glaucomatous blindness (8). *FOXC2* mutations are predominately associated with lymphatic vascular dysfunction and the progression of the autosomal dominant lymphedema-distichiasis syndrome (9, 10, 11). Of note, genetic evidence shows that FOXC2 variants are associated with functional alterations as modifier factors in congenital glaucoma (12, 13). During development, both *Foxc1* and *Foxc2* share overlapping expression patterns and function cooperatively and complementary to one another in various aspects of tissue development, including blood and lymphatic vascular growth and maintenance (14, 15, 16). Notably, our group reported generating and analyzing neural crest (NC)-specific *Foxc2* mutant mice (17, 18). It demonstrated that NC-derived periocular mesenchymal cells require the expression of *Foxc2* for proper TM formation (18). However, its role in SC’s development, maintenance, and function has yet to be thoroughly investigated. Because NC-specific *Foxc2* mutant mice (NC-*Foxc2*^*-/-*^) are viable and survive into adulthood (17, 18), this mutant mouse line is a valuable animal model for elucidating the molecular and cellular mechanisms underlying SC formation and function via TM–SC crosstalk.

The SC is an extensive, hybrid vasculature with features characteristic of both lymphatic and venous vasculature (19, 20, 21, 22). In contrast to the limbal and conjunctival lymphatics originating from emergent lymphatic vessels on the nasal side of the developing eye, SC morphogenesis is initiated from the blood limbal and radial vascular plexuses during postnatal development (20, 23). The SC endothelium is known to express FOXC2 (19, 21), whereas several key lymphatic vascular signaling pathways directly regulate SC morphogenesis and maintenance, such as VEGF-C/VEGF receptor (VEGFR)-3 (19), PROX1 (21), and angiopoietin (ANGPT)/TIE2 (22, 24, 25, 26, 27). Of clinical importance, *TIE2* mutations have been previously identified in a subset of patients with PCG (24). Recently, TIE2 has emerged as a popular target for therapeutic intervention in PCG as TIE2 activation, and the use of small-molecule inhibitors of negative TIE2 regulation have shown beneficial effects of improved SC morphology, increased outflow facility, and reduction of IOP in animal models of glaucoma (28, 29). Here, we report that Foxc2 is required in both NC-derived TM cells and the SC endothelium for SC formation and maintenance. For the first time, to the best of our knowledge, we also demonstrated morphological and functional impairments of the SC in a transgenic mouse mutant (i.e., NC-*Foxc2*^*-/-*^) model using visible light optical coherence tomography (vis-OCT). Immunohistochemical analysis of SC morphology in NC-*Foxc2*^*-/-*^ mice further revealed that these mice develop hypoplastic SC vasculature during morphogenesis with reduced expression of key lymphatic markers such as VEGFR-3, PROX1, and TIE2. Single-cell RNA-sequencing (scRNA-seq) analysis of the anterior eye segment identified that transcriptional changes in TM cell cluster populations associated with NC-specific deletion of *Foxc2* were characterized by reduction of pro-angiogenic factors and increased expression of ECM remodeling genes, including matrix metalloproteinases (MMPs). We then show that chemical inhibition of MMP activity in cultured human lymphatic endothelial cells (LECs) impaired cleavage of the ectodomain of TIE2 expressed on LECs, thereby reducing the production of soluble TIE2 (sTIE2), which is capable of binding angiopoietins and preventing them from activating TIE2 (30), suggesting a potential regulatory mechanism of TIE2 signaling activity in the SC vasculature. On the other hand, early postnatal endothelial-specific deletion of *Foxc2* resulted in hypoplastic SC vasculature with reduced TIE2 expression, whereas conditional endothelial-specific deletion of one allele of *Ptprb*, encoding vascular endothelial protein tyrosine phosphatase (VE-PTP) that specifically dephosphorylates and deactivates TIE2, was able to rescue this phenotype. Finally, using a conditional knock-in mouse line, we show that *Foxc2* can functionally substitute for *Foxc1* in properly developing the anterior segment and SC vasculature. Collectively, our data demonstrate that Foxc2 is required in the SC endothelium and NC-derived TM cells for the morphogenesis and maintenance of the SC through cell-autonomous and cell-non-autonomous mechanisms, respectively.

## Results

### *Foxc2*^+^ cell descendants are observed in the trabecular meshwork and Schlemm’s canal vasculature

Aqueous humor drainage from the anterior segment of the eye into the systemic circulation is mediated through the TM, which is derived from the NC lineage (20, 31). There is evidence that Foxc2 is expressed in NC-derived periocular mesenchymal cells in the anterior eye segment (31) and the SC endothelium (19, 21). Furthermore, lineage-tracing analysis using a tamoxifen-inducible *Foxc2*^*CreERT2*^*; R26R* reporter mouse line previously identified that descendants of mesenchymal *Foxc2*-expressing cells undergo division and proliferation to generate cells within the periocular and corneal mesenchymes during embryonic ocular development (32). Thus, we sought to investigate how descendants of *Foxc2*-expressing cells contribute to the development of tissues comprising the conventional outflow pathway, including the TM and SC vasculature, beginning at early postnatal development when SC morphogenesis is initiated. To accomplish this, we crossed *Foxc2*^*CreERT2*^ knock-in mice (32) with the *ROSA*^*mT/mG*^ reporter strain to generate a tamoxifen-inducible *Foxc2*^*CreERT2*^*; mTmG* strain and performed tamoxifen administration daily from postnatal day (P)1 to P5 during early SC morphogenesis, which occurs from P1 to ∼P15–P17 where the SC vasculature has reached its mature morphology (20). Immunostaining analysis of CD31 expression in the limbal region of flat-mounted tissue from *Foxc2*^*CreERT2*^*; mTmG* mice showed *Foxc2-Cre* mediated, eGFP-positive expression (indicative of *Foxc2*^*+*^ cell descendants) in the CD31^+^ SC vasculature and adjacent TM at both P7 and P21 (Fig S1A and B). Similarly, cryosection immunostaining analysis of the iridocorneal angle from *Foxc2*^*CreERT2*^*; mTmG* mice identified *Foxc2-Cre* mediated, eGFP-positive expression in the TM (Fig S1C), and the SC endothelium where select eGFP-positive cells also exhibited positive endomucin and VEGFR-3 expression (Fig S1D and E). Although postnatal *Foxc2*^*CreERT2*^-mediated recombination in the anterior segment of the eye appears less effective compared with the previous lineage analyses with *Foxc2*^*CreERT2*^ mice during embryonic eye development (32), these lineage-tracing observations indicate that *Foxc2*^*+*^ cell descendants contribute to the SC and TM components during postnatal development (33, 34).

**Figure S1.**
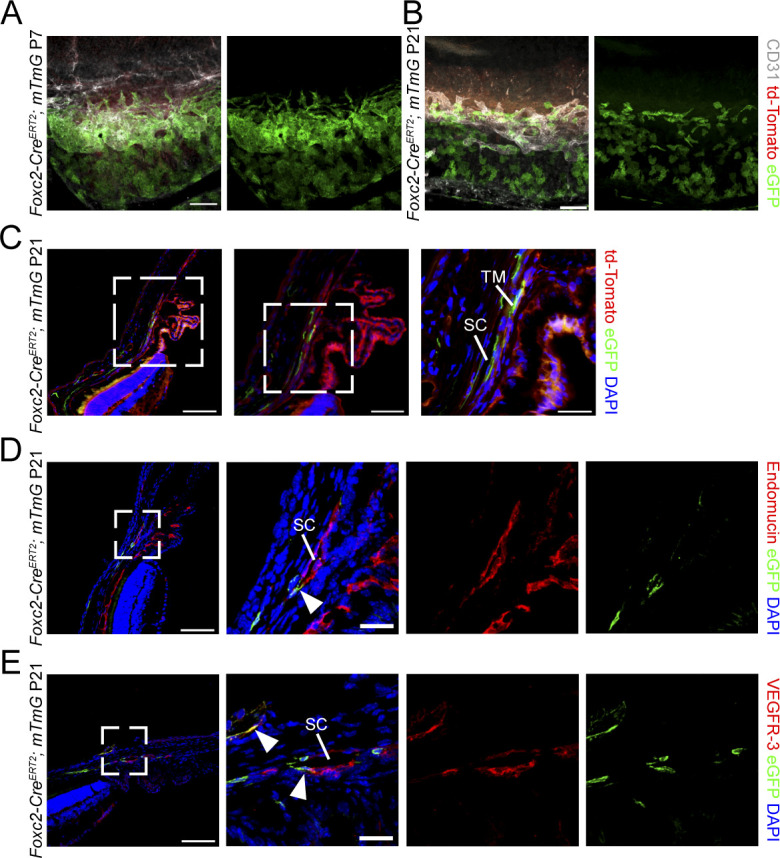
Fate-mapping of *Foxc2* expression in cells of the trabecular meshwork and SC vasculature. **(A, B)** Representative image of the SC vasculature from P7 (A) and P21 (B) *Foxc2-Cre*^*ERT2*^*; mTmG* mice treated with tamoxifen from postnatal day (P1) to P5 demonstrating Foxc2-GFP expression in the cells of the TM proximal to the SC and the SC vasculature denoted by CD31 immunostaining. Scale bar is 100 μm. **(C)** Representative cross-sectional images of eGFP-expressing, *Foxc2-Cre*-mediated recombined cells in the SC and TM of a P21 *Foxc2-Cre*^*ERT2*^*; mTmG* mouse. Boxed areas denote magnified regions in sequential panels. TM, trabecular meshwork; SC, Schlemm’s canal. Pink, dashed line denotes the SC vessel. Scale bars are 100, 50, and 25 μm, respectively. **(D, E)** Representative cross-sectional images of eGFP-expressing, *Foxc2-Cre*-mediated recombined cells in the SC of a P21 *Foxc2-Cre*^*ERT2*^*; mTmG* mouse immunostained with endomucin (D) or VEGFR-3 (E). Boxed areas denote magnified regions in the next panels. SC, Schlemm’s canal. Arrowheads denote GFP-positive and endomucin- or VEGFR-3- positive cells. Scale bars are 100 and 25 μm, respectively.

### Neural crest-specific deletion of *Foxc2* impairs TM development and indirectly impairs Schlemm’s canal morphology

Our group previously reported that NC-*Foxc2*^*-/-*^ mice (*Wnt1-Cre; Foxc2*^*fl/fl*^) were characterized by ocular abnormalities in the anterior segment, including hypoplasia of the TM (18). To assess the direct contribution of NC-derived cell populations more carefully to the abnormal development of the conventional outflow pathway in NC-*Foxc2*^*-/-*^ mice, we performed lineage-tracing analysis by generating NC-*Foxc2*^*-/-*^*; mTmG* mice (*Wnt1-Cre; Foxc2*^*fl/fl*^*; ROSA*^*mT/mG*^). Cryosection immunostaining analysis of 3-wk-old NC-*Foxc2*^*-/-*^*; mTmG* mice showed similar abnormal defects in anterior segment tissues as to what our group reported with eGFP-positive expression observed in the corneal stroma, TM, ciliary processes, and scleral tissue of NC-*Foxc2*^*-/-*^*; mTmG* mice compared with Cre-negative *Foxc2*^*fl/fl*^*; mTmG* controls (Fig S2A and B). Notably, analysis of sections showed regions of the iridocorneal angle where the SC appeared to be nearly absent or characterized by abnormal morphology with reduced area and a nearly closed vessel in NC-*Foxc2*^*-/-*^*; mTmG* mice compared with *Foxc2*^*fl/fl*^*; mTmG* controls (Fig S2C and D). As characterized in previously published reports (20), eGFP-positive expression was not observed in the SC endothelium after recombination mediated by the *Wnt1-Cre* driver. In contrast, eGFP expression was observed in hypoplastic, PDGFRβ-positive TM (21) (Fig S2C and D). Thus, these results indicate that loss of *Foxc2* expression and transcriptional activity in NC-derived TM cells indirectly impairs SC morphogenesis during early postnatal development and maturation.

**Figure S2.**
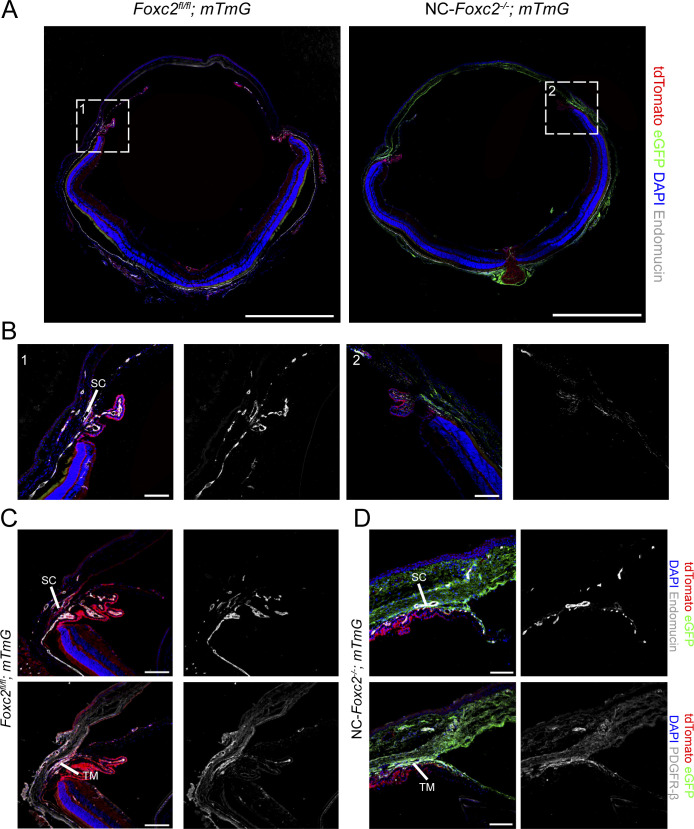
Fate-mapping of neural crest-derived cell populations in NC-*Foxc2*^*-/-*^ mice. **(A)** Representative images of eye sections from 3-wk-old control *Foxc2*^*fl/fl*^*; mTmG* and NC-*Foxc2*^*-/-*^; mTmG mice immunostained with antibody against endomucin where eGFP expression is regulated by *Wnt1-Cre*-mediated recombination. Scale bars are 1 mm. **(A, B)** Magnified images of boxed regions denoted in (A). Scale bars are 100 μm. **(C, D)** Representative images of sections of the iridocorneal angle from a 3-wk-old NC-*Foxc2*^*-/-*^*; mTmG* individual with a severe phenotype (D) compared with a control *Foxc2fl/fl*; *mTmG* individual immunostained with antibody against endomucin or PDGFR-β. Scale bars are 100 μm.

### NC-*Foxc2*^*-/-*^ mice exhibit corneal neovascularization, reduced SC size, and normal relationship between SC and IOP

Our group has previously used corneal flat-mount immunostaining and OCT imaging to show that NC-*Foxc2*^*-/-*^ mice exhibit corneal neovascularization (18). However, the characteristics of SC morphology in these individuals are unknown. To carefully assess possible phenotypes in SC morphology in these individuals, we used vis-OCT to acquire compound circumlimbal scans to visualize the SC in live mice (35). We used this system to acquire vis-OCT angiography (vis-OCTA) volumes of the limbal region of both 6–8-wk-old *Foxc2*^*fl/fl*^ control and NC-*Foxc2*^*-/-*^ mice with *mild* ocular phenotypes, as mice with severe ocular phenotypes could not be accurately measured with vis-OCTA and often lacked SC. Representative *en-face* projections of the volumes show modest corneal neovascularization in NC-*Foxc2*^*-/-*^ mice as previously reported (18) (Fig 1A, B, E, and F). Representative B-scan images from each location marked in red on the *en-face* vis-OCTA images in Fig 1A and B are shown in Fig 1C and D, respectively. Here, the SC is clearly visible in the cross-sectional B-scan images showing the reduced area in NC-*Foxc2*^*-/-*^ mice with *mild* ocular phenotypes. For these mild phenotypes, the cross-sectional B-scan images showed no gross abnormalities in the corneal structure. Indeed, the peripheral corneal thickness was not statistically different between NC-*Foxc2*^*-/-*^ mice (100 ± 26 μm) and *Foxc2*^*fl/fl*^ mice (102 ± 20 μm).

**Figure 1.**
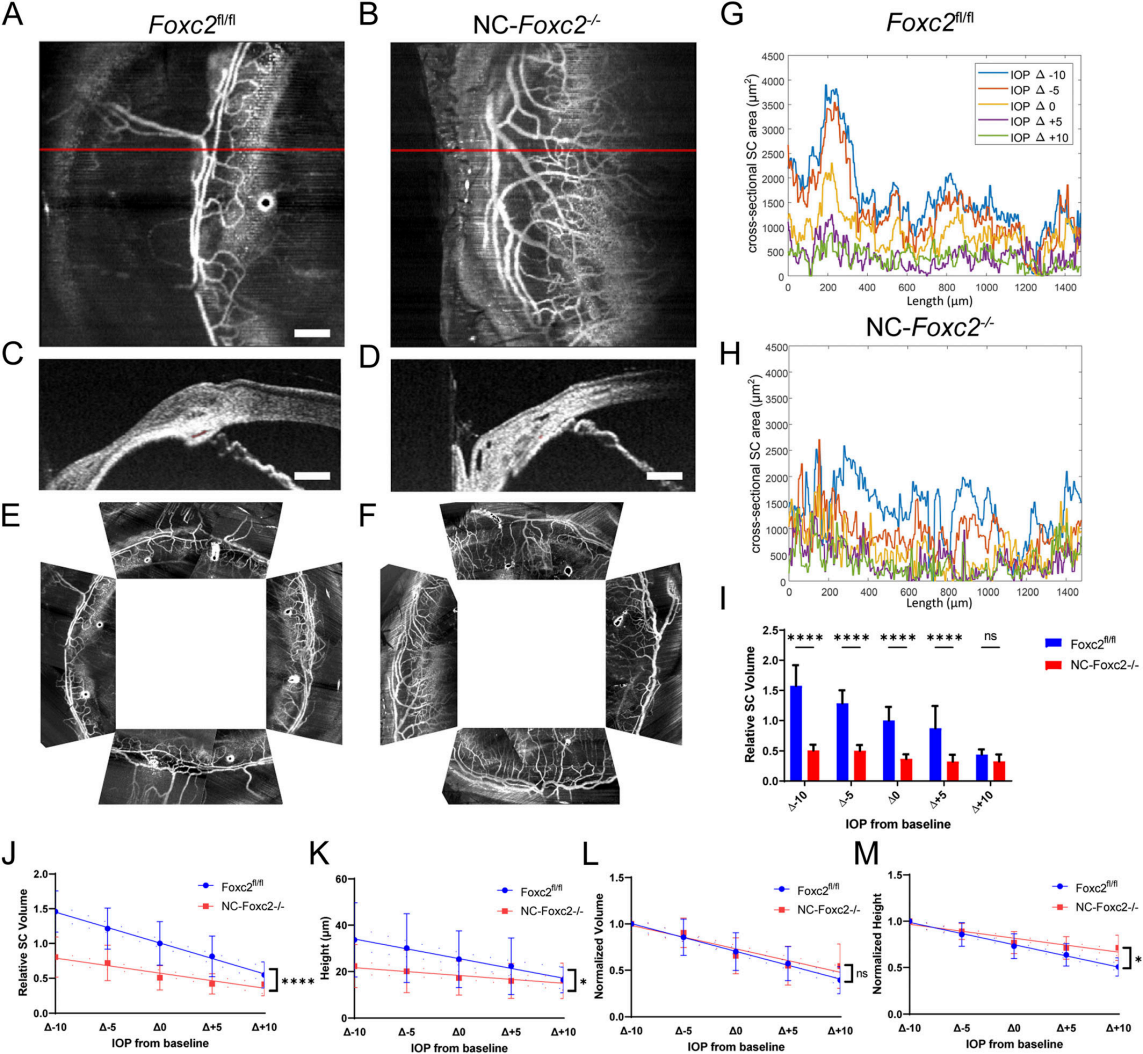
Vis-OCTA and vis-OCT identify corneal neovascularization and reduced SC area and volume in NC-*Foxc2*^-/-^ mice. **(A, B)** Representative angiograms of an individual vis-OCTA raster scan from adult, 7-mo-old *Foxc2*^*fl/fl*^ control (A) and NC-*Foxc2*^*-/-*^ (B) mice. **(C, D)** Representative cross-sectional vis-OCT B-scan images from *Foxc2*^*fl/fl*^ control (C) and NC-*Foxc2*^*-/-*^ (D) mice. Red shaded area denotes the SC area. **(E, F)** Representative compound circumlimbal scans composed of eight separate raster angiograms each from *Foxc2*^*fl/fl*^ control (E) and NC-*Foxc2*^*-/-*^ (F) mice. Scale bar: 200 μm. **(G)** Representative plot of SC area versus length from one adult *Foxc2*^*fl/fl*^ control mouse at IOP levels ranging from 10 mmHg below baseline IOP to 10 mmHg above baseline IOP. SC area is measured from segmented vis-OCT B-scan images. **(H)** Representative plots of the SC area versus length from one adult NC-*Foxc2*^*-/-*^ mice at IOP levels ranging from 10 mmHg below baseline IOP to 10 mmHg above baseline IOP. **(I)** Relative SC volume plotted against change in IOP, where the cycle of IOP changes was repeated three times in the same mouse to give a mean and standard error for N = 3 Control and N = 4 NC-*Foxc2*^*-/-*^ mice. SC volume for each IOP and group was normalized by the mean *Foxc2*^*fl/fl*^ control SC volume at baseline IOP. **(J, K)** Linear fit of relative SC volume and height as a function of IOP with 95% confidence interval of fits given by dotted lines for N = 6 Control and N = 6 NC-*Foxc2*^*-/-*^ mice where each IOP level was repeated three times. **(L, M)** Linear fit of normalized volume and SC height relative to mean height at 10 mmHg below baseline IOP for each eye with 95% confidence error of fits given for N = 6 Control and N = 6 NC-*Foxc2*^*-/-*^ mice where each IOP level was repeated three times. Statistical analysis: two-way ANOVA with Šídák’s multiple comparisons test. *P < 0.05, **P < 0.01, ***, *P* < 0.001, ****P < 0.0001. Source data are available for this figure.

To investigate the in vivo functional behavior of the SC in NC-*Foxc2*^*-/-*^ mice, we assessed changes in SC morphology in response to changes from baseline IOP under deep anesthesia (35). Cross-sectional area versus length for 5 IOP levels relative to the measured baseline IOP, at −10 mmHg, −5 mmHg, 0 mmHg, +5 mmHg, and +10 mmHg, was quantified for both *Foxc2*^*fl/fl*^ control and NC-*Foxc2*^*-/-*^ mice (Fig 1G and H). In both, there is an inverse relationship between IOP and SC cross-sectional area (36). In addition, in both, conserved regions of the higher cross-sectional area across all IOP levels can be observed. Overall, the SC volume is smaller in NC-*Foxc2*^*-/-*^ mice at IOP levels of Δ−10 mmHg, Δ−5 mmHg, Δ0 mmHg, and Δ+5 mmHg (Fig 1I). A linear fit of relative SC volume, the volume normalized to the mean SC volume in *Foxc2*^fl/fl^ mice, as a function of IOP had a slope of −0.044 relative SC volume per mmHg in *Foxc2*^*fl/fl*^ and −0.022 relative SC volume per mmHg in NC-*Foxc2*^*-/-*^ with the slopes statistically different with *P* < 0.0001 (Fig 1J). Similarly, a linear fit of SC height as a function of IOP had a slope of −0.85 μm per mmHg in *Foxc2*^*fl/fl*^ and −0.34 μm per mmHg in NC-*Foxc2*^*-/-*^ with the slopes statistically different with *P* = 0.025 (Fig 1K). Overall, the SC and TM deform less with changes in IOP, suggesting that the TM of NC-*Foxc2*^*-/-*^ mice experience less strain owing to natural variations in IOP. The slope of a linear fit of normalized volume as a function of IOP, the volume relative to the Δ−10 mmHg volume for each eye, was −0.025 per mmHg in NC-*Foxc2*^*-/-*^ and −0.03 per mmHg in *Foxc2*^*fl/fl*^ but not statistically significant (Fig 1L). Quantification of the slope of normalized height as a function of IOP, the height relative to the Δ−10 mmHg height for each eye, was −0.015 per mmHg in NC-*Foxc2*^*-/-*^ and −0.024 mmHg in Foxc2^*fl/fl*^ with the slopes statistically different with *P* = 0.0002 (Fig 1M). Collectively, these data demonstrate that NC-specific loss of *Foxc2* results in abnormal SC morphology and impaired functional sensing of IOP changes.

### The SC endothelium of NC-*Foxc2*^*-/-*^ mice is characterized by abnormal morphology and failure to properly establish SC endothelial identity

We additionally characterized morphological and phenotypic changes in the SC endothelium associated with NC-specific loss of *Foxc2* in adult mice. We obtained several ocular phenotypes in NC-*Foxc2*^*-/-*^ mice: (1) mild, eyes with dull light reflection; (2) moderate, opaque eyes; (3) severe, opaque eyes without SC. Flat mount immunostaining analysis of CD31 expression within the limbal region of 6–8-wk-old *Foxc2*^*fl/fl*^, NC-*Foxc2*^*-/+*^ (*Wnt1-Cre; Foxc2*^*fl/+*^), and NC-*Foxc2*^*-/-*^ mice demonstrated that retainment of one allelic copy of *Foxc2* is sufficient to maintain proper SC morphogenesis; however, the total loss of NC-specific *Foxc2* expression in mice (i.e., NC-*Foxc2*^-/-^ mice, but not NC-*Foxc2*^+/-^ mice) results in a hypoplastic SC vasculature, typically displaced from the limbal blood and lymphatic vascular plexus (Fig 2A). Because of a mixed genetic background, the penetrance of the severity of the SC phenotype was variable in NC-*Foxc2*^*-/-*^ mice with a subset of mice characterized by the absence of SC and severe corneal neovascularization (10/26, 38.5%). Quantification of the CD31-immunostained SC area was significantly reduced in NC-*Foxc2*^*-/-*^ mice with *mild* or *moderate* ocular phenotypes (by excluding those with the absence of SC) compared with *Foxc2*^*fl/fl*^ controls. In contrast, no differences were observed between control and NC-*Foxc2*^*-/+*^ mice (Fig 2B). We next measured IOP in adult (5–7-wk-old) control (*Foxc2*^*fl/fl*^), NC-*Foxc2*^*-/+*^, and NC-*Foxc2*^*-/-*^ with *mild* or *moderate* ocular phenotypes and observed increased IOP in NC-*Foxc2*^*-/-*^ mice, indicative of increased outflow resistance, whereas there were no differences between control and NC-*Foxc2*^*-/+*^ mice (Fig 2C). IOP in the different time points was also examined in 5–7-wk-old, 12-wk-old, and 18-wk-old control and NC-*Foxc2*^*-/-*^ mice, showing increased IOP in NC-*Foxc2*^*-/-*^ mice at any age; moreover, IOP was significantly higher in the 18-wk-old NC-*Foxc2*^*-/-*^ mice compared with the 5–7-wk-old NC-*Foxc2*^*-/-*^ mice. (Fig 2D). We also evaluated the outflow facility in adult control and NC-*Foxc2*^*-/-*^ mice (9–11-wk-old) with *mild* ocular phenotypes (excluding other than *mild* ocular phenotype because of technical difficulty), indicating no differences were observed (Fig S3A and B).

**Figure 2.**
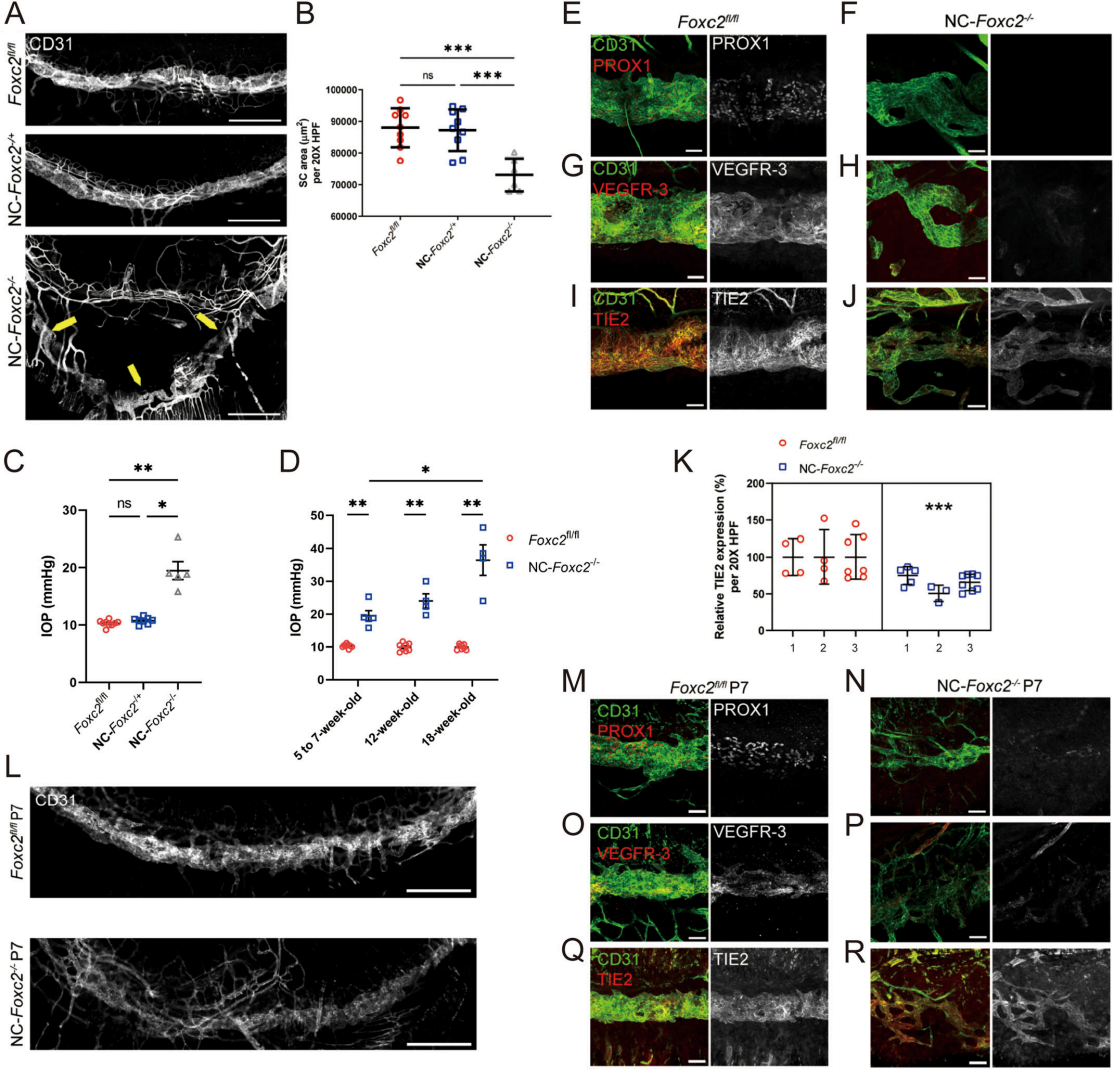
Neural crest-derived *Foxc2* is required for proper morphogenesis of the SC and establishment of SC identity. **(A)** Representative images of SC vasculature immunostained with CD31 antibody in adult, *Foxc2*^*fl/fl*^ control, NC-*Foxc2*^*-/+*^, and NC-*Foxc2*^*-/-*^ mice. Yellow arrows highlight abnormal SC morphology and displacement in a NC-*Foxc2*^*-/-*^ individual. Scale bars are 500 μm. **(B)** Quantification of SC area per 20X high-power field (HPF). N = 9 for *Foxc2*^*fl/fl*^ controls. N = 9 for NC-*Foxc2*^*-/+*^. N = 6 for NC-*Foxc2*^*-/-*^. Data are mean ± SD. Statistical analysis: Mann–Whitney *U* test. ***P < 0.001. **(C)** Quantification of IOP in 5–7-wk-old mice measured by a rebound tonometer. N = 9 for *Foxc2*^*fl/fl*^ controls. N = 8 for NC-*Foxc2*^*-/+*^. N = 5 for NC-*Foxc2*^*-/-*^. Data are mean ± SD. Statistical analysis: Mann-Whitney *U* test. *P < 0.05. **P < 0.01. **(D)** Quantification of IOP in 5–7-wk-old, 12-wk-old, and 18-wk-old mice measured by a rebound tonometer. Data are mean ± SD. Statistical analysis: Mann–Whitney *U* test. *P < 0.05. **P < 0.01. **(E, F, G, H, I, J)** Representative images of CD31 and PROX1 (E, F), VEGFR-3 (G, H) or Tie2 (I, J) expression in the SC of adult *Foxc2*^*fl/fl*^ Control (E, G, I) and NC-*Foxc2*^*-/-*^ mice (F, H, J). Scale bars are 50 μm. **(K)** Quantification of the relative expression of Tie2 in the SC of *Foxc2*^*fl/fl*^ Control and NC-*Foxc2*^*-/-*^ mice per 20X high-power field. N = 3 for *Foxc2*^*fl/fl*^ controls and N = 3 for NC-*Foxc2*^*-/-*^. Symbols depict technical replicates per individual. Data are mean ± SD. Statistical analysis: nested unpaired *t* test. ***P < 0.001. **(L)** Representative images of SC vasculature immunostained with CD31 antibody show abnormal morphology and reduced area in P7 NC-*Foxc2*^*-/-*^ mice compared with P7 *Foxc2*^*fl/fl*^ Control mice. Scale bars are 500 μm. **(M, N, O, P, Q, R)** Representative images of CD31 and PROX1 (M, N), VEGFR-3 (O, P), or Tie2 (Q, R) expression in the SC of P7 *Foxc2*^*fl/fl*^ Control (M, O, Q) and NC-*Foxc2*^*-/-*^ mice (N, P, R). Scale bars are 50 μm. Source data are available for this figure.

**Figure S3.**
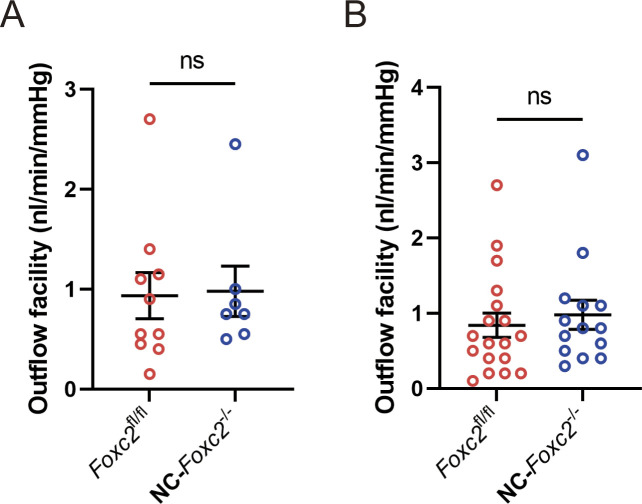
Quantification of outflow facility. **(A, B)** Quantification of outflow facility for individual mice (A) and each eye (B) measured by an iPerfusion system in adult 9–11-wk-old *Foxc2*^*fl/fl*^ control and NC-*Foxc2*^*-/-*^ mice. **(A)** Data for individual mice were calculated as the average value of the right and left eyes. N = 10 for *Foxc2*^*fl/fl*^ controls. N = 7 for NC-*Foxc2*^*-/-*^. **(B)** Data for each eye. N = 18 eyes for *Foxc2*^*fl/fl*^ controls. N = 14 eyes for NC-*Foxc2*^*-/-*^. Data are mean ± SD. Statistical analysis: Mann–Whitney *U* test. Source data are available for this figure.

As SC morphogenesis was impaired in NC-*Foxc2*^*-/-*^ mice, we sought to characterize the expression of key molecular regulators of SC morphogenesis and maintenance (Fig 2E–J). PROX1 and VEGFR-3 expressions were nearly absent in the hypoplastic SC vasculature of adult NC-*Foxc2*^*-/-*^ mice (Fig 2F and H), whereas TIE2 expression was modestly, but significantly, reduced (Fig 2J and K) implying that the SC vasculature in adult NC-*Foxc2*^*-/-*^ mice fails to properly establish or maintain SC endothelial identity. To address this discrepancy, we characterized SC vasculature in NC-*Foxc2*^*-/-*^ mice and *Foxc2*^*fl/fl*^ controls at P7 during the mid-stage of SC morphogenesis (Fig 2L–R). Like adult mice, the SC vasculature was absent in neonates compared with *Foxc2*^*fl/fl*^ controls (Fig 2L), PROX1 and VEGFR-3 expressions were severely decreased (Fig 2N and P), and TIE2 expression was modestly reduced in neonatal NC-*Foxc2*^*-/-*^ mice (Fig 2R). Thus, early morphogenesis of the SC, and establishment and maintenance of SC endothelial identity, is impaired in NC-*Foxc2*^*-/-*^ mice.

### Single-cell transcriptome analysis identifies molecular signaling pathway alterations in TM populations of NC-*Foxc2*^*-/-*^ mice

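The deposited data come from droplet-based single-cell RNA sequencing (10x Genomics 3' chemistry, version 3.1) of dissociated anterior eye segments. The method tags the 3' end of each captured transcript with a unique molecular identifier (UMI), so that a UMI count is a count of molecules. There were 2 samples, 1 of Foxc2fl/fl control mice and 1 of NC-Foxc2-/- mice, in which Wnt1-Cre removes Foxc2 in the neural crest lineage. Each was made from the pooled tissue of 4 to 6 mice. The paper gives the age as 3 to 4 wk and the sample labels give 4 wk. With 1 pooled sample per condition no test between conditions is possible, mice cannot be told apart, and every difference reported here is between these 2 libraries.

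The authors aligned the reads to the mouse genome (mm10) with Cell Ranger 4.0.0 and deposited the filtered UMI counts. They held 11285 barcodes for control and 11656 for NC-Foxc2-/- mice. The study's filter, at most 8% mitochondrial UMIs, left 10773 and 10872 cells, with 119599692 and 94644512 UMIs in total. The median cell had 7663 UMIs and 2519 genes in control and 6517 UMIs and 2194 genes in NC-Foxc2-/- mice. Doublets were called in each library with the Scrublet method, which marked 475 control cells (4.41%) and 556 NC-Foxc2-/- cells (5.11%). They were kept, and left out only as an alternative.

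The study's own cluster names were used for trabecular meshwork 1 to 3 (TM-1, TM-2 and TM-3), uveal meshwork, fibroblasts and the endothelial subclusters. The paper's source data list the normalized values of each cell of these clusters for several genes, and each listed cell was joined to the 1 deposited cell with the same values. The tolerance fixed in advance was 0.5 of the last printed digit, with clusters rebuilt from the counts as the fallback where under 90% of a cluster joined. At that tolerance 82.4% of TM-1, 84.1% of TM-2, 82.7% of TM-3, 84.7% of uveal and 74.2% of fibroblast cells joined, so that the fallback applied by the letter of that plan. After this was seen the tolerance was set to 0.55 of the last digit, at which 99.8% to 100% of each of these clusters joined, every one to a single deposited cell, and the study's names were kept. The values from rebuilt clusters are given beside those from the study's names wherever the choice moves a value by over 1.5 times or turns its direction.

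All other classes were rebuilt from the counts with the settings in the paper's methods (15 principal components, 25 nearest neighbors, resolution 0.8). This gave 29 clusters, which were called "-like" after a fixed list of markers where enough of these led the cluster. UMIs were summed per sample and class and divided by the class total to give UMIs per 1000000 UMIs of the class (CPM), with an exact Poisson 95% interval. Ratios are NC-Foxc2-/- over control with an exact binomial 95% interval. These intervals cover counting error only, not differences between mice or libraries. A gene counted as higher or lower when its CPM ratio was at least 2 or at most 0.5 with at least 50 UMIs over both samples, a rule of size and not a test. The median log2 ratio of each gene list was placed as a percentile among 10000 random lists of the same size and similar expression. The interval narrows with the UMIs of a class, so values for SC and lymphatic ECs, with 185889 UMIs in NC-Foxc2-/- mice, are far less precise than those for TM-3, with 7479864.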

To understand the contribution of NC-*Foxc2* transcriptional regulation of development of the conventional outflow pathway at the molecular level, we performed scRNA-seq analysis of pooled anterior eye segments from 3–4-wk-old *Foxc2*^*fl/fl*^ control mice and NC-*Foxc2*^*-/-*^ mice with *moderate* ocular phenotypes. Although the SC develops a largely mature appearance by P17 after its initial morphogenesis after birth, we found it impractical to confidentially dissect the anterior segment of the eye from neonatal mice for the scRNA-seq study. Thus, young mice just after weaning were used to optimize the total cell number used for single-cell sequencing, as recently performed at 6 wk of age by Thomson et al (37), and NC-*Foxc2*^*-/-*^ mice with *moderate* phenotypes were selected so that the anterior eye segment could be definitively dissected from the posterior segment. T-distributed stochastic neighbor embedding (t-SNE) visualization and clustering analysis of cells from both Foxc2^*fl/fl*^ control and NC-*Foxc2*^*-/-*^ mice identified 22 transcriptionally distinct cell populations including the uveal meshwork, in which aqueous humor first traverses through the TM, three transcriptionally distinct trabecular meshwork populations, and endothelial cells among other cell populations (Figs 3A–D and S4A–E) characterized from previously reported scRNA-seq analysis studies of the murine conventional outflow pathway and anterior eye segment (37, 38, 39, 40, 41).

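Foxc2 itself was lower in NC-Foxc2-/- mice in each of the meshwork clusters. Its CPM ratio was 0.222 (0.139 to 0.341) in TM-1, 0.218 (0.101 to 0.431) in TM-2, 0.193 (0.133 to 0.275) in TM-3 and 0.190 (0.136 to 0.259) in the uveal meshwork, where the control cells held 407 Foxc2 UMIs and the NC-Foxc2-/- cells 45. In fibroblasts the ratio was 0.0144 (0.00387 to 0.0375), in pericyte-like cells 0.0185 (0.00673 to 0.0410) and in smooth muscle-like cells 0.184 (0.0651 to 0.421). Keratocyte-like cells, also of neural crest origin, held 4.18 CPM in control and 9.95 CPM in NC-Foxc2-/- mice, a ratio of 2.38 (1.92 to 2.97), where the control level was no higher than in macrophage-like cells. In endothelial cells, in which Wnt1-Cre does not delete the gene, the ratio was 0.184 (0.0757 to 0.388) from 56 and 8 UMIs. SC and lymphatic ECs, where Foxc2 was highest over both samples, were 40.6% of control and 9.09% of NC-Foxc2-/- endothelial cells. The ratio was 0.377 (0.0743 to 1.19) within them and 0.245 (0.0718 to 0.672) in the blood endothelial clusters together. In macrophage-like cells, which should lack Foxc2, the ratio was 0.765 (0.314 to 1.86) from 12 and 12 UMIs, or 5.01 and 3.84 CPM. No Foxc2 UMI was counted in erythrocyte-like cells.

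Foxc2 (ENSMUSG00000046714) encodes a forkhead transcription factor. It lies on chromosome 8 of mm10 from 121116171 to 121118895 on the plus strand, as 1 exon. The extent of the deleted part is not given in the sources used here, so it is not known whether the counted 3' ends lie inside it.

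Of all kept cells, TM-1 made up 5.65% (5.22 to 6.11) in control and 4.59% (4.20 to 5.00) in NC-Foxc2-/- mice. TM-2 made up 1.76% (1.52 to 2.03) in control and 2.36% (2.09 to 2.67) in NC-Foxc2-/- mice, and TM-3 7.93% (7.42 to 8.45) in control and 10.6% (9.98 to 11.1) in NC-Foxc2-/- mice. The uveal meshwork held 9.51% (8.97 to 10.1) in control and 5.45% (5.03 to 5.89) in NC-Foxc2-/- mice, fibroblasts 4.02% (3.66 to 4.41) in control and 8.85% (8.32 to 9.40) in NC-Foxc2-/- mice and endothelial cells 1.92% (1.67 to 2.20) in control and 2.33% (2.05 to 2.63) in NC-Foxc2-/- mice. Among the rebuilt classes, keratocyte-like cells were 14.9% and 22.5% of control and NC-Foxc2-/- cells, corneal epithelial-like cells 9.25% and 2.99%, conjunctival epithelial-like cells 4.56% and 0.276%, limbal epithelial-like cells 3.84% and 1.28%, corneal endothelial-like cells 1.58% and 0.0828%, macrophage-like cells 2.91% and 3.78%, smooth muscle-like cells 5.00% and 2.38%, pericyte-like cells 3.52% and 4.97%, Schwann cell-like cells 2.73% and 3.82% and erythrocyte-like cells 9.03% and 5.93%. Clusters that could not be named by the markers held 8.14% and 14.2%. Dissection and dissociation can set such shares, and the clusters were built with genes that differ between the libraries. With erythrocytes and epithelial cells left out of the total the ratio of endothelial shares turned from 1.21 to 0.992.

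**Figure D1:**
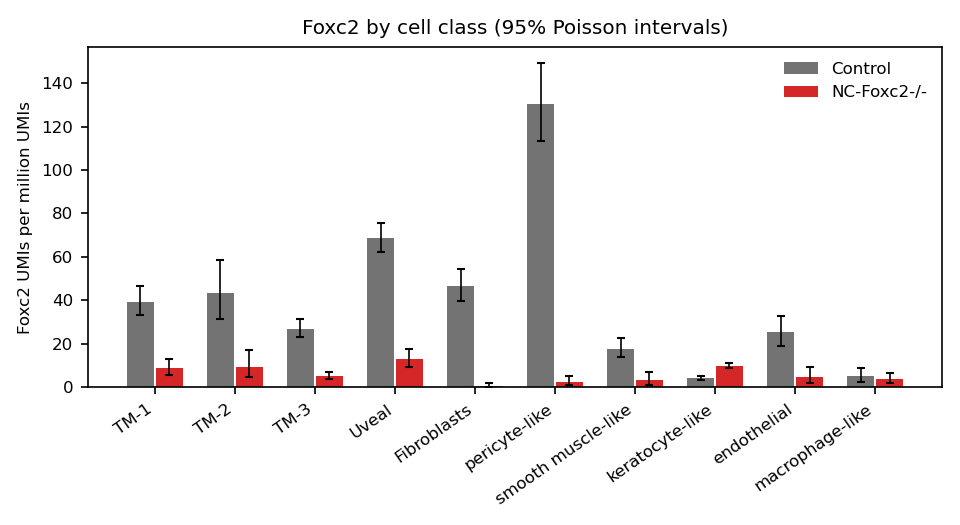
CPM of Foxc2 (y axis) in cell classes of control and NC-Foxc2-/- mice, 1 pooled sample each, with exact Poisson 95% intervals. Foxc2 was lower in NC-Foxc2-/- mice in the meshwork clusters and fibroblasts. In keratocyte-like cells the control level lies near that of macrophage-like cells and the NC-Foxc2-/- level above it. No direction of expression is read from these keratocyte-like levels.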

**Figure 3.**
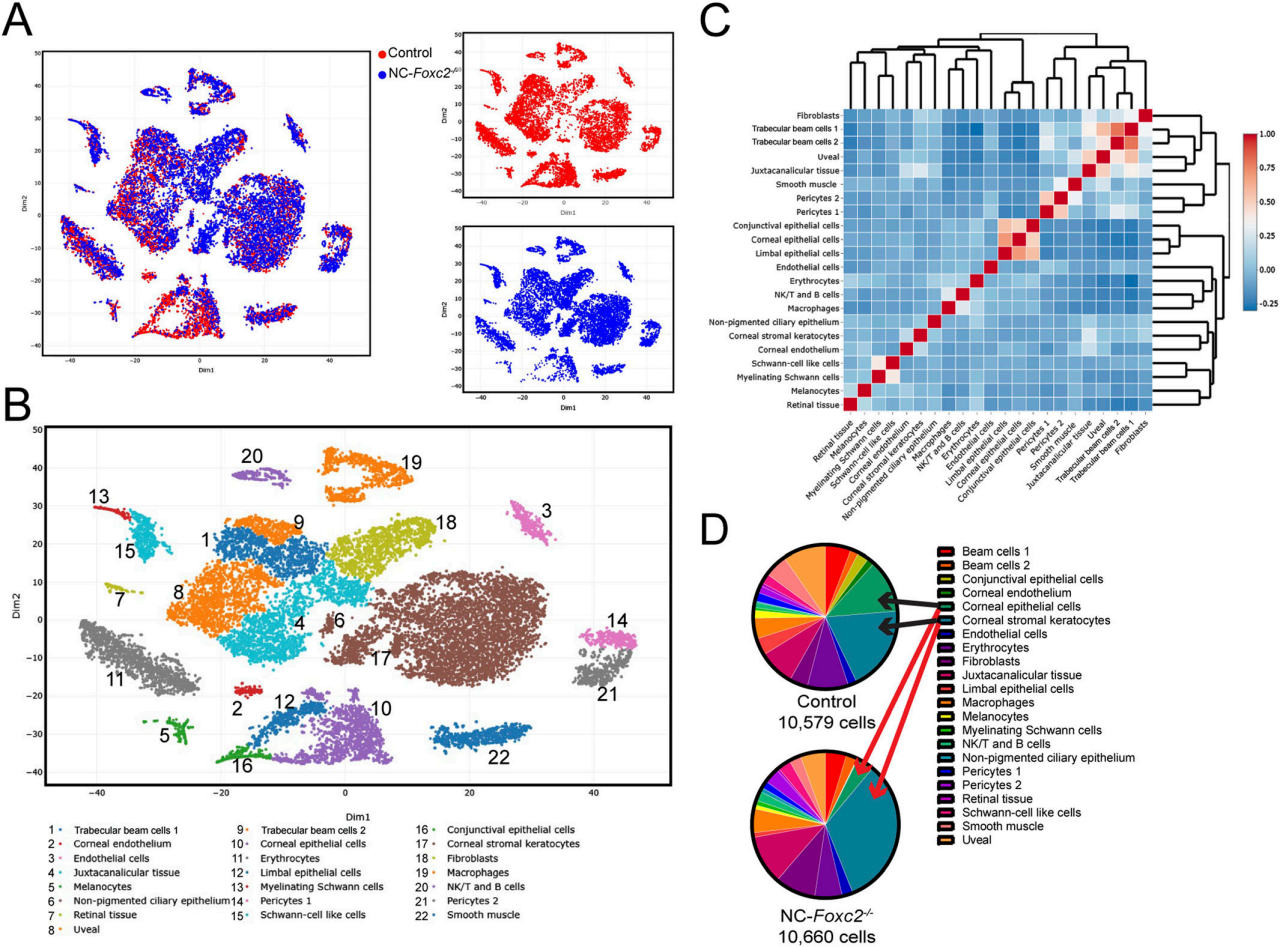
Single-cell transcriptome profiling of cell populations in the anterior eye segment of Control and NC-*Foxc2*^*-/-*^ mice. **(A, B)** Visualization of individual cell contribution (A) and unsupervised clustering analysis of 22 transcriptionally distinct cell populations (B) by t-distributed stochastic neighbor embedding in the anterior eye segment of 3–4-wk-old *Foxc2*^*fl/fl*^ Control and NC-*Foxc2*^*-/-*^ mice. **(C)** Correlation heatmap and hierarchical clustering of gene-expression signatures of all cell populations. **(D)** Pie charts demonstrating the proportion of the total cell number analyzed contributing to each individual cell cluster for Control and NC-*Foxc2*^*-/-*^ mice. Source data are available for this figure.

**Figure S4.**
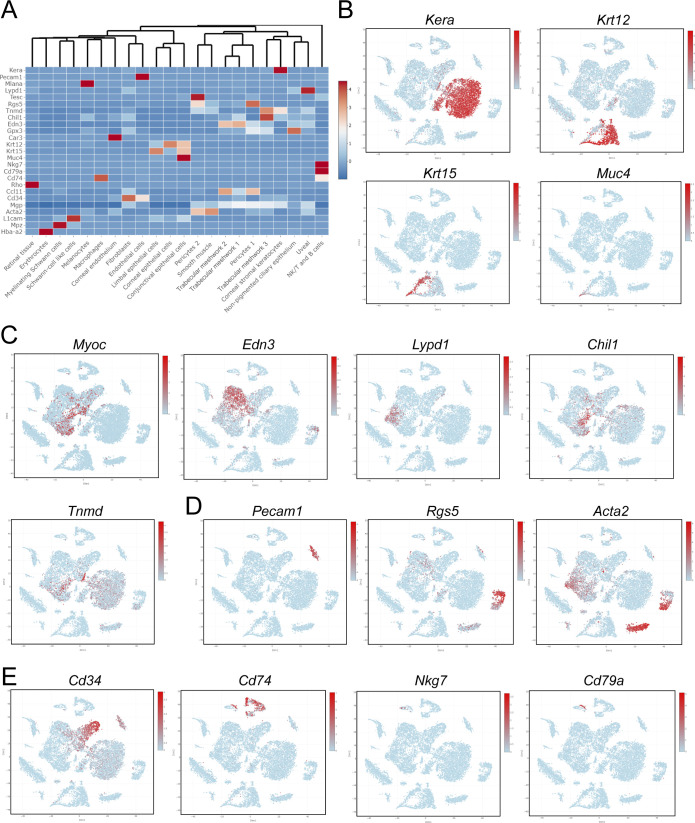
Characterization of cluster phenotypes. **(A)** Heatmap and hierarchical clustering of cell populations based on selective genes uniquely expressed in each cell population. **(B, C, D, E)** t-SNE plots colorized by the Seurat-normalized expression of *Kera*, *Krt12*, *Krt15*, and *Muc4* identifying corneal stromal keratocytes and epithelial cell populations (B), *Myoc*, *Edn3*, *Lypd1*, *Chil1*, and *Tnmd* identifying trabecular meshwork cell populations (C), *Pecam1*, *Rgs5*, and *Acta2* identifying endothelial, pericyte, and smooth muscle cell populations (D), or *Cd34*, *Cd74*, *Nkg7*, and *Cd79a* identifying fibroblast, macrophage, NK/T, and B cell populations (E).

As NC-derived cells do not contribute to the development of the SC vasculature (20, 31), we focused our analyses on the assessment of the uvea meshwork and TM cell populations provided their anatomical proximity to SC. Previously reported single-cell analyses of the outflow pathway have identified uniquely expressed markers within different cell populations comprising the TM, such as fibroblast-like trabecular “beam” cells comprising the inner part of the posterior filtering region of the TM, the juxtacanalicular tissue (JCT) comprising the outer part of the posterior filtering region located adjacent to the SC, and the possible presence of *Cd34*-positive corneal stromal cells/fibroblasts clustering within TM cell populations as recently characterized by Thomson et al (37, 39, 40). Our initial analysis showed that known marker genes of TM, such as *Myoc* and *Chil1*, were predominately expressed in the trabecular meshwork 3 (TM-3) cluster, with less prominent expression in the trabecular meshwork 1 and 2 (TM-1 and TM-2) clusters (Figs S4C and S5A–D). However, TM-1 and TM-2 highly expressed *Dcn* and *Pdgfra* (Fig S5A), consistent with TM populations characterized in previously reported single-cell analyses (39, 40). 

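Myoc and Chil1 were highest in TM-3. Myoc, which encodes the secreted glycoprotein myocilin, was at 1238 CPM (1219 to 1256) in TM-3 over both samples, 174 CPM in TM-1 and 40.8 CPM in TM-2. The next highest cluster among the meshwork and fibroblast clusters was the fibroblasts at 202 CPM, and the TM-3 level was 6.12 times (5.84 to 6.42) as high. Chil1, which encodes a chitinase-like protein, was at 1564 CPM (1543 to 1585) in TM-3, 365 CPM in TM-1 and 66.1 CPM in TM-2, and TM-3 was 4.29 times (4.11 to 4.48) as high as TM-1. In endothelial cells Myoc was at 5.33 and Chil1 at 11.2 CPM, and in macrophage-like cells, which should lack both as well, at 44.2 and 68.1 CPM. The clusters were built from the same expression values, so marker levels describe the clusters and are not independent evidence for them. Myoc lies on chromosome 1 of mm10 from 162639155 to 162649693. Within TM-3, the CPM ratio of NC-Foxc2-/- to control was 0.699 (0.679 to 0.721) for Myoc and 0.870 (0.847 to 0.894) for Chil1.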

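Pdgfra and Dcn were both abundant in TM-1 and TM-2. Pdgfra, a receptor for platelet-derived growth factor, was at 358 CPM (343 to 372) in TM-1 and 443 CPM (415 to 472) in TM-2, against 193 CPM in TM-3, 154 CPM in the uveal meshwork and 223 CPM in fibroblasts. TM-1 and TM-2 together were 1.70 times (1.61 to 1.80) as high as fibroblasts. Dcn, which encodes the matrix proteoglycan decorin, was at 5492 CPM in TM-1 and 4817 CPM in TM-2. It was higher in TM-3 at 11466 CPM (11409 to 11522), in fibroblasts at 10311 CPM and in the uveal meshwork at 6266 CPM. Macrophage-like cells, which should lack Dcn, held 5386 CPM of it and 105 CPM of Pdgfra, and 11.7% of the cells of that rebuilt cluster were called doublets. Other classes that should lack Dcn held less of both. NK/T/B cell-like cells held 3917 CPM of Dcn and 72.6 CPM of Pdgfra. Erythrocyte-like cells held 87.2 and 1.43 CPM and endothelial cells 337 and 11.4 CPM.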

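Edn3, which encodes the peptide endothelin 3, was highest in TM-1 and TM-2. It was at 852 CPM (829.9 to 875) in TM-1 and 743 CPM (707 to 781) in TM-2, against 233 CPM in the uveal meshwork, 131 CPM in TM-3 and 57.2 CPM in fibroblasts. TM-1 and TM-2 together were 3.54 times (3.37 to 3.72) as high as the uveal meshwork. The background was 24.8 CPM in macrophage-like, 11.2 CPM in endothelial and 0.159 CPM in erythrocyte-like cells. Gpc3, another of the beam cell genes in Fig S5B, was at 887 CPM in TM-1 and 1080.2 CPM in TM-2, and at 237 CPM in TM-3. Tmeff2 was at 14.0 and 15.5 CPM and Fmo2 at 40.9 and 23.0 CPM in TM-1 and TM-2, against 2.84 and 9.68 CPM in TM-3, and both were also found in fibroblasts at 32.8 and 50.2 CPM. Edn3 lies on chromosome 2 from 174760619 to 174784042.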

TM-1 and TM-2 also contained high levels of *Edn3*, which may suggest that they are more closely related to the “Beam” cell populations previously characterized by van Zyl et al (40) (Fig S5B). In contrast, TM-3 showed higher expression of *Chad*, *Chil1*, *Nell2*, and *Tnmd* (Fig S5D), which were previously reported to be characteristics of the JCT. 

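Chad, Nell2 and Tnmd had their highest levels among the meshwork and fibroblast clusters in TM-3 as well. Chad, which encodes the matrix protein chondroadherin, was at 193 CPM (186 to 201) in TM-3, 7.40 times (6.34 to 8.69) the level of TM-1, the next of these clusters. Tnmd, which encodes tenomodulin, was at 346 CPM (336 to 356), 3.44 times (3.21 to 3.69) the level of the uveal meshwork. Nell2, a secreted glycoprotein, was at 42.1 CPM (38.8 to 45.7), 2.59 times (2.16 to 3.12) the level of fibroblasts. In TM-2 the 3 genes were at 7.97, 3.75 and 5.63 CPM, and in endothelial cells at 0.761, 1.27 and 0.507 CPM. The background was higher in other classes, with Chad at 65.1 CPM in NK/T/B cell-like cells, above its level in TM-1, Tnmd at 26.6 CPM and Nell2 at 2.90 CPM in macrophage-like cells. Keratocyte-like cells held 84.0 CPM of Tnmd. Within TM-3 the CPM ratio of NC-Foxc2-/- to control was 0.893 (0.827 to 0.964) for Chad, 1.29 (1.21 to 1.36) for Tnmd and 1.38 (1.16 to 1.64) for Nell2.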

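Lypd1 and Col23a1 were highest in the uveal meshwork. Lypd1, which encodes a membrane-anchored protein of the Ly6 family, was at 241 CPM (232 to 252) there and at 27.7 CPM in fibroblasts, the next highest of these clusters, a level 8.73 times (7.67 to 9.97) as high. Col23a1, which encodes a transmembrane collagen, was at 249.8 CPM (239.8 to 260.2) in the uveal meshwork, 2.99 times (2.76 to 3.25) the 83.4 CPM of fibroblasts. In TM-1, TM-2 and TM-3 Lypd1 stood at 7.63, 5.16 and 4.66 CPM, near the 4.16 CPM of macrophage-like cells, while erythrocyte-like cells held no Lypd1 UMI. Col23a1 was at 48.8, 31.4 and 44.5 CPM there. Within the uveal meshwork the CPM ratio of NC-Foxc2-/- to control was 0.609 (0.553 to 0.669) for Lypd1 and 0.889 (0.815 to 0.969) for Col23a1. The lead over the next highest cluster depended on the sample, at 4.28 (3.71 to 4.95) times in control alone and 20.0 (10.8 to 41.9) times in NC-Foxc2-/- mice alone for Lypd1, and 1.47 (1.34 to 1.62) and 5.52 (4.84 to 6.31) times for Col23a1.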

The uveal meshwork cluster also exhibited higher expression of *Col23a1* and *Lypd1* (Fig S5C), consistent with previous reports (37, 40). Our analysis also showed that our putative TM clusters expressed several fibroblast markers, such as *Cd34*, *Clec3b*, *Mfap5*, *Pi16*, and *Tnxb*, although their expression was particularly enriched in a separate cluster more characteristic of corneal stromal fibroblasts (Fig S5B).

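All 5 fibroblast markers were highest in the fibroblast cluster and were also counted in the meshwork clusters. Clec3b, which encodes tetranectin, was at 2185 CPM (2155 to 2215) in fibroblasts and 166 CPM in TM-1. Pi16 was at 2055 CPM (2026 to 2084) against 239.8 CPM, and Mfap5, which encodes a microfibril-associated glycoprotein, at 2606 CPM (2573 to 2639) against 575 CPM. Tnxb, which encodes the matrix protein tenascin-X, and the surface protein Cd34 were 15.0 times (13.1 to 17.3) and 15.1 times (13.6 to 16.8) as high in fibroblasts as in TM-1, the highest of the meshwork clusters for both over the 2 samples. Against the highest other cluster of each sample alone, Tnxb was 30.5 (20.1 to 48.8) times as high in control and 8.24 (6.93 to 9.85) times in NC-Foxc2-/- mice, and Cd34 23.1 (19.8 to 27.2) and 10.5 (9.11 to 12.2) times. In TM-2, Mfap5 was at 275 and Pi16 at 62.9 CPM, and in TM-3 they were at 221 and 130.4 CPM. Macrophage-like cells, which should lack both, held 48.5 and 44.9 CPM, and erythrocyte-like cells 1.27 and 0.476 CPM. Among the meshwork and fibroblast clusters, 14 of their 15 markers were highest in the cluster they are named for, the exception being Dcn. Outside these clusters, keratocyte-like cells held Pdgfra at 431 CPM, between the 358 CPM of TM-1 and the 443 CPM of TM-2.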

**Figure S5.**
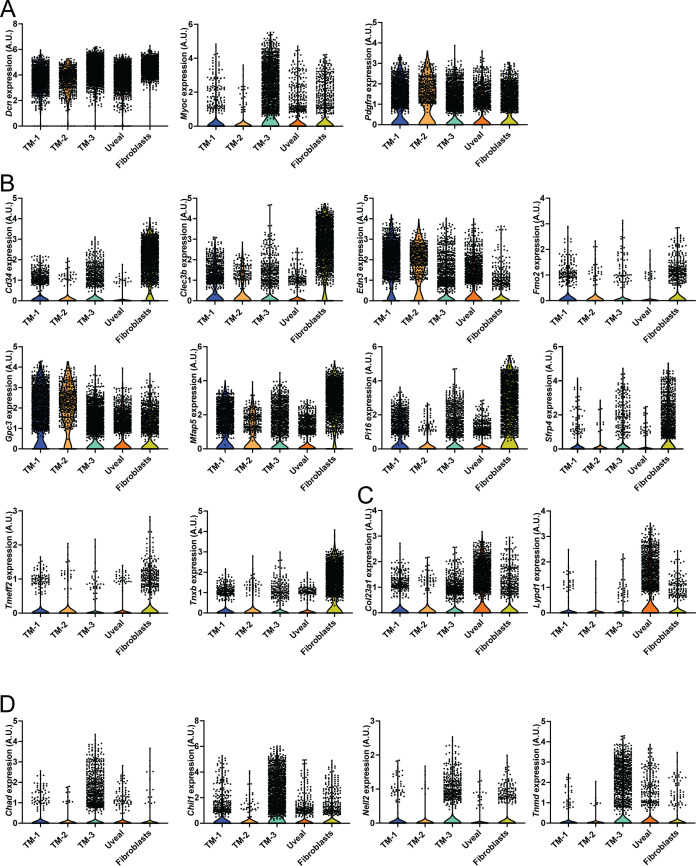
Characterization of trabecular meshwork clusters. **(A, B, C, D)** Violin plots showing the expression of *Dcn*, *Myoc*, and *Pdgfra* (A), *Cd34*, *Clec3b*, *Edn3*, *Fmo2*, *Gpc3*, *Mfap5*, *Pi16*, *Sfrp4*, *Tmeff2*, and *Tnxb* (B), *Col23a1,* and *Lypd1* (C), *Chad*, *Chil1*, *Nell2*, and *Tnmd* (D) from trabecular meshwork, uveal meshwork, and fibroblast clusters. Clusters are color coded as in Fig 3. Source data are available for this figure.

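In TM-3, 373 genes were higher and 232 lower in NC-Foxc2-/- than in control mice by the fold rule, of 10231 genes with at least 50 UMIs (61.7% higher), and 317 and 273 (53.7% higher) with the cluster scaled by its median gene ratio. With each cell thinned to 1000 UMIs the numbers were 134 and 130. Among genes with at least 100 UMIs and at least 100 CPM in the higher sample, Sfrp4, a secreted inhibitor of Wnt signaling, had the highest ratio at 107 (53.9 to 248), from 8 and 1018 UMIs in control and NC-Foxc2-/- mice. Others among the highest were the transcription factor Ebf1 at 5.56 (4.60 to 6.76), the hormone gene Pthlh at 4.89 (4.08 to 5.91), the inducible heat shock genes Hspa1b at 4.42 and Hspa1a at 4.18, the matrix glycoprotein gene Sparcl1 at 3.66 (3.13 to 4.30), and Kera, a keratocyte marker, at 3.40 (2.89 to 4.01). Of the same genes Car3, a carbonic anhydrase, was lowest at 0.288 (0.264 to 0.313), and others among the lowest were the keratin gene Krt18 at 0.300, the lactate transporter Slc16a3 at 0.326, Cldn10 at 0.335, Cited2 at 0.346, the glycolytic enzyme Gapdh at 0.381 (0.369 to 0.394) and the neuropeptide gene Npy at 0.391. Car3, Npy and Cldn10 also led the corneal endothelial-like cluster, which held 1.58% of control and 0.0828% of NC-Foxc2-/- cells. Whether their ratios in TM-3 follow that class was not tested. With both samples weighted to the control mix of TM-3 sub-clusters at 3 resolutions, Sfrp4 had 18.9 to 22.6 and Hspa1a 1.84 to 2.54. Sfrp4 was at a higher level in fibroblasts, 478 CPM over both samples against 74.6 CPM in TM-3.

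In TM-1, 190 genes were higher and 144 lower of 8468, and 59 and 83 with each cell thinned to 1000 UMIs. Nts, which encodes neurotensin, had a ratio of 98.3 (38.0 to 363) and the cytokine Il6 4.54 (3.91 to 5.28), while the protease Mmp3, Pde10a at 0.299 (0.242 to 0.366), the neurotrophin Bdnf at 0.354 and Penk at 0.385 were among the lowest. In TM-2, 133 were higher and 90 lower of 4799, with Nts at 19.3 (12.4 to 31.9), the transcription factor Tcf21 at 4.37 (2.90 to 6.80) and Hspa1a at 3.89 at the upper end, and the nuclear RNA Neat1 at 0.235 (0.187 to 0.292) and the growth factor Areg at 0.319 at the lower. In the uveal meshwork, 192 were higher and 139 lower of 9338 (58.0% higher), and 157 and 171 (47.9% higher) with the class scaled by its median gene ratio. There the highest included Plaur, the urokinase receptor, at 2.23 (2.00 to 2.50) and the activin antagonist Fst at 2.10, and the lowest Enpp2, which encodes autotaxin, at 0.143 (0.116 to 0.175), Igf1 at 0.210 (0.184 to 0.238), Inhba at 0.332 and Ptn at 0.335.

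The cells of TM-3 fell differently into the rebuilt clusters in the 2 samples. Of the control cells 82.3% fell into the rebuilt juxtacanalicular-like cluster and 11.5% into a cluster without a name, against 55.8% and 33.0% of the NC-Foxc2-/- cells. The pools also differed in sex-linked RNA, with Xist at 118 CPM in control and 228 CPM in NC-Foxc2-/- mice. The count of higher genes in TM-3 was 218 in rebuilt juxtacanalicular-like cells and that in TM-2 204 in rebuilt beam-like cells, which hold TM-1 and TM-2 together.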

To investigate transcriptional changes in signaling pathways potentially contributing to impaired SC morphogenesis, we performed analysis of differentially expressed genes (DEGs) in uveal and TM cell populations and identified significant transcriptional changes within these populations (Fig 4A–D and Table S1) and, in particular, TM-3 (Fig 4D). Analysis of gene ontology (GO) biological processes from DEGs within these populations elucidated several meaningful biological changes associated with NC-specific loss of *Foxc2*. Down-regulated processes that were common among TM populations included blood vessel and vasculature development (Fig 4A, B, and D) and regulation of cell adhesion (Fig 4A and D). Similarly, up-regulated processes that were common among TM populations included blood vessel development (Fig 4D) and morphogenesis (Fig 4B), and regulation of cell adhesion (Fig 4A and B). However, GO terms associated with ECM function were most up-regulated among TM populations, including ECM organization, collagen chain trimerization, extracellular structure organization, and ECM–receptor interaction (Fig 4A, B, and D). 

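Genes of vessel growth had ratios on both sides of 1 within the same cluster. Of 34 angiogenic ligands and inhibitors outside the paper's own lists that were measured in TM-3, 19 had a CPM ratio of NC-Foxc2-/- to control over 1 and 15 under 1. Their median log2 ratio was 0.23 (-0.32 to 0.43), at percentile 97.5 of random lists, and it turned to -0.00190 as a difference of natural-log means per cell. Pgf, placental growth factor, was highest with 4.38 (3.21 to 6.10) and Ccbe1, a secreted factor of lymphatic growth, had 3.69 (1.36 to 12.5), while Apln, the apelin gene, had 0.512 (0.218 to 1.14). In TM-1 the list stood at 0.26 (-0.27 to 0.58), with Angpt2, a ligand of TIE2, at 4.95 (2.82 to 9.20) and Pdgfa at 0.566 (0.466 to 0.684), and in TM-2 at 0.43 (-0.20 to 0.62).

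Among adhesion receptors, the median log2 ratio of 17 integrins was 0.38 (0.25 to 0.69) in TM-3, at percentile 98.5. It was 0.37 (-0.29 to 0.61) in TM-1 and 0.16 (-0.20 to 0.62) in TM-2. In TM-3 the collagen receptor Itga11 had a ratio of 2.38 (1.51 to 3.88) and the laminin receptor Itga3 0.568 (0.482 to 0.670). In TM-1, Itga6, another laminin receptor, had 0.464 (0.201 to 0.983).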

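Most extracellular matrix genes other than collagens had a higher CPM in TM-3 of NC-Foxc2-/- mice, and most of them had a lower one in TM-1 and TM-2. Of 42 matrix components other than collagens, 32 had a CPM ratio over 1 and 10 under 1 in TM-3, with a median log2 ratio of 0.23 (0.10 to 0.38), at percentile 99.9 of random lists. The highest was Cilp, a cartilage matrix protein, at 5.82 (4.74 to 7.22), and the lowest were Eln, the elastin gene, at 0.601 (0.565 to 0.640) and Efemp2, a fibulin needed for elastic fibers, at 0.668 (0.599 to 0.746). Cilp was among the leading genes of a TM-3 sub-cluster that held 1.41% of control and 6.63% of NC-Foxc2-/- cells. Whether the median of this list in TM-3 follows the mix of sub-clusters was not tested. In TM-1 the same list had 16 members over and 26 under 1 and a median of -0.16 (-0.37 to 0.076), and in TM-2 11 over and 29 under 1 and a median of -0.28 (-0.44 to -0.014), at percentile 0.130. There Sparcl1 had ratios of 3.09 (2.65 to 3.61) in TM-1 and 1.82 (1.45 to 2.29) in TM-2, and the proteoglycan Vcan 0.310 (0.200 to 0.470) in TM-2.

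Enzymes that process and crosslink collagen stood at a median of -0.00011 (-0.26 to 0.14) in TM-3, -0.040 (-0.46 to 0.37) in TM-1 and -0.15 (-0.96 to 0.44) in TM-2. In TM-3 the procollagen enhancer Pcolce2 had a ratio of 2.34 (1.78 to 3.10) and the prolyl hydroxylase P4ha2 0.454 (0.388 to 0.531). Of the protease inhibitors of the TIMP family and Reck, 4 of 5 were over 1 in TM-3, with Reck at 2.28 (1.92 to 2.71) and Timp1 at 1.62 (1.48 to 1.77). Reck was also over 1 in TM-1, at 1.69 (1.37 to 2.10), and TM-2, at 2.94 (1.69 to 5.37).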

The JCT is located adjacent to the inner wall endothelium of the SC (42). Its cells can extend processes that communicate with both the SC inner wall endothelium and TM cells in the corneoscleral meshwork (43). 

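Of the paper's 12 pro-angiogenic genes, 7 had a CPM ratio of NC-Foxc2-/- to control under 1 in TM-3 and 5 had a ratio over 1. The lowest were Adm, which encodes the vasoactive peptide adrenomedullin, at 0.459 (0.432 to 0.486), Lgals3, which encodes galectin-3, at 0.493 (0.444 to 0.547), Hbegf, an EGF receptor ligand, at 0.534 (0.519 to 0.548), and Amot, which encodes angiomotin, at 0.580 (0.522 to 0.644). Angptl4 had 0.696 (0.600 to 0.806) and Vegfa 0.968 (0.929 to 1.01). The Notch ligand Jag1 had 1.01 (0.886 to 1.16), Ecm1 1.03 (0.933 to 1.13) and the tissue factor gene F3 1.05 (0.996 to 1.11). The 3 anti-angiogenic genes were all higher, with Tgfbi, an adhesion protein of the matrix, at 2.61 (2.34 to 2.92), the semaphorin Sema3c at 2.44 (1.98 to 3.03) and the protease Adamts1 at 1.57 (1.46 to 1.70).

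The median log2 ratio of the 12 genes was -0.12 (-0.91 to 0.038), at percentile 20.5 of random lists. Both lists were chosen by the study on these samples, so the counts are not independent evidence of a direction. On the scale of the paper's table, the difference of mean natural-log values per cell, all 12 pro-angiogenic genes were below 0, among them Jag1 at -0.0415, Ecm1 at -0.0342 and F3 at -0.126. In rebuilt juxtacanalicular-like cells Tgfbi had a ratio of 1.05, Vegfa 1.19 and Ecm1 0.906, and with both samples weighted to the control mix of TM-3 sub-clusters at 3 resolutions Tgfbi had 1.00 to 1.06, Sema3c 1.28 to 1.40, Adamts1 1.12 to 1.19, Adm 0.733 to 0.851 and Amot 0.768 to 0.877. Tgfbi was over 1 in 0 of the 5 sub-clusters with at least 20 cells of each sample at resolution 0.8.

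**Figure D2:**
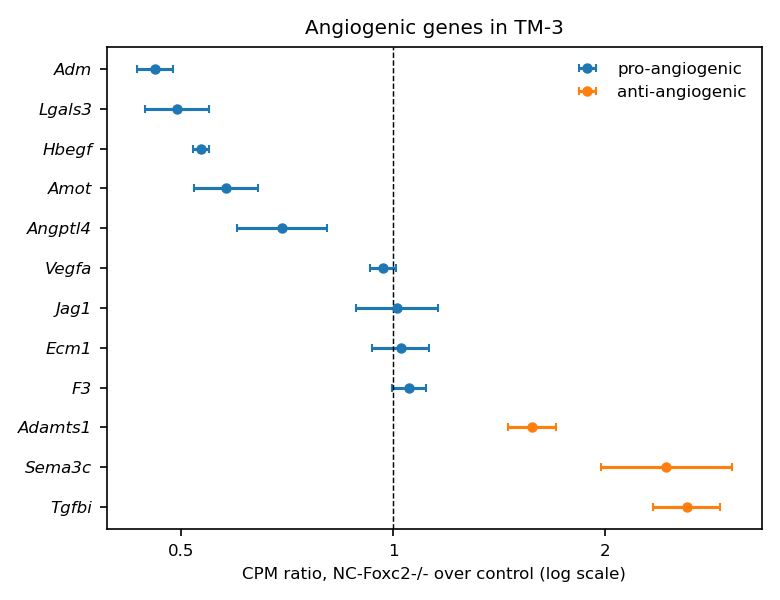
CPM ratio of NC-Foxc2-/- to control (x axis, log scale) of 9 of the paper's pro-angiogenic genes and its 3 anti-angiogenic genes in TM-3, 1 pooled sample per condition, with exact binomial 95% intervals. Adm had the lowest ratio and Tgfbi the highest, and 6 of the 9 pro-angiogenic genes drawn lie under 1.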

Although GO analysis identified that blood vessel development was associated with both down-regulated and up-regulated genes in TM-3 (characteristic of a putative JCT population), pro-angiogenic growth factors, and secreted proteins such as *Adm*, *Amot*, *Angptl4*, *Ecm1*, *F3*, *Hbegf*, *Jag1*, *Lgals3*, *Lox*, *Serpine1*, *Tgfb2*, and *Vegfa* were significantly down-regulated (Fig S6A and Table S1). whereas several anti-angiogenic signaling factors including *Adamts1*, *Sema3C*, and *Tgfbi* were significantly up-regulated (Fig S6B), possibly contributing to abnormal endothelial cell signaling and impaired SC morphogenesis.

**Figure 4.**
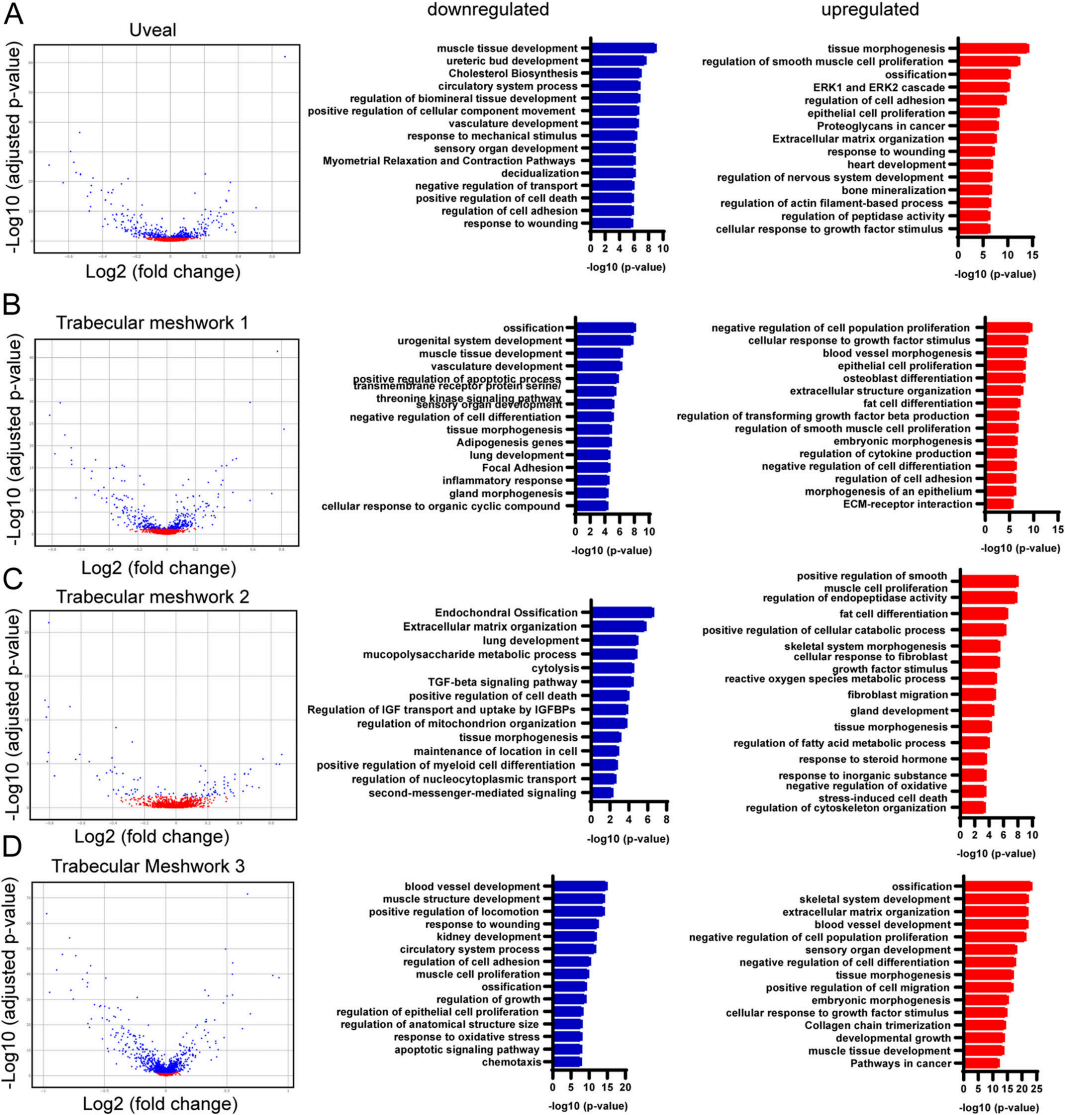
Differentially expressed genes in trabecular meshwork cell populations of NC-*Foxc2*^*-/-*^ mice compared with *Foxc2*^*fl/fl*^ Controls and GO over-representation analysis. **(A, B, C, D)** Volcano plots showing DEGs between NC-*Foxc2*^*-/-*^ and *Foxc2*^*fl/fl*^ Control mice in the trabecular meshwork 1 (A), trabecular meshwork 2 (B), trabecular meshwork 3 (C), and uveal meshwork clusters (D), left panels. Blue points denote DEGs with adjusted *P*-value < 0.05. Bar plots of subsets of GO gene sets that were overrepresented among the genes down-regulated (blue bars) or up-regulated (red bars) in NC-*Foxc2*^*-/-*^ mice compared with *Foxc2*^*fl/fl*^ Control mice, right panels. Values on the x-axis are represented as the –log_10_(*P*-value) of each associated GO gene set.

Table S1 Differentially expressed genes (DEGs) in selected cell clusters from scRNA-seq analysis in Foxc2fl/fl and NC-Foxc2-/- mice.

**Figure S6.**
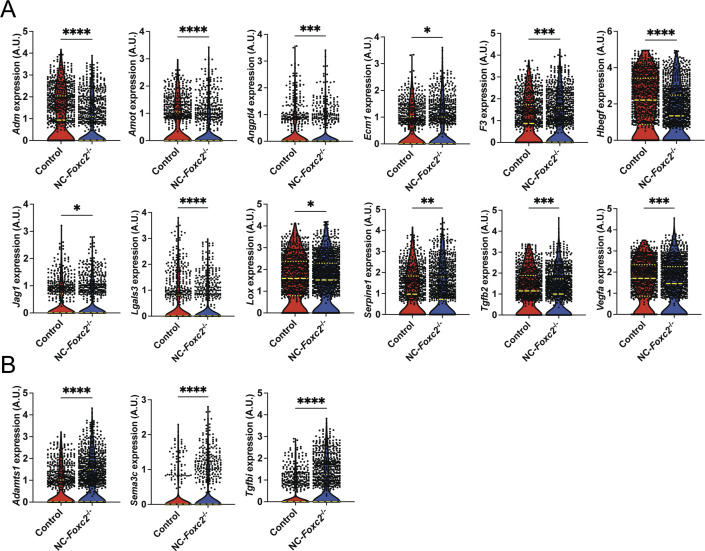
sc-RNA seq analysis identifies differentially expressed genes related to angiogenesis and ECM organization between Control and NC-*Foxc2*^*-/-*^ mice in cells comprising the trabecular meshwork 3 cluster. **(A, B)** Violin plots showing differential expression of *Adm*, *Amot*, *Angptl4*, *Ecm1*, *F3*, *Hbegf*, *Jag1*, *Lgals3*, *Lox*, *Serpine1*, *Tgfb2*, and *Vegfa* (A), *Adamts1*, *Sema3c*, and *Tgfbi* (B) between Control and NC-*Foxc2*^*-/-*^ mice. Long, dashed lines denote median values. Statistical analysis: Mann–Whitney Test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Source data are available for this figure.

The TM primarily functions to regulate bulk aqueous humor outflow from the anterior chamber, which is accomplished by generating resistance to outflow (44). A previously reported work has demonstrated that forces generated by increased IOP likely act on the ECM and attached cells of the JCT and SC inner wall endothelium by stretching and distorting them, which in turn stimulates ECM processing and turnover initiated by MMP signaling in the TM (45, 46). 

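All 5 proteases named for Fig 5 had a higher CPM in TM-3 of NC-Foxc2-/- mice. Mmp2, a gelatinase, had a CPM ratio of 2.49 (2.32 to 2.67), from 1052 and 3126 UMIs in control and NC-Foxc2-/- mice. Adamts5, which cleaves aggrecan and versican, had 2.02 (1.51 to 2.72), Adam19 1.89 (1.49 to 2.41) and the stromelysin Mmp3 1.63 (1.52 to 1.75). Over TM-1, TM-2 and TM-3 together the ratios were 2.18 (2.06 to 2.30) for Mmp2, 1.85 (1.51 to 2.28) for Adam19, 1.46 (1.24 to 1.71) for Adamts5, 1.19 (1.12 to 1.26) for Mmp3 and 1.15 (1.11 to 1.19) for Adamts1. Of 26 matrix metalloproteinases, ADAM and ADAMTS proteases measured in TM-3, 20 were over 1 and 6 under 1, with a median log2 ratio of 0.68 (0.19 to 0.93), at percentile 100 of random lists.

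Of 19 collagens, 17 were over 1 and 2 under 1 in TM-3, with a median of 0.47 (0.33 to 0.88), also at percentile 100. Col14a1, a collagen bound to the surface of fibrils, was highest at 3.15 (2.87 to 3.47) and Col5a3 next at 2.03 (1.56 to 2.65), while the network-forming collagens Col8a1 and Col8a2 were lowest at 0.747 (0.710 to 0.785) and 0.779 (0.736 to 0.825). Collagens stood at 0.13 (-0.18 to 0.36) in TM-1, -0.12 (-0.33 to 0.32) in TM-2 and 0.25 (-0.081 to 0.50) in the uveal meshwork. Col14a1 was over 1 in TM-1 at 2.69 (2.30 to 3.16) and in the uveal meshwork at 2.59 (1.90 to 3.54). Of the keratocyte markers in TM-3, Kera had a ratio over 1 and Lum had 0.770 (0.747 to 0.793). Of the fibroblast markers there, Tnxb had 3.19 (2.34 to 4.42), Cd34 1.90 (1.60 to 2.27), Mfap5 1.66 (1.54 to 1.79), Clec3b 1.28 (1.11 to 1.48) and Pi16 1.06 (0.960 to 1.16), and part of the TM-3 cells fell into the rebuilt fibroblast-like cluster at resolution 0.4.

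In rebuilt juxtacanalicular-like cells the ratio of Mmp2 was 1.53 and that of Mmp3 3.24. With both samples weighted to the control mix of TM-3 sub-clusters at resolutions 0.4, 0.8 and 1.2, Mmp2 had 1.52, 1.29 and 1.37, Mmp3 1.01, 0.701 and 0.650, Adamts5 1.21, 0.898 and 1.03 and the protease list a median log2 ratio of 0.29, 0.15 and 0.044. The collagens then had a median of 0.24, 0.076 and 0.17, with 15, 12 and 13 of 19 over 1, and Col14a1 had 1.36, 1.19 and 1.22. Col1a1 went from 1.63 (1.61 to 1.65) to 1.04, 0.850 and 0.937, so that its direction, like that of Mmp3 and Adamts5, depended on the resolution.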

Our scRNA-seq analysis revealed that ECM-related genes are significantly up-regulated in TM populations of NC-*Foxc2*^*-/-*^ mice, including several collagen genes and MMPs such as *Adam19*, *Adamts1*, *Adamts5*, *Mmp2*, and *Mmp3* in the TM cluster (Fig 5A) including TM-3 (Figs 5B and S5B), among other up-regulated ECM-related components (Table S1). In partial validation of our scRNA-seq observations, immunostaining of MMP-2 demonstrated its expression was increased throughout the anterior segment of NC-*Foxc2*^*-/-*^ mice compared with *Foxc2*^*fl/fl*^ controls (Fig 5C and D). Co-localization of increased MMP-2 expression with PDGFRβ+ TM cells and increased expression in the cornea was observed in NC-*Foxc2*^*-/-*^ mice with particularly *severe* anterior segment phenotypes, which lacked a mature SC as assessed by VEGFR-3 expression and anatomical features (Fig 5D), but it was weakly detected in PDGFRβ+ TM of *Foxc2*^*fl/fl*^ control mice (Fig 5C). Although our scRNA-seq analysis determined that increased *Mmp2* expression was limited to TM-3, it is possible that dosage-dependent effects of *Mmp2* expression among other genes may be attributable to the differences we observe in penetrance and severity of the phenotype observed in NC-*Foxc2*^*-/-*^ mice as mice with *moderate* ocular phenotypes were used for scRNA-seq analysis.

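Mmp2 had a CPM ratio over 1 in each meshwork cluster, and among the study's clusters the ratio was highest in TM-3. In TM-1 the ratio of NC-Foxc2-/- to control was 1.53 (1.37 to 1.71), in TM-2 1.61 (1.32 to 1.97) and in the uveal meshwork 1.20 (1.05 to 1.37). The levels were 163 and 249 CPM in TM-1 of control and NC-Foxc2-/- mice, 154 and 248 CPM in TM-2, 94.2 and 113 CPM in the uveal meshwork and 168 and 418 CPM in TM-3. In keratocyte-like cells the ratio was 1.12 (1.10 to 1.14). Whether the ratio differs between clusters was not tested beyond these counting intervals. The order was lost in rebuilt clusters, where the beam-like cells that hold TM-1 and TM-2 had 1.64 and juxtacanalicular-like cells less. With TM-3 weighted to the control mix of its sub-clusters, its ratio was 1.52, 1.29 and 1.37 at the 3 resolutions. TM-1 and TM-2 were not weighted in this way, so these values cannot be ranked against theirs.

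The other proteases varied more between clusters. Mmp3 had 0.292 (0.244 to 0.348) in TM-1, 0.0612 (0.0193 to 0.150) in TM-2, from 68 and 5 UMIs, and 0.188 (0.114 to 0.295) in the uveal meshwork. Adam19 had 1.15 (0.686 to 1.92), 2.36 (0.887 to 7.30) and 1.67 (1.16 to 2.39) in these 3 clusters, Adamts5 1.48 (1.17 to 1.86), 1.21 (0.812 to 1.82) and 1.47 (1.04 to 2.07), and Adamts1 1.15 (1.09 to 1.20), 1.31 (1.23 to 1.41) and 1.08 (1.01 to 1.16). The protease list had a median log2 ratio of 0.20 (-0.0050 to 0.62) in TM-1, 0.11 (-0.28 to 0.58) in TM-2 and 0.050 (-0.39 to 0.55) in the uveal meshwork. In rebuilt beam-like cells, Mmp3 had 0.543, and as a difference of natural-log means per cell Mmp3 in TM-1 stood at 0.000350. Mmp2 lies on chromosome 8 of mm10 from 92827291 to 92853420 and has 13 exons.

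**Figure D3:**
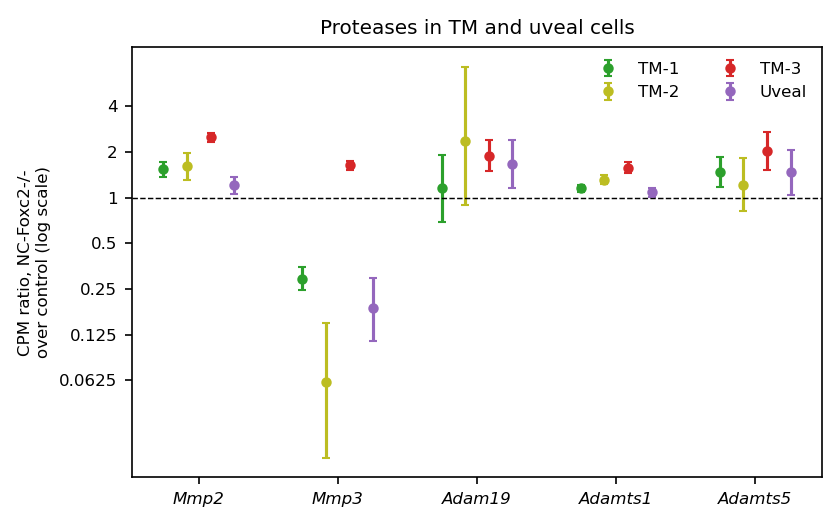
CPM ratio of NC-Foxc2-/- to control (log scale) of Mmp2, Mmp3, Adam19, Adamts1 and Adamts5 in the meshwork clusters, 1 pooled sample per condition, with exact binomial 95% intervals. Mmp2 lies over 1 in each cluster and Mmp3 lies over 1 in TM-3 and under 1 in the other clusters.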

**Figure 5.**
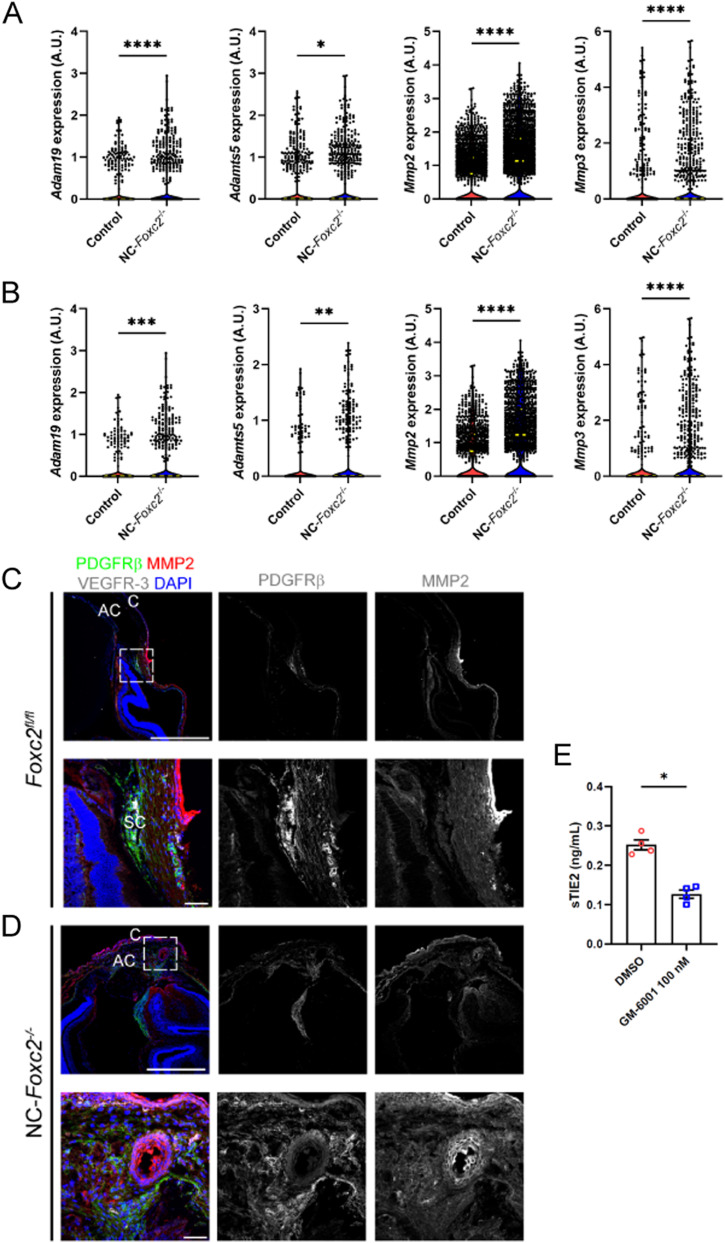
sc-RNA seq analysis of genes related to MMP. **(A, B)** sc-RNA seq analysis identifies differentially expressed genes related to MMPs between Control and NC-*Foxc2*^*-/-*^ mice in cells comprising the trabecular meshwork (A) and trabecular meshwork 3 (B) clusters. Violin plots showing differential expression of *Adam19*, *Adamts5*, *Mmp2*, and *Mmp3* in the TM cluster (A) and TM-3 cluster (B) between Control and NC-*Foxc2*^*-/-*^ mice. Long, dashed lines denote median values. Statistical analysis: Mann–Whitney Test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. **(C, D)** Representative cross-section images of the iridocorneal angle and anterior chamber of a *Foxc2*^*fl/fl*^ control (C) and NC-*Foxc2*^*-/-*^ individual (D) immunostained with PDGFRβ, MMP2, VEGFR-3, and DAPI. Boxed regions in top panels denote magnified regions in lower panels. Scale bars are 500 μm and 50 μm, respectively. C, cornea; AC, anterior chamber; SC, Schlemm’s canal. **(E)** Quantification of sTIE2 in conditioned media from cultured HDLECs treated with DMSO vehicle or GM-6001 at 100 nM by ELISA (E). Data are mean ± SD from three biological replicates. Statistical analysis: Mann–Whitney *U* test. *P < 0.05. Source data are available for this figure.

Of particular note, previously reported work has demonstrated that MMP activity mediates cleavage of the TIE2 ectodomain to produce soluble TIE2 (sTIE2) in cultured HUVECs (30, 47). Moreover, sTIE2 is capable of binding angiopoietins as a ligand trap to prevent them from activating TIE2 signaling (30). Provided the increased expression of MMPs in NC-*Foxc2*^*-/-*^ mice and the crucial role of ANGPT/TIE2 signaling in SC development (26, 27, 28, 37), we hypothesized that increased MMP activity in the TM may mediate cleavage of TIE2 in SC endothelium, resulting in higher production of sTIE2, impairment of ANGPT/TIE2 signaling, and impaired SC morphogenesis. To investigate this mechanism, we collected conditioned media from cultured human dermal LECs (HDLECs) treated with either the DMSO vehicle or the MMP inhibitor GM-6001 as shown to inhibit sTIE2 shedding in cultured HUVECs (30) or impair tubulogenesis in three-dimensional culture assays (48). Quantification of sTIE2 concentration in conditioned media from cultured HDLECs by ELISA demonstrated a significant reduction of sTIE2 by GM-6001 treatment compared with control (DMSO) treatment (Fig 5E). Thus, these results suggest that, like blood ECs, MMP activity also mediates TIE2 shedding in LECs, and the role of MMP signaling and potential cleavage of the TIE2 ectodomain within the SC warrants further investigation.

To directly investigate potential transcriptional changes in the SC endothelium secondarily associated with the loss of NC-*Foxc2* transcriptional activity, we performed a subclustering analysis of the endothelial cell cluster (Fig 3B) identified in our dataset to identify the population of SC endothelium. 

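Cells of the SC and lymphatic EC cluster made up a larger share of the endothelial cells in control than in NC-Foxc2-/- mice. Of 207 control and 253 NC-Foxc2-/- endothelial cells, the cluster held 84 control cells (40.6%, 33.8 to 47.6) and 23 NC-Foxc2-/- cells (9.09%, 5.85 to 13.3), with exact binomial 95% intervals. BEC-2 held 12 control cells (5.80%, 3.03 to 9.91) and 59 NC-Foxc2-/- cells (23.3%, 18.3 to 29.0), BEC-4 15 control cells (7.25%, 4.11 to 11.7) and 51 NC-Foxc2-/- cells (20.2%, 15.4 to 25.6) and BEC-5 43 control cells (20.8%, 15.5 to 26.9) and 14 NC-Foxc2-/- cells (5.53%, 3.06 to 9.11). BEC-1 held 8 and 25 control and NC-Foxc2-/- cells, BEC-3 28 and 39 and BEC-6 17 and 20. The cluster of NC-Foxc2-/- ECs held 22 cells of that sample and 0 of the control cells, for which the exact binomial interval allows a control share of up to 1.77%. Its cells held Sox17, a transcription factor of arterial endothelium, at 689.5 CPM (554 to 848) and the growth factor Pgf at 896 CPM. The names are the study's, a cluster of 1 library may be that library and not a cell type, and dissection can set such shares.

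**Figure D4:**
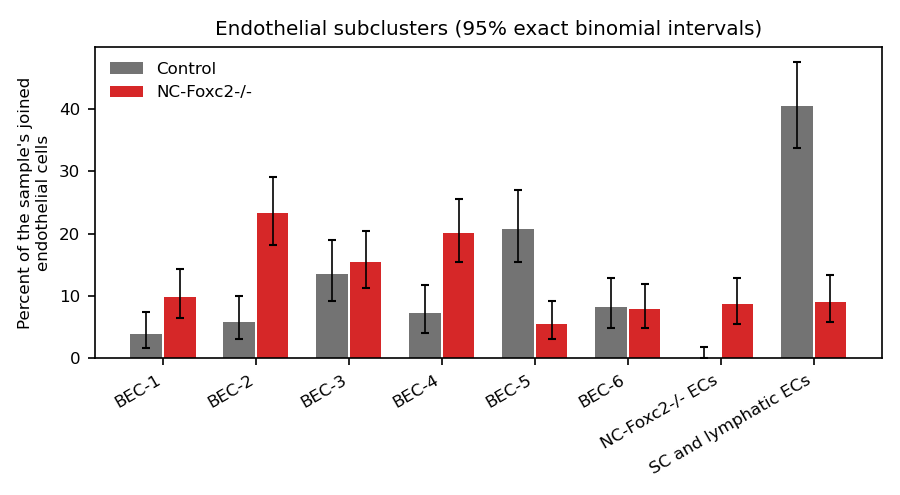
Share of endothelial cells (percent, y axis) in each of the 8 subclusters in control and NC-Foxc2-/- mice, 1 pooled sample each, with exact binomial 95% intervals. The SC and lymphatic EC cluster holds the largest control share, and BEC-2 the largest NC-Foxc2-/- share.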

Uniform Manifold Approximation and Projection (UMAP) visualization and clustering analysis identified eight transcriptionally unique clusters consisting of six blood endothelial cell (BEC) clusters, a cluster specific to NC-*Foxc2*^*-/-*^ mice, and a cluster comprised of both SC and limbal lymphatic ECs (Fig 6A and B). The BEC-1 and BEC-4 clusters exhibited higher expression of venous endothelial markers such as *Ackr1*, *Mgp*, *Sele*, *Selp*, and *VWF* (Fig S7A). 

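Venous genes were highest over BEC-1 and BEC-4 combined. Selp, which encodes the adhesion molecule P-selectin, was at 13140.5 CPM (12648 to 13648) in BEC-1 and 1429 CPM in BEC-4, against 314 CPM in BEC-6, the next highest subcluster. Ackr1, a chemokine-binding receptor of venules, was at 3487 CPM (3236 to 3753) in BEC-1, 133 CPM in BEC-4 and 38.7 CPM in BEC-6, and no Ackr1 UMI was counted in BEC-2, BEC-3, BEC-5 or the NC-Foxc2-/- ECs. Sele, which encodes E-selectin, was at 932 CPM in BEC-1, 198 CPM in BEC-4 and 95.9 CPM in BEC-2, and Vwf, which encodes von Willebrand factor, at 741 CPM, 395 CPM and 115 CPM. Over BEC-1 and BEC-4 together the level of Ackr1 was 30.6 times (19.3 to 52.0) that of the next highest subcluster, Selp 16.3 times (13.8 to 19.3), Sele 4.47 times (3.20 to 6.39) and Vwf 4.34 times (3.24 to 5.90). In the control sample alone these were 329 (111 to 1607) times for Ackr1, 9.85 (8.41 to 11.6) for Selp, 2.68 (1.72 to 4.14) for Sele and 1.28 (0.826 to 2.01) for Vwf, an interval that holds 1, and in the NC-Foxc2-/- sample alone 15.9 (9.93 to 27.0) times for Ackr1. Mgp, which encodes matrix Gla protein, was at 2676 CPM (2526 to 2832) in BEC-4, 2443 CPM in BEC-1 and 1929.9 CPM in BEC-6. Its ratio over the next highest subcluster was 1.35, and as a difference of natural-log means per cell it turned to -0.241.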

The BEC-1 cluster exhibited the strongest expression of these genes, potentially indicating that this cluster may be characteristic of collector channel vessels that exhibited a similarly high expression of these genes in a human dataset (40). 

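Among genes of arterial endothelium, Itm2a was highest in BEC-2 at 671 CPM (595 to 755), and was at 176 CPM in BEC-6, 175 CPM in BEC-5, 117 CPM in BEC-4, 109 CPM in BEC-3 and 24.5 CPM in BEC-1. Sox17 was at 293 CPM in BEC-2, 216 CPM in BEC-4, 71.0 CPM in BEC-6, 63.8 CPM in BEC-1, 15.0 CPM in BEC-3 and 1.52 CPM in BEC-5. Col13a1, a transmembrane collagen, was highest in BEC-5 at 107 CPM (83.2 to 135), at 64.7 CPM in BEC-2 and at 9.81 CPM in BEC-1. Edn1, which encodes the vasoconstrictor endothelin-1, was at 585 CPM in BEC-3, 422 CPM in BEC-2, 288 CPM in BEC-6, 163 CPM in BEC-5, 139 CPM in BEC-4 and 58.9 CPM in BEC-1. Ihh, which encodes the secreted ligand Indian hedgehog, was at 478 CPM (424 to 537) in BEC-3 and 492 CPM (440.0 to 549) in BEC-5, over both samples, and at 189 CPM in BEC-6, 59.9 CPM in BEC-2 and 6.74 CPM in BEC-4. Within each sample BEC-3 had 1.28 (1.07 to 1.53) times the Ihh CPM of BEC-5 in control and 1.08 (0.682 to 1.76) times in NC-Foxc2-/- mice. No Ihh UMI was counted in BEC-1.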

The other BEC clusters showed stronger expression for markers recently reported to be associated with the arterial limbal endothelium (37), except BEC-3, which exhibited higher expression of *Ihh*, a recently identified marker of the choriocapillaris (37, 49), that may have been incorporated during dissection and tissue dissociation (Fig S7B and C). 

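Ccl21a, which encodes a chemokine of lymphatic endothelium, was the gene that set the SC and lymphatic EC cluster apart the most among these markers, at 6897 CPM (6737 to 7059) over both samples. The next highest level was 105 CPM in BEC-6, and the cluster's level was 65.4 times (49.4 to 88.5) as high, 35.8 (26.8 to 48.9) times in the control sample alone and 405 (138 to 1969.6) times in the NC-Foxc2-/- sample alone. Prox1, a transcription factor of lymphatic identity, was at 252 CPM (222 to 285) in the cluster, 45.2 CPM in BEC-6 and 38.4 CPM in BEC-3, and no Prox1 UMI was counted in BEC-1. Flt4, which encodes VEGFR-3, was at 268 CPM (237 to 301) in the cluster and 285 CPM (246 to 329) in BEC-5, so that their ratio was 0.939 (0.777 to 1.14), and it was at 174 CPM in BEC-3 and 4.90 CPM in BEC-1. Within the cluster, the CPM ratio of NC-Foxc2-/- to control was 1.16 (0.845 to 1.58) for Prox1, 1.21 (0.890 to 1.62) for Flt4 and 0.697 (0.650 to 0.746) for Ccl21a.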

The SC and lymphatic EC cluster showed high expression of several markers identified in SC ECs, such as *Ccl21a*, *Flt4*, and *Prox1*. However, only a few cells exhibited positive expression of the classic lymphatic markers *Lyve1* and *Pdpn* (Fig 6C), which are absent in the SC, implying that this cluster predominately consists of SC ECs with few limbal lymphatic ECs that were not independently clustered during analysis. 

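Lyve1, a hyaluronan receptor of lymphatic endothelium, was found in 4.67% of the 107 cells of the SC and lymphatic EC cluster, which had a median of 6161 UMIs. With each cell thinned to 1000 UMIs the share was 2.83%. In keratocyte-like cells, which should lack Lyve1, 0.0494% had a UMI at a median of 15179 UMIs per cell. Macrophage-like cells, some of which make Lyve1, had 6.76%, thinned 2.51%, at a median of 6058 UMIs. Pdpn, which encodes podoplanin, was found in 4.67% of the cluster's cells and, thinned, in 0.943%. The cluster's level was 135 CPM (114 to 159.7) for Lyve1 and 19.5 CPM (11.9 to 30.1) for Pdpn, against 228 CPM of Pdpn in keratocyte-like cells, and Lyve1 was at 3.05 CPM in BEC-5 with no UMI in any other BEC cluster. Of 137 Lyve1 UMIs in control and 2 in NC-Foxc2-/- cells of the cluster, the CPM ratio of NC-Foxc2-/- to control was 0.0661 (0.00793 to 0.243). These UMIs came from the 4.67% of cells with Lyve1. The ratio thus rests on a few cells, and its interval does not cover which of them were caught.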

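Pgf, Npnt, Nts, Postn and Itga9 were each highest in the SC and lymphatic EC cluster. Pgf was at 2050.4 CPM (1964 to 2139.9), against 351 CPM in BEC-6, and 2.29 times (1.90 to 2.78) as high as in the NC-Foxc2-/- ECs. Npnt, which encodes the matrix protein nephronectin, was at 933 CPM (875 to 994), 10.3 times (7.58 to 14.4) the level in BEC-6. Nts was at 799.9 CPM (746 to 857), 7.74 times (5.75 to 10.7) that in BEC-4, and Postn, which encodes the matrix protein periostin, at 169 CPM (145 to 196), 1.83 times (1.30 to 2.62) that in BEC-6. The integrin gene Itga9 was at 244 CPM (215 to 276), 4.11 times (2.92 to 5.92) that in BEC-5. In the NC-Foxc2-/- sample alone the cluster was 22.4 (13.3 to 40.6) times the highest other subcluster for Npnt, and 1.27 (0.806 to 1.99) for Nts and 1.17 (0.681 to 1.99) for Postn, with intervals that hold 1. In the control sample alone it was 3.53 (1.92 to 7.23) times for Postn.

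Flt1, Plvap and Ptprb were lower in the cluster than in each BEC cluster, and Kdr was lower than in each but BEC-1. Flt1, which encodes VEGFR-1, was at 237 CPM in the cluster and 1389.9 CPM to 2795 CPM in BEC-2 to BEC-6, with 1094 CPM in BEC-1. Kdr, which encodes VEGFR-2, was at 333 CPM in the cluster, 1399 CPM in BEC-3 and 216 CPM in BEC-1. Plvap, a component of endothelial diaphragms, was at 863 CPM in the cluster and 4300.4 CPM in BEC-5, and the phosphatase gene Ptprb at 256 CPM and 987 CPM. Tek, which encodes TIE2, was at 191 CPM (165 to 219) in the cluster, 269 CPM in BEC-2, 252 CPM in BEC-3 and 93.2 CPM in BEC-1.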

In support of this observation, the SC and lymphatic EC cluster exhibited high expression of *Npnt*, *Nts*, *Pgf*, and *Postn* and modest expression of *Itga9* and *Nts* (Fig 6C and D) and other endothelial marker genes, including *Flt1*, *Kdr*, *Plvap*, *Ptprb*, and *Tek* (Fig S7D), which were recently shown to be characteristic of the SC endothelial transcriptional profile by Thomson et al (37).

**Figure 6.**
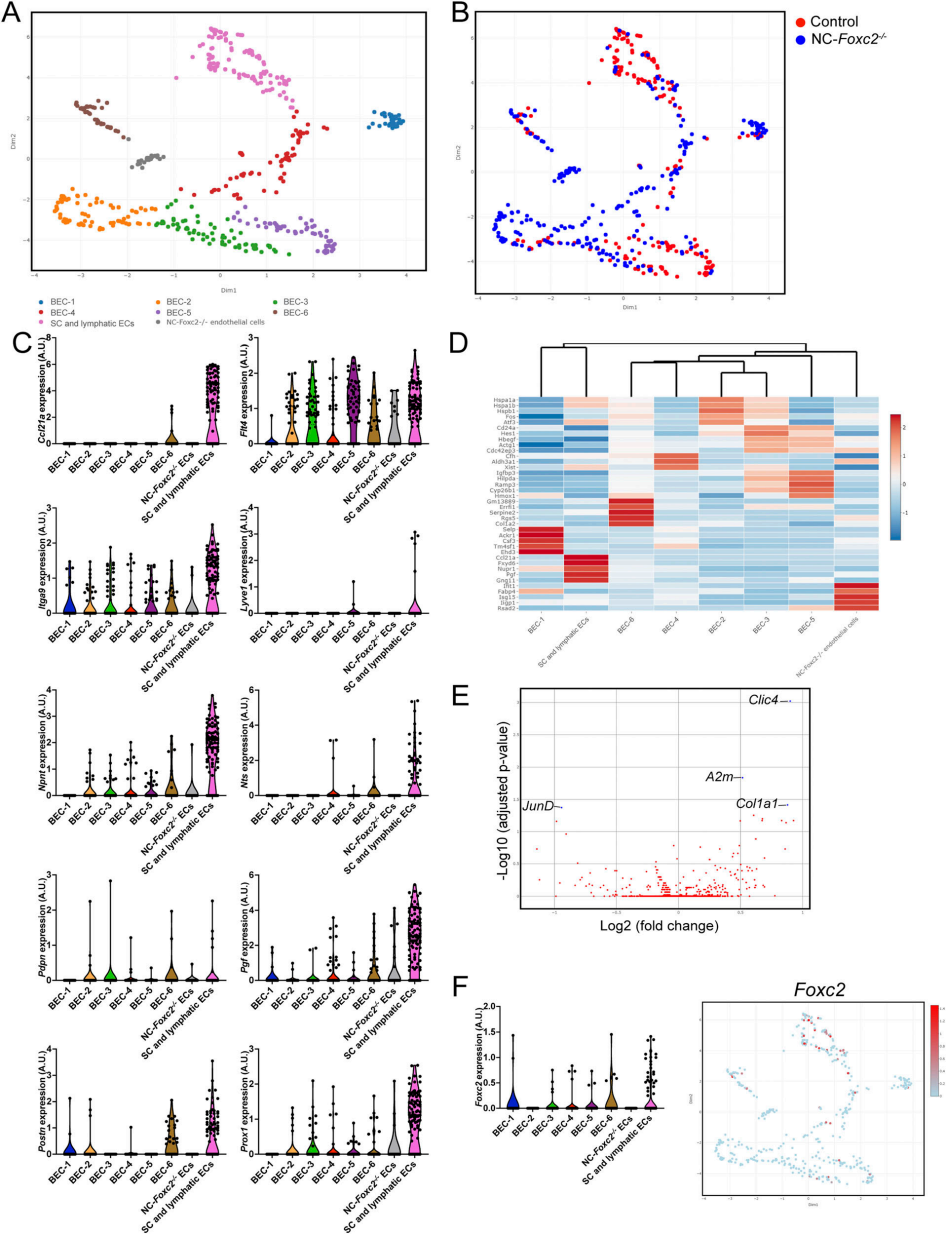
Single-cell transcriptome profiling of endothelium in the anterior eye segment of Control and NC-*Foxc2*^*-/-*^ mice. **(A, B)** Visualization of unsupervised subclustering analysis of eight transcriptionally distinct endothelial cell populations (A) and individual cell contribution (B) by Uniform Manifold Approximation and Projection of the endothelial cell cluster identified in Fig 4B. **(C)** Violin plots showing the expression of gene markers from the endothelial subclusters. **(D)** Feature heatmap and hierarchical clustering of gene-expression levels of the top five marker genes for each endothelial subcluster. Colors represent row-wise scaled gene expression with a mean of 0 and SD of 1 (Z scores). **(E)** Volcano plot showing DEGs between NC-*Foxc2*^*-/-*^ and *Foxc2*^*fl/fl*^ Control mice in the lymphatic-like endothelium subcluster. Blue points denote DEGs with adjusted *P*-value < 0.05. **(F)** Violin plot (left panel) and Uniform Manifold Approximation and Projection (right panel) showing the expression of *Foxc2* in each endothelial subcluster. Source data are available for this figure.

**Figure S7.**
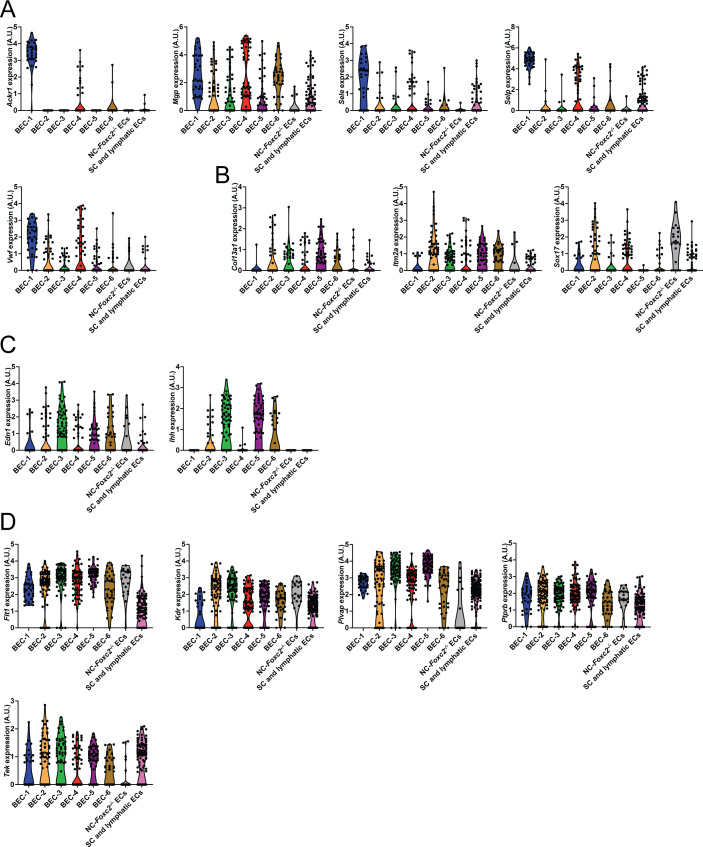
Characterization of endothelial subclusters. **(A, B, C, D)** Violin plots showing the expression of *Ackr1*, *Mgp*, *Sele*, *Selp*, and *Vwf* (A), *Col13a1*, *Itm2a*, and *Sox17* (B), *Edn1* and *Ihh* (C), *Flt1*, *Kdr*, *Plvap*, *Ptprb*, and *Tek* (D) from endothelial subclusters. Clusters are color coded as in Fig 6. Source data are available for this figure.

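Jund, a subunit of the AP-1 transcription factor, had a CPM ratio of NC-Foxc2-/- to control of 0.363 (0.307 to 0.427) in the SC and lymphatic EC cluster, from 2007 and 161 UMIs. Junb and Fos, other AP-1 subunits, had 0.411 (0.347 to 0.483) and 0.379 (0.280 to 0.503). Of 30 immediate early genes, which respond quickly to stimulation and to handling of cells, 23 had a ratio under 1 and 7 over 1, with a median log2 ratio of -0.67 (-0.96 to -0.26), at percentile 0 of random lists. The lowest was Ier3 with 0.342 (0.257 to 0.447) and Nr4a1, at the upper end, had 1.68 (0.724 to 3.58). The same list stood at 0.021 in endothelial cells as a whole, -0.25 in macrophage-like cells and -0.16 in NK/T/B cell-like cells. In epithelial-like cells it stood at 0.017 in corneal, -0.11 in limbal and -0.065 in conjunctival ones. Jund also had 0.613 (0.596 to 0.630) in TM-3.

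Interferon response genes stood at 0.48 (0.15 to 0.96), at percentile 99.9, with 23 of 27 over 1, among them the GTPase gene Gbp4 at 5.94 (3.96 to 8.95) and the chemokine Cxcl10 at 5.38 (4.41 to 6.57). Their median was 1.35 with cells thinned to 1000 UMIs and 1.04 with every cell weighing the same. For Cxcl10, 1 cell of each sample held 39.2% of the control and 39.8% of the NC-Foxc2-/- UMIs. By the fold rule 150 genes were higher and 176 lower of 3378. Among the highest were the transcription factor Maf at 3.86 (3.04 to 4.90), Inhbb at 3.61 and the chloride channel gene Clic4 at 2.45 (2.04 to 2.92), and among the lowest Phlda1 at 0.183 (0.112 to 0.283), Dusp2, a phosphatase that acts on MAP kinases, at 0.219, Lcn2 at 0.228 and Nts at 0.226 (0.159 to 0.311). The 27 genes of SC and lymphatic identity had a median of -0.22 (-0.98 to 0.28), with Tek at 1.72 (1.23 to 2.37). With each cell thinned to 1000 UMIs that median was 0.46. The cluster held 84 control and 23 NC-Foxc2-/- cells, so a few cells can set a ratio.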

Analysis of DEGs in the SC and lymphatic EC cluster identified several transcriptional changes, including significantly decreased expression of the AP-1 transcription factor component *JunD*, which has been previously implicated in the regulation of vascular injury response (50) and protection against aging-induced oxidative stress and endothelial dysfunction (51). In contrast, the expression of *Col1a1*, which was shown to be increased in both normal and glaucomatous SC cells in response to substrate stiffness (52), was significantly up-regulated in the SC and lymphatic EC cluster (Fig 6E).

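Col1a1, which encodes a chain of type I collagen, had a CPM ratio of NC-Foxc2-/- to control of 0.555 (0.416 to 0.729) in the SC and lymphatic EC cluster by summed UMIs, from 481 and 59 UMIs. Col1a2, which encodes the other chain, had 0.345 (0.226 to 0.506). Of 15 collagens, 12 had a ratio under 1 and 3 over 1, with a median log2 ratio of -0.96 (-1.30 to -0.32), at percentile 0 of random lists, and the highest were Col4a2 and Col16a1, at 1.25 (1.02 to 1.53) and 1.89 (0.521 to 5.75). In the BEC clusters together Col1a1 had 4.16 (3.47 to 5.00) and the collagens a median of 1.07 (-0.063 to 1.52).

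The direction of Col1a1 depended on how cells were weighed. In control, 8 of 84 cells held 448 of 481 Col1a1 UMIs (93.1%), and those cells also held the keratocyte gene Kera at 216 CPM against 7.51 CPM in the other control cells and had a median of 20381 UMIs per cell against 6099. Thinned to 1000 UMIs per cell the ratio was 2.78, with every cell weighing the same 1.93, and as a difference of natural-log means per cell 0.874. The median of the collagens turned too, to 1.41 thinned, 0.25 with every cell weighing the same and 0.0385 as natural-log means. Col1a1 had a ratio of 2.56 (2.27 to 2.89) in erythrocyte-like cells, which do not make it, and A2m, which encodes a protease inhibitor, had 4.46 (3.27 to 6.16) there and 2.50 (1.40 to 4.37) in the cluster.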

Collectively, these data demonstrate that loss of NC-*Foxc2* expression results in several transcriptional changes altering TM composition and the ECM environment that may be associated with increased matrix stiffening and reduction in TIE2 signaling, which has been associated with the progression of glaucoma.

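The makeup of TM-3 differed between the samples. With TM-3 split again after the tested angiogenic and matrix genes were left out, a sub-cluster led by Sfrp4, Pthlh, Col6a5 and Smoc2 held 13 of 854 cells (1.52%, 0.813 to 2.59) in control and 219 of 1147 cells (19.1%, 16.9 to 21.5) in NC-Foxc2-/- mice. A sub-cluster led by Npy, Cda, Col4a3 and Krt18 held 403 of 854 cells (47.2%, 43.8 to 50.6) and 255 of 1147 cells (22.2%, 19.9 to 24.8), and one led by Kera, Col11a2, Epyc and Cilp 12 of 854 cells (1.41%, 0.728 to 2.44) and 76 of 1147 cells (6.63%, 5.26 to 8.22). Between the samples 26.1% of the cells would have to change sub-cluster for the shares to match at resolution 0.4, 37.6% at 0.8 and 39.3% at 1.2. A cluster that is mostly 1 library may be that library, and a change of state in the same cells gives the same shares as a change in which cells were captured.

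Taking its data on the TM and the SC together, the paper concludes that loss of Foxc2 in the neural crest changes transcription in ways that alter the makeup of the TM and its matrix environment, and proposes a link to a stiffer matrix and less TIE2 signaling.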

### Endothelial *Foxc2* expression is required for SC morphogenesis via regulation of TIE2 expression

*Foxc2* is a critical regulator of early lymphatic development and lymphatic maturation, maintenance, and function (10, 11, 15, 16). Foxc2+/Prox1+ cell expression was previously observed in SC endothelium by immunostaining analysis as early as P7 continuing to 2 mo of age (21). Moreover, our linage-tracing analysis demonstrated that *Foxc2*+ cell descendants contribute to the formation of the SC vasculature (Fig S1), and our scRNA-seq analysis shows that *Foxc2* was more highly expressed in the SC and lymphatic EC cluster compared with the other BEC clusters (Fig 6F). 

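Foxc2 was highest in the SC and lymphatic EC cluster among the endothelial subclusters, at 38.0 CPM (27.0 to 51.9) over both samples. The next highest was BEC-6 at 17.2 CPM (7.43 to 33.9), and the ratio of the cluster to BEC-6 was 2.20 (1.02 to 5.46). BEC-1 had 14.7 CPM, BEC-4 13.5 CPM, BEC-3 8.36 CPM and BEC-5 4.57 CPM, and no Foxc2 UMI was counted in BEC-2 or the NC-Foxc2-/- ECs. Within the SC and lymphatic EC cluster Foxc2 had 36 UMIs in control and 3 in NC-Foxc2-/- mice, a CPM ratio of 0.377 (0.0743 to 1.19). In the control sample alone the cluster's level was 0.764 (0.241 to 3.88) times that of BEC-1, the highest other subcluster there with 8 control cells, an interval that holds 1.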

As the SC vasculature shares characteristics of lymphatic endothelium, we sought to investigate the direct role of endothelial-*Foxc2* signaling in SC morphogenesis, as its role is unknown (Fig 7). Because early, inducible postnatal blood and/or lymphatic endothelial-specific deletion of *Foxc2* results in lymphatic dysfunction and eventual mortality (10, 16), we performed the analysis at the approximate time point (P7) of SC morphogenesis after the administration of tamoxifen from P1–P5 to delete *Foxc2* during SC morphogenesis initiation. Compared with *Foxc2*^*fl/fl*^ controls, inducible, endothelial-specific deletion of *Foxc2* (*Cdh5-Cre*^*ERT2*^*; Foxc2*^*fl/fl*^, EC-*Foxc2*-KO) resulted in a hypoplastic SC vasculature (Fig 7A–F) with reduced SC area (Fig 7G), in addition to markedly impaired lymphatic valve development and maturation in the mesentery which we previously reported (16). Although P7 EC-*Foxc2*-KO mice appeared to maintain expression of PROX1 and VEGFR-3 (Fig 7B and D), reduced TIE2 expression was detected in the SC vasculature compared with *Foxc2*^*fl/fl*^ controls (Fig 7F). Because TIE2 signaling regulates PROX1 expression in the SC endothelium (25), unaltered levels of PROX1 in the EC-*Foxc2*-KO mice may be because of the early time point (P7) examined before the reported postnatal lethality (10, 16). As *Foxc1* and *Foxc2* share cooperative roles in lymphatic development and maintenance (15, 16), we sought to also characterize possible roles for endothelial-*Foxc1* transcriptional activity during SC morphogenesis (Fig S8). Compared with Cre-negative *Foxc1*^*fl/fl*^ controls, *Cdh5-Cre*^*ERT2*^*; Foxc1*^*fl/fl*^ (EC-*Foxc1*-KO) mice trended toward a reduction in SC area, but the difference was not statistically significant (Fig S8G). In addition, EC-Foxc1-KO mice normally expressed PROX1, VEGFR-3, and TIE2 (Fig S8A–F). Thus, these data indicate that similar to their individual roles in the mesenteric lymphatic vasculature (16), SC endothelial morphogenesis is predominately regulated by *Foxc2* compared with its closely related family member *Foxc1*.

**Figure 7.**
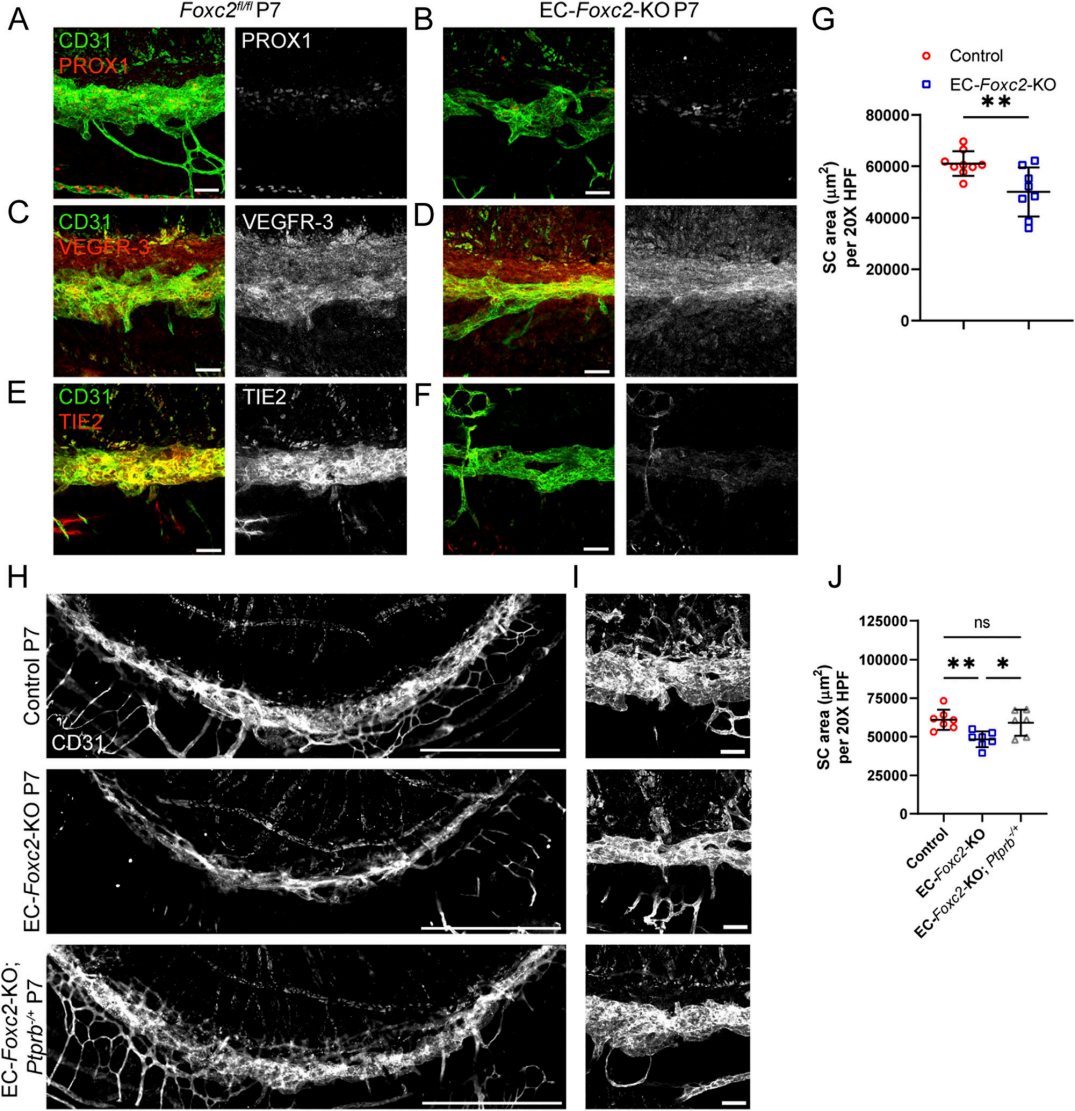
SC morphogenesis is impaired by early postnatal, endothelial-specific deletion of *Foxc2*, which is accompanied by reduced TIE2 expression and rescued by reduction of endothelial *Ptprb* expression. **(A, B, C, D, E, F)** Representative images of CD31 and PROX1 (A, B), VEGFR-3 (C, D) or Tie2 (E, F) expression in the SC of P7 *Foxc2*^*fl/fl*^ control (A, C, E) and EC-*Foxc2*-KO mice (B, D, F). Scale bars are 50 μm. **(G)** Quantification of SC area per 20X high-power field in P7 *Foxc2*^*fl/fl*^ control and EC-*Foxc2*-KO mice. N = 9 for Control and N = 8 for EC-*Foxc2*-KO mice. Data are mean ± SD. Statistical analysis: unpaired *t* test. **P < 0.01. **(H, I)** Representative images of SC vasculature immunostained with CD31 antibody in P7 Control, EC-*Foxc2*-KO, and EC-*Foxc2*-KO; *Ptprb*^*-/+*^ mice. **(H, I)** Scale bars are 500 μm (H) and 50 μm (I). **(J)** Quantification of SC area per 20X high-power field in P7 Control, EC-*Foxc2*-KO, and EC-*Foxc2*-KO; *Ptprb*^*-/+*^ mice. N = 7 for Control, N = 7 for EC-*Foxc2*-KO, and N = 6 for EC-*Foxc2*-KO; *Ptprb*^*-/+*^ mice. Statistical analysis: one-way ANOVA with Tukey’s multiple comparison test. *P < 0.05, **P < 0.01. Source data are available for this figure.

**Figure S8.**
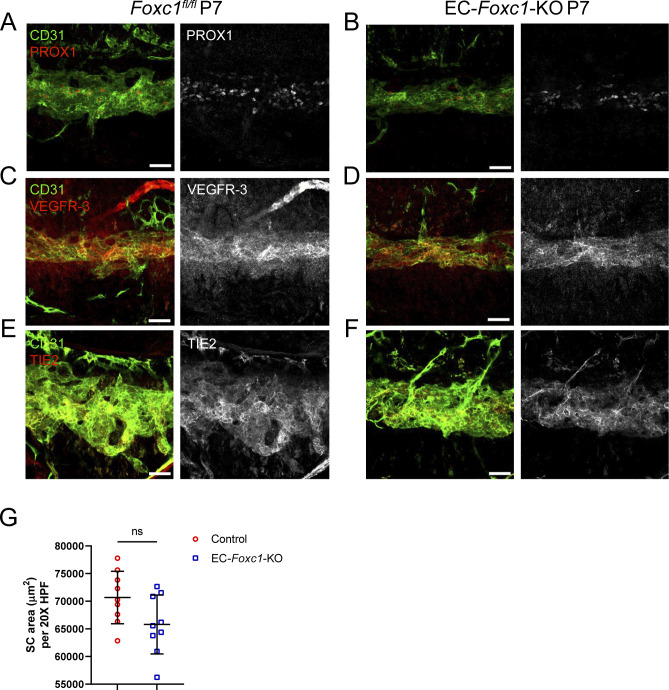
SC morphogenesis is not severely impacted by early postnatal, endothelial-specific deletion of *Foxc1*. **(A, B, C, D, E, F)** Representative images of CD31 and PROX1 (A, B), VEGFR-3 (C, D) or Tie2 (E, F) expression in the SC of P7 *Foxc1*^*fl/fl*^ control (A, C, E) and EC-*Foxc1*-KO mice (B, D, F). Scale bars are 50 μm. **(G)** Quantification of SC area per 20X high-power field in P7 *Foxc1*^*fl/fl*^ control and EC-*Foxc1*-KO mice. N = 9 for Control and N = 9 for EC-*Foxc1*-KO mice. Data are mean ± SD. Statistical analysis: unpaired *t* test. Source data are available for this figure.

*Ptprb* encodes receptor-type tyrosine-protein phosphatase β, which is also known as VE-PTP. VE-PTP negatively regulates ANGPT-TIE2 signaling by dephosphorylating the TIE2 receptor (53, 54). Notably, deletion of one *Ptprb* allele was able to rescue impaired SC morphogenesis and retinal ganglion cell loss associated with *Tie2/Tek* haploinsufficiency (28), and a small molecule inhibitor of VE-PTP, AKB-9778 was shown to activate TIE2 signaling in the SC, increase outflow facility, and reduce IOP (29). Previous studies have also demonstrated that *FOXC2* directly binds to the *TIE2/TEK* locus (55) and that siRNA-mediated knockdown of *FOXC2* reduces TIE2 expression in cultured HDLECs (22). Therefore, to more directly assess the role of *Foxc2* in the regulation of *TIE2/TEK* signaling in the SC vasculature, we generated *Cdh5-Cre*^*ERT2*^*; Foxc2*^*fl/fl*^*; Ptprb*^*fl/+*^ (EC-*Foxc2*-KO; *Ptprb*^*-/+*^) mice and performed conditional deletion postnatally from P1–P5. Compared with the development of a hypoplastic SC in postnatal EC-*Foxc2*-KO mice, EC-*Foxc2*-KO; *Ptprb*^*-/+*^ mice appeared to have normal SC vasculature (Fig 7H and I), and quantitative analysis revealed that the SC area returned to levels similar to Cre-negative *Foxc2*^*fl/fl*^ controls (Fig 7J). Thus, these results demonstrate that endothelial-*Foxc2* transcriptional activity regulates TIE2 expression to promote activation of ANGPT-TIE2 signaling during SC morphogenesis.

### *Foxc2* can functionally substitute for *Foxc1* during the development of the anterior eye segment and SC morphogenesis

FOXC1 and FOXC2 share nearly identical forkhead DNA-binding domains and function cooperatively during early cardiovascular (14) and ocular (18) development, and during embryonic lymphangiogenesis (15) and postnatal lymphatic valve development and maintenance (16). However, mutations in *FOXC1* are predominately associated with the ocular autosomal dominant disorder Axenfeld-Rieger syndrome and progression of secondary glaucoma (56), and NC-*Foxc1*^*-/-*^ mice is perinatal lethal (17, 57) compared with NC-*Foxc2*^*-/-*^ mice, thus underscoring the critical role for NC-*Foxc1* function. We previously reported the generation of mice that carry a *Foxc2* knock-in allele (*Foxc1*^*c2*^) in which the *Foxc1*-coding region has been replaced with the cDNA coding for *Foxc2* and that these mice appear to develop normally and do not exhibit abnormal development of the mesenteric lymphatic vasculature (16). To investigate whether the development of the anterior eye segment and SC morphogenesis is similarly conserved, we assessed ocular phenotypes in homozygous *Foxc1*^*c2/c2*^ mice and WT (*Foxc1*^*+/+*^) controls by immunohistochemical analysis (Fig 8). At embryonic day 15.5, the development of the anterior chamber and cornea appeared morphologically similar to *Foxc1*^*+/+*^ controls (Fig 8A). Analysis of 6–8-wk-old adult mice showed that there were no obvious morphological differences in the SC between *Foxc1*^*+/+*^and *Foxc1*^*c2/c2*^, and the expressions of key SC markers such as PROX1 and TIE2 were maintained (Fig 8B–E). Quantitative analysis of relative SC volume by vis-OCT and quantification of the CD31-immunostained SC area did not identify significant differences between either group (Fig 8F and G). Thus, these data demonstrate that, like our group’s previous observations regarding lymphatic development and maturation, FOXC2 can functionally substitute for FOXC1 during anterior segment development.

**Figure 8.**
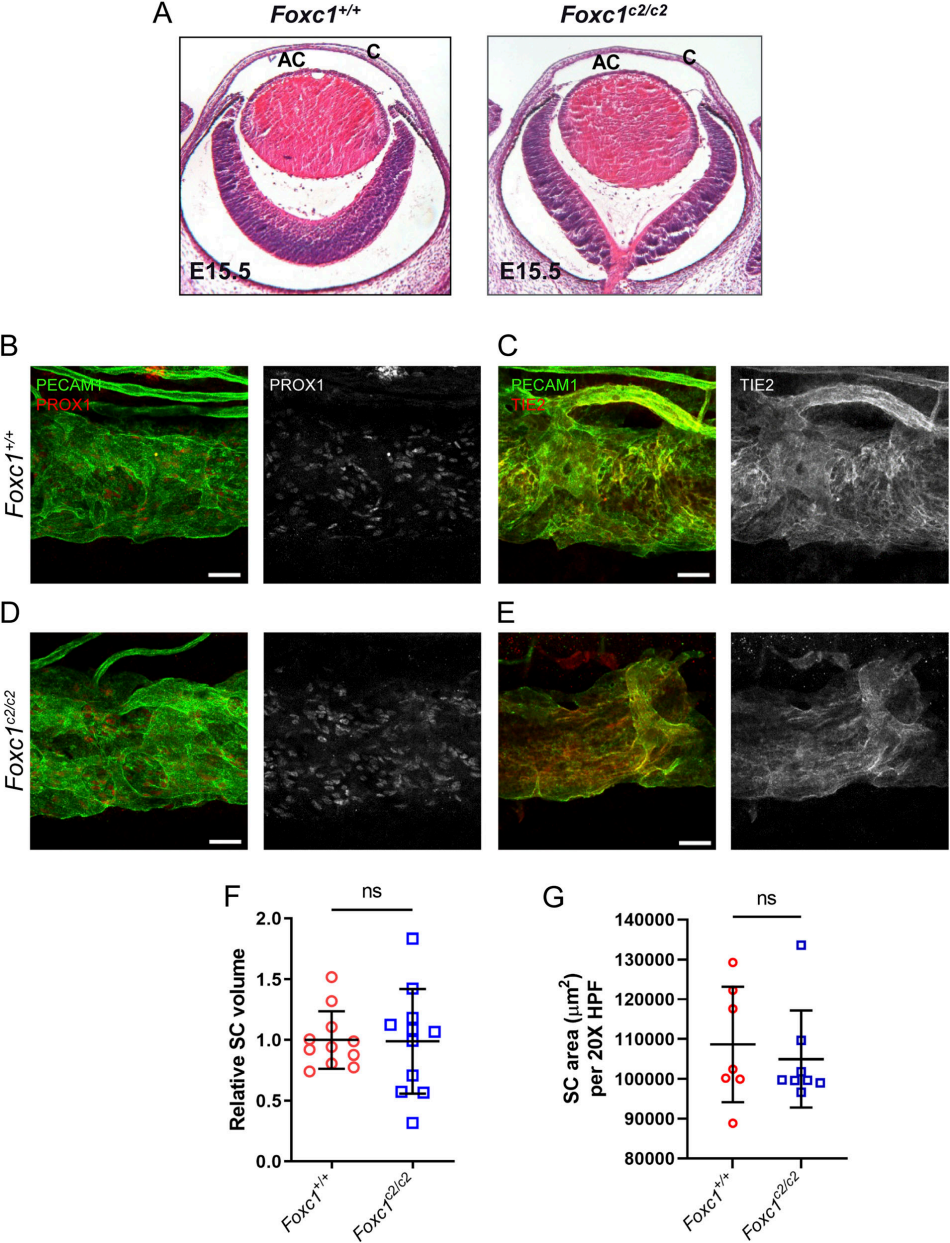
Substitution of *Foxc2* into the *Foxc1* locus does neither impair anterior eye segment development nor SC morphogenesis. **(A, E)** Representative images of hematoxylin and eosin-stained transverse eye sections from embryonic day (E) 15.5 *Foxc1*^*+/+*^ and *Foxc1*^*c2/c2*^ mice show no difference in the normal development of the anterior chamber. AC, anterior chamber, C, cornea. **(B, C, D, E)** Representative images of CD31 and PROX1 (B, D) or Tie2 (C, E) expression in the SC of adult *Foxc1*^*+/+*^ (B, C) and *Foxc1*^*c2/c2*^ mice (D, E). Scale bars are 50 μm. **(F)** Relative SC volumes of *Foxc1*^*c2/c2*^ and *Foxc1*^*+/+*^ mice in a 1.5 mm × 1.5 mm field of view. SC volume for both groups was normalized by mean *Foxc1*^*+/+*^ SC volume. N = 11 volumes from 11 individuals for *Foxc1*^*+/+*^ and N = 11 volumes from 11 individuals for *Foxc1*^*c2/c2*^ mice. **(G)** Quantification of SC area per 20X high-power field. N = 7 for *Foxc1*^*+/+*^ and N = 8 for *Foxc1*^*c2/c2*^ mice. Data are mean ± SD. Statistical analysis: unpaired *t* test. Source data are available for this figure.

## Discussion

Critical to the development of glaucoma is ocular hypertension resulting from abnormally increased IOP, which is tightly regulated by control of the outflow facility in part through the conventional outflow pathway consisting of the TM and SC that drain into the ocular veinous circulation (6). Although several recent studies have implicated the direct roles of key vascular signaling events contributing to the morphogenesis and functional maintenance of the SC during early postnatal development and adulthood (21, 22, 24, 25, 26), the role of paracrine signaling events from the TM and environmental cues contributing to proper morphogenesis and maintenance of SC is not well understood. In this study, we identify a critical role for NC-*Foxc2* in maintenance of SC endothelial identity and its proper morphogenesis in a non-cell autonomous manner. In contrast, we also demonstrate that endothelial-*Foxc2* is required for TIE2 expression in the SC endothelium in a cell-autonomous manner, thus highlighting key differences in the functional role of FOXC2 transcriptional regulation in TM-SC crosstalk (Fig 9).

**Figure 9.**
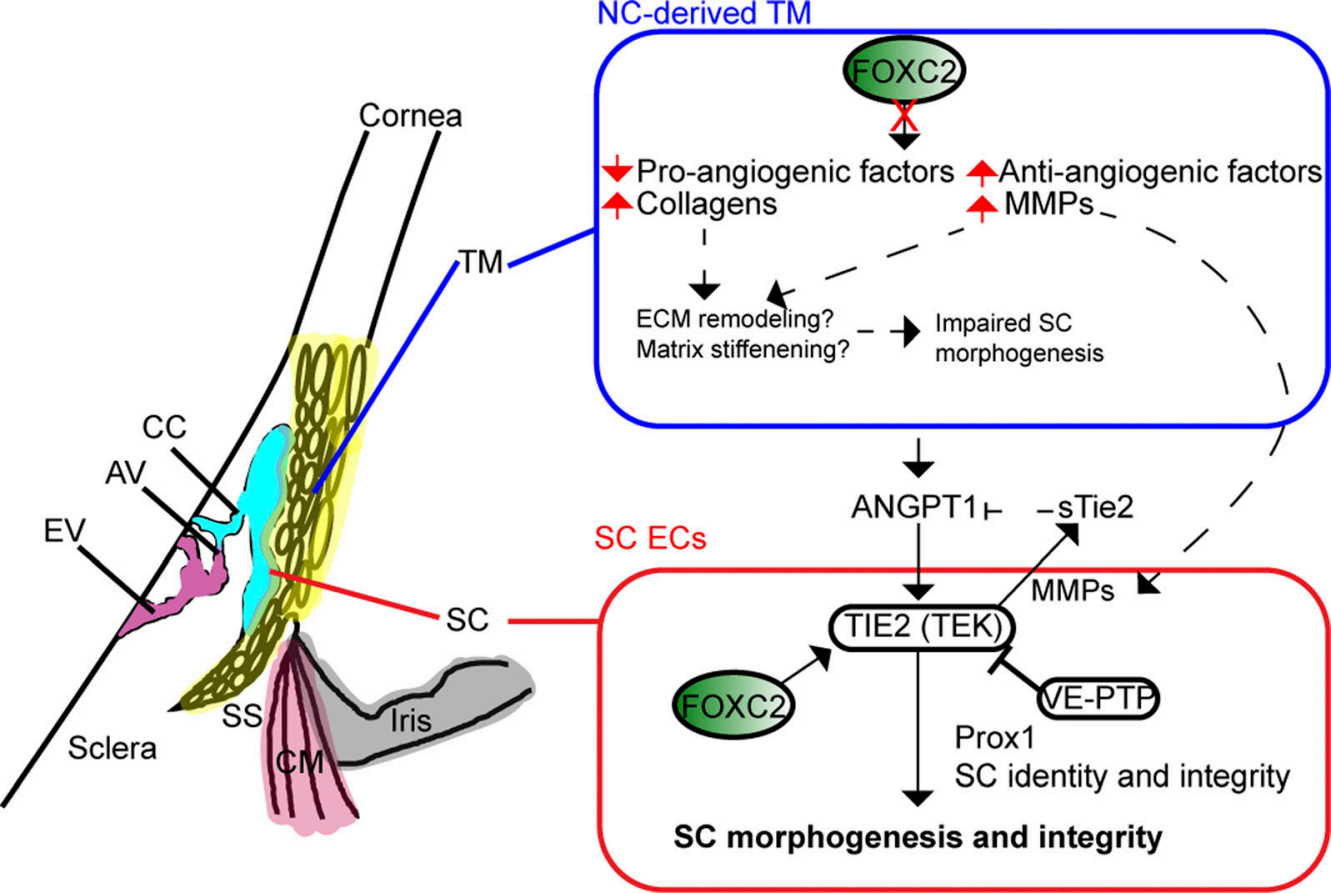
Neural crest- and endothelial- derived *Foxc2* differentially regulate proper morphogenesis of the SC. Neural crest-specific deletion of *Foxc2* results in several transcriptional changes in the trabecular meshwork including the decrease in expression of pro-angiogenic factors and in contrast an increase in the expression of anti-angiogenic factors, collagens, and MMPs that likely result in abnormal ECM remodeling, matrix stiffening, and induction of TIE2 shedding that potentially contribute to impaired SC morphogenesis. In contrast, endothelial-derived Foxc2 regulates the expression of TIE2 to promote ANGPT1-mediated activation of the TIE2 receptor and, in turn, proper SC morphogenesis and maintenance of SC integrity. TM, trabecular meshwork; SC, Schlemm’s canal; SS, scleral spur; CM, ciliary muscle; CC, collector channel; AV, aqueous veins; EV, episcleral veins.

Our group had previously reported that NC-specific deletion of *Foxc2* is associated with several anterior segment abnormalities, including ectopic corneal neovascularization (18); however, the outcome on development and changes within the conventional outflow pathway, and in particular TM-SC regulatory pathways, was not well elucidated. Whereas SC/TM malformations were observed in mice with *global Foxc2* haploinsufficiency (58), NC-*Foxc2* heterozygous mice normally developed the SC vasculature (Fig 2A and B). Although the reason(s) for this discrepancy remains unclear, potential factors contributing to the phenotypic differences between the global and NC-*Foxc2* mutant lines could be the timing of *Foxc2* deletion induced by *Wnt1-Cre* compared with global *Foxc2* deletion and unidentical genetic backgrounds between the two lines.

By applying an in vivo vis-OCT imaging technique (35) for the first time to characterize SC phenotypes in a transgenic knockout model of abnormal anterior segment development, we identified significant SC volume differences between *Foxc2*^*fl/fl*^ control and NC-*Foxc2*^*-/-*^ - mice at every IOP level from Δ−10 mmHg to Δ+5 mmHg (Fig 1I). Such observations indicate potential increased outflow resistance in SC in NC-*Foxc2*^*-/-*^ mice at physiological IOPs. Further analysis quantifying changes in SC volume and height in response to IOP modulation suggests a decreased TM strain in NC-*Foxc2*^*-/-*^ mice resulting from natural variations in IOP (Fig 1J and K). As sensing of the TM strain has been postulated as one of the biomechanical cues for TM signaling (59), NC-*Foxc2*^-/-^ mice likely have an impaired capability of their TM to remodel correctly in response to IOP changes. Indeed, the slope of SC volume and height as a function of IOP was lesser in magnitude in NC-*Foxc2*^*-/-*^ mice, indicating lesser deformations of SC and TM tissue in response to changes in IOP. Further analysis quantifying the normalized SC volume and height revealed patterns possibly suggesting increased TM stiffness in NC-*Foxc2*^*-/-*^ mice compared with the *Foxc2*^*fl/fl*^ control mice (Fig 1L and M). In cases where the TM tissue is stiffer, one expects normalized volume and height to decrease at a slower rate in response to increases in IOP (60). The height of the SC is primarily influenced by the pressure difference across the TM, with higher IOPs leading to reductions in height. At typical IOPs, the tension in the TM keeps the SC open, although at higher IOPs, septae within the SC prevent the complete collapse of the SC (61). The magnitude of the slope of a linear fit of normalized SC height versus IOP was greater for *Foxc2*^*fl/fl*^ mice (Fig 1M), indicating that the TM of *Foxc2*^*fl/fl*^ may be more responsive to compression and thus less stiff (60, 62). However, the magnitude of the slope for the linear fit of normalized SC volume versus IOP was not statistically different for *Foxc2*^*fl/fl*^ mice, although it was greater in magnitude. Thus, although the relation between IOP and SC height change suggests differences in TM stiffness, we are unable to make definitive conclusions based on vis-OCT data only.

In support of a change in ECM composition potentially leading to increased TM stiffness, our scRNA-seq analysis between *Foxc2*^*fl/fl*^ and NC-*Foxc2*^*-/-*^ mice identified several DEGs which provide additional evidence of differences in ECM matrix composition in the TM. For example, many of the DEGs up-regulated in NC-*Foxc2*^*-/-*^ are involved in an ECM organization and collagen chain trimerization (Fig 4). A the scRNA-seq data does not directly prove increased TM stiffness in NC-*Foxc2*^*-/-*^ mice, there is substantial evidence of differences in the ECM organization leading to altered TM elasticity in NC-*Foxc2*^*-/-*^ mice, as is illustrated by the trends in SC volume and height. Although changes in SC area and height with IOP changes provide clues related to TM stiffness (60, 62), further work is required to numerically quantify the stiffness. Given the relevance of TM biomechanics in glaucoma development and the observation of elevated IOP in NC-*Foxc2*^*-/-*^ mice, further studies focused on the role of Foxc2 on TM biomechanics are warranted. In addition, it is important to consider whether the elevations in IOP we observe in NC-*Foxc2*^*-/-*^ mice are associated with loss of retinal ganglion cells and the progression of glaucomatous neuropathy, as previously demonstrated (63, 64). Characterization of the retina nerve fiber layer of NC-*Foxc2*^*-/-*^ mice demonstrated that it was thinner compared with *Foxc2*^*fl/fl*^ controls (Fig S9A and B), consistent with other models of impaired SC morphogenesis leading to glaucomatous neuropathy (25). However, it is important to consider that this phenotype may be secondary to potential ocular development defects present in the posterior segment of NC-*Foxc2*^*-/-*^ mice.

**Figure S9.**
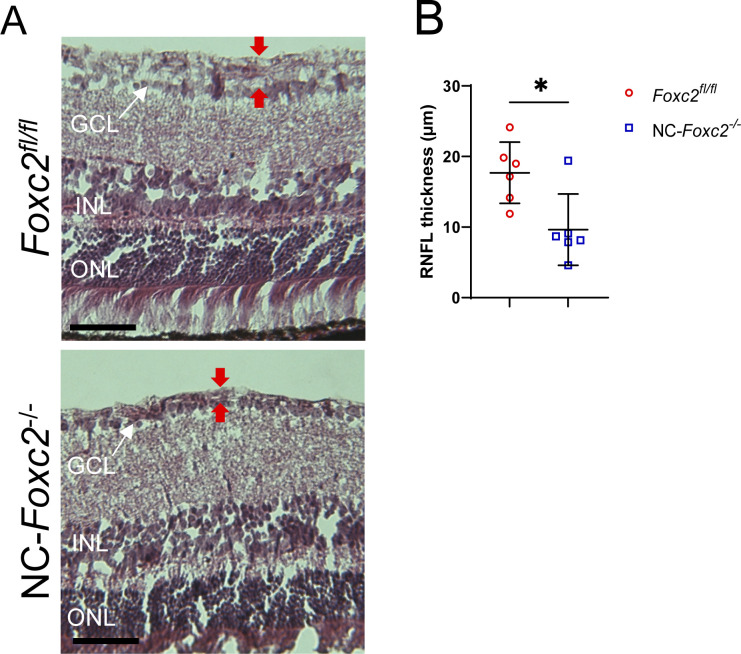
Characterization of retina nerve fiber layer thickness in NC-*Foxc2*^*-/-*^ mice. **(A, B)** Representative images and quantification of retina nerve fiber layer thickness from hematoxylin and eosin-stained sections. Scale bars are 50 μm. N = 6 *Foxc2*^*fl/fl*^ control and N = 6 for NC-*Foxc2*^*-/-*^ mice. Data are mean ± SD. Statistical analysis: unpaired *t* test. *P < 0.05. ONL, outer nuclear layer, INL, inner nuclear layer, GCL, ganglion cell layer. Source data are available for this figure.

Additional changes in ECM matrix composition and signaling may be attributable to impaired SC morphogenesis observed in NC-*Foxc2*^*-/-*^ mice as well. Changes in ECM composition and matrix stiffness have dynamic effects on vascular signaling (65), and increases in collagen density impaired neovessel length and interconnectivity in an in vitro model of sprouting angiogenesis (66). Similarly, recent evidence has shown that reduced matrix stiffness primes LECs to form cord-like structures and increases the expression of lymphatic markers such as LYVE-1 and PROX1 in vitro in response to VEGF-C (67) and promotes increased GATA2 expression and GATA2-dependent up-regulation of genes involved in cell migration and lymphangiogenesis (68). Notably, we show increased expression of *Mmp2* and *Mmp3* in TM-3 (Fig 5B). Evidence has shown that the TM increases secretion of MMP-2, -3, and -14 in response to IOP elevation and mechanical stretching forces, although these changes were not accompanied by increases in their mRNA levels but likely by selective translation mediated by mammalian target of rapamycin (69). However, it is possible that increased expression of genes associated with ECM remodeling may be in response to abnormal development of the anterior segment as opposed to other mechanisms generating outflow resistance. Whereas increased expression of MMP-2 and MMP-14 is associated with stimulating angiogenesis via ECM turnover (70), the increased expression of MMPs may have a negative impact on SC morphogenesis. Several studies have demonstrated that MMPs mediate cleavage and shedding of the TIE2 ectodomain to produce sTIE2, which acts as an endogenous inhibitor by trapping ANGPT1 (30, 47). Consistently, as the TIE2 antibody used for this study recognizes the extracellular domain of TIE2, reduced TIE2 levels in the SC endothelium of NC-*Foxc2*^*-/-*^ mice (Fig 2) are likely to be because of, at least in part, TIE2 shedding by excess MMPs. Thus, provided the critical role of ANGPT/TIE2 signaling in SC morphogenesis and maintenance and our observations that (1) TIE2 expression is reduced in the SC endothelium of NC-*Foxc2*^*-/-*^ mice and (2) MMP activity mediates TIE2 shedding in cultured HDLECs, it is reasonable to speculate that activation of ANGPT/TIE2 signaling is reduced, resulting in loss of SC identity establishment (Fig 9).

Our scRNA-seq analysis also shows a significant increase of several pro-angiogenic factors in the TM (Fig S6 and Table S1), including *Vegfa*. 

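Vegfa, which encodes the main growth factor of blood vessels, had a CPM ratio of NC-Foxc2-/- to control of 0.874 (0.816 to 0.937) in TM-1, 1.19 (1.08 to 1.32) in TM-2 and 0.898 (0.845 to 0.954) in the uveal meshwork, and over TM-1, TM-2 and TM-3 together 0.988 (0.956 to 1.02). Its level was 551 and 482 CPM in TM-1 of control and NC-Foxc2-/- mice, 676 and 805 CPM in TM-2 and 665 and 644 CPM in TM-3. Within 5 sub-clusters of TM-3, Vegfa and F3 were each higher in NC-Foxc2-/- cells in all 5, and Adm and Lgals3 lower in all 5. In TM-1 the pro-angiogenic genes had a median log2 ratio of -0.13 (-0.50 to 0.12) and in TM-2 0.019 (-0.40 to 0.43), with Angptl4 at 0.410 (0.353 to 0.475) and 0.380 (0.308 to 0.467) there. In the rebuilt beam-like cells that hold TM-1, Vegfa had a ratio of 1.05. Vegfa lies on chromosome 17 of mm10 from 46016993 to 46032369 and has 7 exons in its longest transcript.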

We previously reported that loss of NC-*Foxc1* is associated with increased MMP signaling and VEGF-A bioavailability in the corneal stroma (57). 

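Vegfa was higher in the keratocyte-like cells of NC-Foxc2-/- mice, with a CPM ratio of 1.91 (1.87 to 1.96) from 9443 and 25562 UMIs. Of the 12 genes the paper calls pro-angiogenic in TM-3, 8 had a ratio over 1 in these cells and 4 under 1, with F3 at 1.90 (1.82 to 1.99), Adm at 0.788 (0.759 to 0.818) and Angptl4 at 0.410 (0.300 to 0.556). Their median log2 ratio was 0.31 (-0.34 to 0.93), at percentile 99.1 of random lists. Of 34 other angiogenic ligands and inhibitors, 27 were over 1, with a median of 0.30 (0.12 to 0.56). Hgf and Fgf1, which act on epithelium and endothelium, had 3.06 (1.23 to 9.10) and 3.89 (0.849 to 36.1), and Serpinf1, an inhibitor of vessel growth, had 0.678 (0.673 to 0.684).

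By the fold rule 269 genes were higher and 156 lower of 12128 in keratocyte-like cells. Among the highest were the nuclear receptor genes Nr4a3 at 3.14 (2.96 to 3.34) and Nr1d1 at 2.38, and among the lowest Spp1, which encodes osteopontin, at 0.375 (0.355 to 0.396) and the protease gene Mmp23 at 0.440. The class is rebuilt from markers, not taken from the study.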

Notably, we also observed a significant increase in *Vegfa* mRNA expression within the corneal stroma keratocyte population in our scRNA-seq analysis (Table S1). As SC sprouting morphogenesis is not initiated from the limbal lymphatic vasculature and instead from the blood limbal vascular plexus and radial vessels, which requires VEGFR-2 function (20, 23), it is possible that the severe cornea neovascularization and subsequent impairment in SC morphogenesis may be attributable to alterations in VEGF-A bioavailability and alterations in VEGF gradient signaling in NC-*Foxc2*^*-/-*^ mice.

In contrast to the role of NC-*Foxc2* expression in the TM cells, our results demonstrate that endothelial-*Foxc2* is necessary for regulation of TIE2 expression in SC endothelium (Fig 7) and support previous findings identifying a role for FOXC2 in the regulation of TIE2 expression in both blood and lymphatic endothelia (22, 55). The Foxc2–TIE2 axis in the SC endothelium is further supported by our finding that *Ptprb* haploinsufficiency rescued the SC phenotype observed in endothelial-specific *Foxc2* mutant mice. Although the significance of maintenance of ANGPT/TIE2 signaling activity in the SC is well understood, it is plausible that FOXC2 has other critical functional roles in the SC endothelium as well. Because FOXC2 regulates gene expression under shear stress in the lymphatic vasculature (10, 11, 15, 16), whether FOXC2 participates in fluid shear stress-dependent regulation in the SC endothelium remains to be elucidated and will be the focus of further investigation.

Together, the data presented in this report present a unique bi-functional role for *Foxc2* in both neural crest-derived TM and SC endothelial cells in the proper morphogenesis and maintenance of the SC. Given that our evidence also demonstrates that *Foxc2* can functionally substitute for *Foxc1* during ocular morphogenesis, including the SC vasculature (Fig 8), this work may also offer insight into pathological signaling mechanisms associated with *Foxc1* mutations in Axenfeld-Rieger syndrome and the progression of secondary glaucoma to identify novel therapeutic targets.

## Materials and Methods

### Animal generation and husbandry

Mice were housed and kept under normal lighting conditions with 12-h on, 12-h off cycles in the Center for Comparative Medicine at Northwestern University. *Wnt1-Cre; Foxc2*^*fl/fl*^ (NC-*Foxc2*-KO) mice were generated and maintained on a mixed genetic background, as reported previously (17, 18). Endothelial-specific *Foxc1* and *Foxc2* knockout mice were generated and induced with tamoxifen dissolved in corn oil as previously described (16). Briefly, neonates were orally administered 75 μg of tamoxifen dissolved in corn oil from postnatal day (P)1 – P5 to induce gene deletion and mice were euthanized at the indicated time points for analysis. For cell fate mapping, *Wnt1-Cre; Foxc2*^*fl/fl*^ and *Foxc2-Cre*^*ERT2*^ mice (32) were crossed with mTmG reporter mice (The Jackson Laboratory). *Cdh5-Cre*^*ERT2*^*; Foxc2*^*fl/fl*^*; Ptprb*^*fl/+*^ (EC-*Foxc2*-KO; *Ptprb*^*+/-*^) mice were generated by crossing *Ptprb*^*fl/fl*^ mice (71), acquired from Northwestern University’s NU GoKidney Preclinical Models Core, with *Cdh5-Cre*^*ERT2*^*; Foxc2*^*fl/fl*^ mice through several generations. *Foxc2* knock-in mice (*Foxc1*^*c2/c2*^) were generated as described previously (16). Genotyping of mice for use in analysis was performed by Transnetyx Inc using real-time PCR. All experimental protocols and procedures used in this study were approved by the Institutional Animal Care and Use Committee (IACUC) at Northwestern University.

### IOP measurements

IOP measurements were performed in adult mice using a Tonolab rebound tonometer as previously described (24, 26, 37). Mice were restrained in a soft plastic cone, and average IOPs will be recorded from three sets of six recordings performed. Finding no difference between left and right eyes, all IOP measurements will be recorded as single averaged values for each animal.

### Outflow facility measurements

Outflow facility was measured in enucleated and shipped adult mouse eyes using the iPerfusion system as described previously (72, 73, 74). Briefly, mice were euthanized, and eyes enucleated and shipped overnight to Duke University in low-glucose DMEM in a container with ice packs for ex vivo outflow facility measurements. The next morning, the eyes were submerged in warm DBG (PBS++ with glucose) in a temperature-controlled perfusion chamber. The anterior chambers of the enucleated eyes were cannulated with a pulled, beveled, and sharpened glass pipet containing degassed DBG. The eyes first underwent an acclimation phase of 30 min at 12 mmHg before starting outflow facility measurement using nine steps, which started at 5 mmHg, increased 1.5 mmHg each step until reaching 17 mmHg, then decreased to 8 mmHg for the final step. Perfusion data were analyzed using iPerfusion software and traces were generated using MATLAB software.

### In Vivo imaging of Schlemm’s canal using visible-light OCT

In vivo imaging of the mouse SC was performed using a custom-built anterior segment vis-OCT microscopy system as previously described (35). Briefly, mice were anesthetized by intraperitoneal injection (10 ml/kg bodyweight) of ketamine xylazine cocktail (ketamine: 11.45 mg/l; xylazine: 1.7 mg/ml, in saline) before imaging procedures. During imaging, body temperature was maintained by a heating lamp. The entire 360 degrees of the SC and surrounding vasculature were captured in eight separate raster scans, with a rotating two-mirror assembly used to change the field of view between scans as previously described (35). Each raster scan had a 1.8 mm × 1.8 mm field of view. The spatial resolutions of the system in tissue are 7 μm laterally and 1.3 μm axially. Vis-OCTA detecting motion contrast from flowing blood cells was used to visualize the surrounding vasculature, with each B-scan repeated five times and processed as previously described (75).

To assess changes in SC volume in response to alterations in IOP, the anterior chamber was cannulated with a 34-gauge needle, and the IOP level was manometrically set before acquiring a vis-OCT raster image as previously described (35). The 34-gauge needle was connected to a saline column, whose position relative to the eye controls the IOP level. Only the nasal most raster scan was used for volume calculation. One vis-OCT dataset was acquired at each of 5 IOP levels, and each IOP level was repeated 3 times. A 1.5 mm length of the SC was segmented from each individual raster scan, with SC considered the largest connected lumen positioned immediately lateral to the iridocorneal angle. All SC volumes are reported as volumes normalized by the average control mouse volume at baseline IOP as done by the same person conducting each experiment. For calculation of SC width and height, an ellipse was fitted to the segmented SC in every segmented cross-sectional B-scan image using the *regionprops* function in MATLAB 2020b (MathWorks). In cases where the SC was composed of multiple parts, an ellipse was fitted to every part of the SC with an area at least 20% that of the largest SC area. SC width was calculated by summing the major axis length of the fitted ellipses within each cross-section and averaging the value across all cross-sections. SC height was calculated by taking the weighted average by area of the minor axis length of the fitted ellipses and averaging across all cross-sections. Peripheral cornea thickness was found by manually segmenting the cornea at the iridocorneal angle in three different cross-sections for each eye and taking the average.

### Tissue section processing, histologic and immunohistochemical analyses

Whole embryos were fixed in 4% PFA for 2 h at 4°C, dehydrated with methanol, embedded in paraffin, and cut into 8-μm sections. Adult eyeballs were immersion fixed in 4% PFA overnight at 4°C, followed by immersion in 30% sucrose (wt/vol in PBS) overnight at 4°C. Tissues were then embedded in OCT Compound (Tissue-Tek) and frozen in an ethanol/dry ice bath. Frozen tissues were cut into 8-μm sections. Both paraffin sections from whole embryos and frozen sections from adult eyeballs were stained with hematoxylin and eosin (H&E) and subject to immunohistochemistry. H&E staining images were acquired using an Olympus Vanox AHBT3 Research Microscope using a 4X or 40X objective. For immunohistochemical analysis of markers from frozen sections, sections were blocked with 10% normal donkey serum (Sigma-Aldrich Corp.) in PBS with 0.1% Triton X-100 (Sigma-Aldrich Corp.). After blocking, sections were then incubated in a blocking buffer with primary antibodies listed in Table S2 overnight at 4°C. Sections were then washed with PBS/0.1% Tween 20 and incubated with secondary antibodies conjugated to AlexaFluor 488, Alexafluor 568 or AlexaFluor 647 listed in Table S2 for 2 h at room temperature. Wash steps were repeated; then, the sections were counterstained with 4′6-diamidino-2-phenylindole (DAPI) and mounted with PermaFluor aqueous mounting media (Thermo Fisher Scientific). Images of the iridocorneal angle were captured on a Nikon A1R confocal microscope at the Northwestern University Center for Advanced Microscopy using a 20X objective with a numerical aperture of 0.75 and a pinhole of 1.2 Airy units to collect Z-stacks. Images were acquired using Nikon NIS-elements software and are shown as maximum intensity projections, which were generated using Fiji software and post-processed using Adobe Photoshop. Large-field images of eyes were obtained by stitching images captured using a 10x objective with a numerical aperture of 0.3 and pinhole of 1.2 Airy units. Images were post-processed using Adobe Photoshop.

Table S2 Antibodies and dyes used for immunohistochemistry analysis.

### Wholemount immunostaining analysis of SC morphology

Mice were euthanized at the indicated time points, eyes were enucleated, and then immersion was fixed in 2% PFA overnight at 4°C. Eyes were then bisected from the optic nerve to the center of the cornea, and the lens and retina tissue were removed. Tissues were then blocked in a buffer containing 5% donkey serum, 2.5% (BSA; Sigma-Aldrich Corp.), and 0.5% Triton X-100 in TBS pH 7.4 overnight at 4°C on a shaker. After blocking, the tissues were incubated with primary antibodies listed in Table S2 diluted in the blocking buffer overnight at 4°C on a shaker. Tissues were then washed in 0.05% Tris-buffered Tween-20 (TBST) solution and then incubated with secondary antibodies listed in Table S2 and diluted in the blocking buffer overnight at 4°C on a shaker. Wash steps were repeated, then the tissues were further processed by making additional cuts in the cornea and scleral regions to flat-mount tissues on glass microscope slides with PermaFluor aqueous mounting medium to visualize the SC vasculature. Flat-mounted tissues were imaged using a Nikon A1R confocal microscope at the Northwestern University Center for Advanced Microscopy. Images of SC vasculature were captured using a 20X objective with a numerical aperture of 0.75 and a pinhole of 1.2 Airy units to collect Z-stacks. Images were acquired using Nikon NIS-elements software and are shown as maximum intensity projections, which were generated using Fiji software and post-processed using Adobe Photoshop. Large-field images of SC morphology were obtained by stitching images captured using the same 20x objective and a fully opened 150-μm pinhole. Images were post-processed using Adobe Photoshop.

### Preparation of single-cell suspension from mouse anterior eye segment for scRNA-seq analysis

For scRNA-seq, eyes were pooled from 4–6 mice of both 3–4-wk-old *Foxc2*^*fl/fl*^ control and NC-*Foxc2*^*-/-*^ mice. The anterior segment from each eye was dissected in ice-cold dye-free DMEM containing 10% FBS and the iris was gently removed using fine forceps. Pooled tissues from each group were then chopped with Vannas Scissors in ice-cold DMEM, then digested in DMEM containing 10% FBS, 1 mg/ml Collagenase A (Millipore Sigma), and 10 μM Y-27632 (R&D Systems) for 2 h at 37°C. Tissues were then washed in 1X PBS solution, then further digested in 0.25% Trypsin solution containing 10 μM Y-27632 and 0.2 mg/ml DNAse I (Sigma-Aldrich) at 37°C for 25 min with shaking and gentle trituration using a P1000 pipettor and wide-bore pipette tips. After dissociation, the tissues were centrifuged, and the supernatant was removed. Pelleted cells were washed and resuspended in warm DMEM containing 10% FBS, then passed through a Flowmi 40 μm cell strainer before repeating centrifugation. Washing and centrifugation were repeated once more to pellet cells, which were then resuspended in 100 μl of ice-cold HBSS containing 1% BSA. Cell viability was assessed using the Cellometer Auto 2000 Cell Viability Counter. Cell viability of 70% was used as a minimum threshold.

### Single-cell 3’ gene expression library construction and sequencing

Single-cell 3′ gene expression libraries were constructed from samples using the Chromium Next GEM Single Cell 3′ Reagent Kits v3.1 (10x Genomics) according to the manufacturer’s instructions. Libraries were then assessed for quality (TapeStation 4200; Agilent) and then processed for paired-end sequencing on an Illumina HiSeq 4000 platform (Illumina); 10,000 cells were targeted for each sample with a sequencing depth of 20,000 read pairs per cell.

### Pre-processing of single-cell RNA data

After library construction and sequencing, raw sequencing data were de-multiplexed and mapped to the mouse reference genome (mm10) using the CellRanger toolkit (10X Genomics, version 4.0.0). Gene expression matrices were then generated from *Foxc2*^*fl/fl*^ control and NC-*Foxc2*^*-/-*^ mice. The matrix files were then used for data processing and downstream analysis using the BIOMEX browser-based software platform and its incorporated packages developed in R (76). Quality control and data pretreatment was performed in BIOMEX with the following manually set parameters: (i) genes with a row average of <0.005 were excluded for downstream analysis and (ii) cells in which over 8% of unique molecular identifiers were derived from the mitochondrial genome were considered as dead cells and removed from downstream analysis. The data were then normalized in BIOMEX using similar methodology to the *NormalizeData* function as implemented in the *Seurat* package (77).

### Variable gene identification, dimensionality reduction, clustering analysis, and differential gene expression analysis

After data pretreatment, BIOMEX was used for downstream dimensionality reduction of data and clustering analysis using the incorporated R packages. First, highly variable genes (HVGs) were identified utilizing the following feature selections: mean lower threshold = 0.01, mean higher threshold = 8, dispersion threshold = 0.5. Data (using HVGs only) were then auto-scaled and summarized by principal component analysis, followed by visualization using t-distributed stochastic neighbor embedding (t-SNE; top 15 principal components [PCs]) to reduce the data into a two-dimensional space. Graph-based clustering was then performed in BIOMEX to cluster cells according to their respective gene expression profiles using a methodology similar to the *FindClusters* function in *Seurat* (clustering resolution = 0.8, k-nearest neighbors = 25). Clusters formed by doublets were then removed before further analysis. Clusters containing doublets could be identified by high-expression levels of marker genes characteristic of several cell types and the lack of uniquely expressed genes.

For analysis of specific endothelial cell types, dimensionality reduction was repeated on the endothelial cell cluster, characterized by high expression levels of *Pecam1* and *Cdh5*, through utilization of principal component analysis on identified HVGs (mean lower threshold = 0.01, mean higher threshold = 8, dispersion threshold = 0.5) followed by UMAP. Graph-based clustering was then repeated in BIOMEX, using cluster resolution = 0.8 and k-nearest neighbors = 25.

Marker set analysis was performed in BIOMEX on HVGs to identify gene markers highly expressed in each initial cluster using a similar methodology described previously (78). Marker genes were then compared with previously reported scRNA-seq data characterizing the tissues of the anterior eye segment and aqueous humor outflow pathway (38, 39, 40, 41) to identify unique cell populations. Clusters with highly similar expression patterns indicative of the same cell phenotype were merged into the same cluster. Marker set analysis was then repeated on characterized cell clusters to identify top marker genes, which were used for generation of heatmap visualization.

Differential gene expression analysis between Control and NC-*Foxc2*^*-/-*^ mice for individual cell clusters was performed in BIOMEX using the Model-based Analysis of Single-cell Transcriptomics package.

### scRNA-seq data visualization

BIOMEX implementation of *Plotly* package was used for t-SNE and UMAP visualization. BIOMEX implementation of the *Heatmaply* package was used for heatmap visualization. Heatmaps were based on cluster-averaged gene expression and data were autoscaled for visualization.

### Cell culture, GM-6001 administration, and ELISA

HDLECs (C12216; PromoCell) were cultured from passages 5–7 on fibronectin-coated plates with Endothelial Cell Growth Medium MV2 (PromoCell). Cells were cultured in 6-well plates until confluent, washed with cold PBS three times, and then supplemented with serum-free DMEM in the presence of DMSO or the MMP inhibitor GM-6001 (Tocris Biosciences) at 100 nM concentrations. Cells were cultured 24 h before collecting conditioned media that were centrifuged (13,000*g*, 5 min) two times. Quantification of the concentration of sTIE2 in conditioned media was performed by ELISA using a human TIE-2 Quantikine ELISA kit (R&D) following instructions from the manufacturer.

### Quantification and statistical analysis

Statistical analyses were performed using GraphPad Prism 9. For quantification of the SC area, 4–8 20X high-power fields were acquired per individual and the CD31^+^ area was measured and averaged. For comparisons of average measurements between two groups, two-tailed, unpaired *t* test was used. For comparisons of measurements between more than two groups, one-way ANOVA was used with Tukey’s multiple comparisons test. For comparisons of mean values between two groups of mice at multiple IOP levels, two-way ANOVA was used with Šídák’s multiple comparisons test. For quantification of TIE2 expression, 3–8 high-power fields were acquired per individual and mean TIE2 levels were assessed using ImageJ. Statistical analysis was then performed using a nested *t* test. Statistical analysis for comparison of gene expression between *Foxc2*^*fl/fl*^ and NC-*Foxc2*^*-/-*^ in scRNA-seq violin plot datasets was completed using a Mann–Whitney test. For quantification of sTIE2 concentration, three biological replicates were measured by ELISA. Statistical analysis was then performed using a Kruskal–Wallis test with Dunn’s multiple comparisons. Pathway enrichment analysis on DEGs was performed using Metascape (79) on the KEGG, Canonical Pathways, GO, Reactome, and CORUM databases. *P* < 0.05 was determined to be statistically significant.

## Supplementary Material

Reviewer comments

# Supplementary material for: Differential roles of FOXC2 in the trabecular meshwork and Schlemm’s canal in glaucomatous pathology
**Source:** Life Sci Alliance. 2023 Jul 6;6(9):e202201721. doi: 10.26508/lsa.202201721
**Supplement:** Supplementary file 19

**Supplementary Table 1. Differentially expressed genes (DEGs) in selected cell clusters from scRNA-seq analysis in *Foxc2<sup>fl/fl</sup>* and NC-*Foxc2<sup>-/-</sup>* mice.**

|                      |         |             |             |           |             |
|----------------------|---------|-------------|-------------|-----------|-------------|
| SC and lymphatic ECs | Tnfaip2 | 0.607737017 | 0.254515843 | 6.37E-05  | 0.05587941  |
| SC and lymphatic ECs | Gbp4    | 0.613945059 | 0.337348759 | 0.0077197 | 0.561297423 |
| SC and lymphatic ECs | Cd200   | 0.616528866 | 1.167439927 | 0.0185605 | 0.739084634 |
| SC and lymphatic ECs | Hsph1   | 0.62247615  | 1.211600659 | 0.0135702 | 0.684052662 |
| SC and lymphatic ECs | Col1a2  | 0.622974687 | 0.407509228 | 0.0003614 | 0.130087169 |
| SC and lymphatic ECs | Irgm1   | 0.628381964 | 0.8352465   | 0.0029808 | 0.380430981 |
| SC and lymphatic ECs | Man1a   | 0.673562079 | 0.836931847 | 0.0001203 | 0.067572596 |
| SC and lymphatic ECs | Slfn5   | 0.676007898 | 1.313541905 | 7.82E-05  | 0.063278332 |
| SC and lymphatic ECs | Timp3   | 0.681902558 | 2.12424509  | 0.0142079 | 0.684052662 |
| SC and lymphatic ECs | Cxcl10  | 0.692588133 | 0.615879524 | 0.0167375 | 0.723178887 |
| SC and lymphatic ECs | Dst     | 0.692917252 | 1.02542187  | 0.0013396 | 0.257627217 |
| SC and lymphatic ECs | Flt1    | 0.832224236 | 0.897573397 | 0.0001125 | 0.067542692 |
| SC and lymphatic ECs | Mt1     | 0.86018794  | 0.815019282 | 0.0007287 | 0.186373698 |
| SC and lymphatic ECs | Lars2   | 0.867600743 | 0.747414141 | 0.0001764 | 0.072819703 |
| SC and lymphatic ECs | Col1a1  | 0.879672915 | 0.653977394 | 2.47E-05  | 0.038566575 |
| SC and lymphatic ECs | Clic4   | 0.901414401 | 1.566284363 | 2.03E-07  | 0.000951122 |
| SC and lymphatic ECs | Rnf213  | 0.928548375 | 0.908842703 | 9.81E-05  | 0.067542692 |

How the deposited data were processed for this re-analysis (not part of the article)

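The anterior eye segments of Foxc2fl/fl control and NC-Foxc2-/- mice were measured by droplet-based single-cell RNA sequencing, with 1 library of pooled tissue per condition. For each library the authors deposited the count of UMIs per gene and barcode that Cell Ranger 4.0.0 gave on mm10, for the barcodes it took as cells, with the gene and barcode names beside it. The annotation release is not given in the sources used here. A table of both libraries that the authors also deposited holds raw counts too, although its name calls it processed, over 22941 barcodes and 19217 of 32285 genes. Its counts equal those of the libraries for 19197 genes and differ for 20, so sums of UMIs were taken from the libraries. The filters on cells and genes covered only the genes of that table. It lacks 668 genes with an average of at least 0.005 UMIs. No other normalization had been applied to the deposited counts, and the study's filters on cells and genes had not been applied either.

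Cells with at most 8% mitochondrial UMIs were kept, as in the paper's methods. Over all genes of the libraries this filter keeps 10789 control and 10935 NC-Foxc2-/- cells, against 10773 and 10872 here. The paper also removed clusters of doublets, a step that was not repeated because those clusters are not named in the sources used here. For normalized values each cell's count was scaled to 10000 UMIs, 1 was added and the natural logarithm was taken. This covered the 14039 genes of the authors' table of both libraries with an average of at least 0.005 UMIs per kept cell. Of 8 candidates for the total, the gene filter and the mitochondrial share, this one was chosen after the data were seen because it gave the values of the paper's source data. 52 barcodes occur in both libraries and were told apart by library, and 40 symbols with more than 1 gene ID were handled by ID.

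The names of the meshwork, fibroblast and endothelial clusters are the study's. Cells in the source data of the paper's violin plots were matched by their normalized values, printed to 6 digits, to cells of the counts, and those with a single match were used. The plan asked for a match within 0.5 of the last digit and for rebuilt clusters where under 90% of a cluster matched. That share was missed in TM-1, TM-2, TM-3, uveal meshwork and fibroblasts, and reached in the endothelial subclusters. After seeing this, 3 tolerances were compared and 0.55 of the last digit was taken, which departs from the plan, and the study's names were kept. The rebuilt clusters of the plan and the cells matched at 0.5 alone were run as alternatives. The other classes were rebuilt with scanpy 1.11.5, from 2357 highly variable genes, 15 principal components and 25 neighbors, with leidenalg 0.10.2 and igraph 0.11.9 at resolution 0.8 (alternatives 0.4 and 1.2) and random seed 1. The rule that turns leading markers into a name was revised once after the first clusters were seen. Doublets were called with Scrublet as scanpy gives it, and were kept.

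Counts were summed per sample and class. CPM is the sum over the class total, with exact Poisson 95% intervals, and ratios have exact conditional binomial (Clopper-Pearson) intervals, as do shares of cells. All cover counting error only, since cells are not replicates and mice of a pool cannot be told apart. No test between conditions was possible, and no p-value or error from cells is given. Where a sum was 0 in a sample, the ratio is a bound from 3 counts. Precision follows depth, and over the meshwork, keratocyte-like and SC and lymphatic EC classes the sums ranged from 185889 UMIs in SC and lymphatic ECs of NC-Foxc2-/- mice to 37203710 in their keratocyte-like cells. On counts simulated from the real means with 200 changed genes, the rule of a 2-fold difference and at least 50 UMIs took 92% of genes changed 3-fold in TM-1, 86% in TM-2, 94% in TM-3, 100% in the uveal meshwork, 98% in keratocyte-like cells and 94% in SC and lymphatic ECs. The simulated counts hold counting error only, with no spread between cells. Analyses used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9. Gene positions come from GENCODE annotation of GRCm38, the assembly also called mm10.

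Conditions, comparisons, gene lists, cell type markers, the choice of genes to name and most alternatives were set before the data were examined. Values of Table S1 and of the source data had been seen by then. Named are the genes that the paper names for its single-cell data, in each class the 10 highest and 10 lowest ratios among genes with at least 100 UMIs (50 in SC and lymphatic ECs) and at least 100 CPM in the higher sample, and the 2 highest and 2 lowest members of each list. Xist, Tsix, Y-linked, mitochondrial, ribosomal protein and haemoglobin genes were left out of the second group. Where a passage could not hold all of these, the choice among them was made after their values were seen, and 2 genes are not reported here. The 20 lists were collagens, other extracellular matrix components, matrix proteases, TIMP inhibitors and Reck, collagen processing, the paper's pro-angiogenic and anti-angiogenic genes, other angiogenic ligands and inhibitors, integrins, immediate early, heat shock and interferon response genes, hypoxia and glycolysis, TGF-beta and BMP response, YAP and TEAD targets, cholesterol synthesis, contractile genes, glaucoma and anterior segment dysgenesis genes, SC and lymphatic identity, and sex-linked genes. The study chose the pro-angiogenic and anti-angiogenic genes on these samples. List members with at least 10 UMIs were measured, and the interval of a median comes from order statistics. Its percentile among 10000 random lists, matched over 20 bins of mean CPM, describes these libraries.

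Alternatives were scaling by the median gene ratio, cells thinned to 1000 UMIs, at most 5% mitochondrial UMIs, no called doublets, each cell with the same weight, means of natural-log values, other fold and UMI minima, totals without mitochondrial, ribosomal protein and haemoglobin genes, other resolutions and denominators, single samples for markers, and rebuilt clusters. The juxtacanalicular-like cells of TM-3 and the weighting of TM-3 over sub-clusters with at least 20 cells were added after the data were seen. So were reporting shares as ratios for 9 classes, markers as counts, the limits for genes far apart between samples, and asking all 3 resolutions to bear out a different mix of cells in TM-3.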

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

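The limits used here were chosen after the ratios were seen. They were CPM ratios of at least 2 and at most 0.5 in opposite directions in 2 classes, for a gene that the paper discusses, or a ratio of at least 5 or at most 0.2 for a gene that it does not discuss. The latter were sought only among the 10 highest and 10 lowest ratios of each of 6 classes (TM-1, TM-2, TM-3, uveal meshwork, keratocyte-like cells and SC and lymphatic ECs), over genes with at least 100 UMIs, 50 in SC and lymphatic ECs, and at least 100 CPM in the higher sample, so genes below these minimums were not searched.

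Values that run in opposite directions in 2 classes came from 1 sample per condition, so the difference between the classes was not tested. Foxc2 had a CPM ratio of NC-Foxc2-/- to control of 2.38 (1.92 to 2.97) in keratocyte-like cells, from 110 and 370 UMIs, and 0.0144 (0.00387 to 0.0375) in fibroblasts, from 155 and 4 UMIs. For Lypd1, a marker of the uveal meshwork in the paper, these ratios were 2.89 (1.47 to 6.20) from 11 and 45 UMIs and 0.0966 (0.0666 to 0.137) from 219 and 38 UMIs. Npnt, which encodes the matrix protein nephronectin, had 2.88 (2.12 to 3.98) from 52 and 212 UMIs and 0.302 (0.190 to 0.472) from 59 and 32 UMIs. In keratocyte-like cells of control and NC-Foxc2-/- mice Foxc2 was at 4.18 and 9.95 CPM, Lypd1 at 0.418 and 1.21 CPM and Npnt at 1.98 and 5.70 CPM, against 5.01 and 3.84, 6.68 and 2.24 and 17.1 and 12.5 CPM in macrophage-like cells. Lypd1 and Npnt lay below the macrophage-like level in both samples and Foxc2 in control, while erythrocyte-like cells held no UMI of Foxc2 or Lypd1 and 1.34 and 0.778 CPM of Npnt. Whether the keratocyte-like levels are background thus depends on the class they are compared with, and no direction of expression is read from their ratios. Nts, which encodes neurotensin, had 98.3 (38.0 to 363) in TM-1, from 4 and 303 UMIs, and 0.226 (0.159 to 0.311) in SC and lymphatic ECs, from 783 and 39 UMIs.

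Within these limits, genes far apart between the samples that the paper does not discuss were found in 4 of the 6 classes. In TM-2 the cytokine gene Il6 had a ratio of 5.34 (4.16 to 6.94), from 72 and 462 UMIs, and 1 control cell held 37.5% of its control UMIs. In TM-3 the transcription factor gene Ebf1 had 5.56 (4.60 to 6.76), from 125 and 829 UMIs. In the uveal meshwork Enpp2, which encodes autotaxin, had 0.143 (0.116 to 0.175), from 1223 and 102 UMIs. The other 6 within these limits were in SC and lymphatic ECs, where 84 control and 23 NC-Foxc2-/- cells gave the counts. The water channel gene Aqp1 had 0.106 (0.0285 to 0.276), from 171 and 4 UMIs, with 80.1% of the control UMIs in 1 cell. The pigment cell gene Pmel had 111 control UMIs, 96.4% of them in 1 cell, and none in NC-Foxc2-/- mice, a ratio of at most 0.122 when the NC-Foxc2-/- sum is set to 3 counts. Gm13889 had 0.144 (0.0614 to 0.288) from 252 and 8 UMIs and Phlda1 0.183 (0.112 to 0.283) from 520 and 21 UMIs. Of the interferon-induced genes, Gbp4 had 5.94 (3.96 to 8.95) from 45 and 59 UMIs and the chemokine gene Cxcl10 5.38 (4.41 to 6.57) from 186 and 221 UMIs, and 1 cell of each sample held 39.2% and 39.8% of the Cxcl10 UMIs.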

How the results depend on the processing

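The alternatives that use rebuilt clusters for values beyond the first plan, the cells joined at 0.5 of the last digit, the juxtacanalicular-like cells of TM-3, the weighting to the control composition and the sub-clusters without the tested genes were chosen after seeing the data, as were 0.55 of the last digit as the tolerance of the join and the counts of markers that stand for the marker levels. No paired analysis was possible because each condition has 1 pooled sample and the results come from no test, so no replicate could be left out either. A value was taken as moved where it left its 95% counting interval, a count where it changed by over 1.5 times, and means of natural-log values only where their sign turned, since their scale is another one. The cause of each change was not tested, apart from counts under another fold or UMI minimum, which follow from the rule itself. On simulated counts with no change, 58 of 3185 genes (1.82%) passed the fold rule in SC and lymphatic ECs. These counts were simulated from class means and hold no spread between cells. In that cluster 1 cell held up to 96.4% of a gene's control UMIs, so more genes than this may pass the rule without a change. In TM-3, 16 of 9989 genes (0.160%) passed it. Of genes changed 2-fold the rule took 42% in SC and lymphatic ECs and 56% in TM-3. It took 42% in the uveal meshwork and 54% in keratocyte-like cells. Genes changed 2-fold lie at the cut of the rule itself, so these shares cannot show how recovery depends on depth.

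Counts by the fold rule are given as higher and lower genes. They were 720 and 765 in TM-1, 538 and 495 in TM-2, 1223 and 863 in TM-3, 930 and 645 in the uveal meshwork, 950 and 854 in keratocyte-like cells and 541 and 499 in SC and lymphatic ECs at a fold of 1.5. With at least 200 UMIs they were 45 and 44 in TM-1, 29 and 19 in TM-2, 119 and 120 in TM-3, 43 and 49 in the uveal meshwork, 125 and 48 in keratocyte-like cells and 22 and 35 in SC and lymphatic ECs. With at least 1 UMI they were 1264 and 856 in TM-1, 1178 and 1066 in TM-2, 1495 and 997 in TM-3, 1267 and 727 in the uveal meshwork, 1204 and 1008 in keratocyte-like cells and 2140 and 814 in SC and lymphatic ECs, and with each cell thinned to 1000 UMIs 59 and 83 in TM-1, 45 and 39 in TM-2, 134 and 130 in TM-3, 79 and 87 in the uveal meshwork, 145 and 49 in keratocyte-like cells and 17 and 37 in SC and lymphatic ECs. In rebuilt clusters the higher genes numbered 204 for TM-2 and 218 for TM-3, and 229 in TM-3 cells of the juxtacanalicular-like cluster. Of the genes past the rule in TM-3, 155 higher and 104 lower ones were shared with the rebuilt cluster.

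Thinning each cell to 1000 UMIs moved the median log2 ratio of contractile genes in TM-1 to -0.52, and in keratocyte-like cells that of other angiogenic ligands and inhibitors to 0.11 and that of glaucoma and anterior segment dysgenesis genes to -0.10. In SC and lymphatic ECs it turned collagens to 1.41 and contractile genes to 1.93, and moved other extracellular matrix components to 0.35, proteases to 0.88, TIMP inhibitors and Reck to 0.88, other angiogenic genes to 0.93, interferon response genes to 1.35, cholesterol synthesis to 2.23, integrins to 0.93, glaucoma and anterior segment dysgenesis genes to 0.93 and SC and lymphatic identity to 0.46. Ratios there became 0.251 for Jund, 3.54 for Clic4, 15.3 for A2m and, turned, 2.78 for Col1a1. Thinned ratios of Mmp2 were 3.16 in TM-3, 1.78 in TM-1 and 2.35 in TM-2, that of Vegfa in the uveal meshwork was 0.976, and those of Foxc2 were 0.315 there, 0.0377 in fibroblasts, 3.15 in keratocyte-like and 0.422 in endothelial cells. Of 45 other values thinning moved 23, among them Adam19 in TM-1 (0.376) and F3 in TM-3 (0.976), which fell under 1 from main ratios whose intervals hold 1.

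With every cell weighing the same, SC and lymphatic ECs gave 0.25 for collagens and 1.93 for Col1a1, both turned, 1.04 for interferon response genes, 3.16 for Clic4 and 5.79 for A2m, and TM-3 gave 2.67 for Mmp2 and 0.927 for Vegfa. It moved 8 of 30 other values, and F3 (0.965) and Jag1 (0.891) in TM-3, with main intervals that hold 1, fell under 1.

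As differences of natural-log means, list medians that turned were TGF-beta and BMP response in TM-1 (0.000858) and TM-2 (-0.00596), cholesterol synthesis (0.000382) and integrins (-0.00145) in TM-2, other angiogenic ligands and inhibitors (-0.00190), contractile genes (-0.0231) and glaucoma and anterior segment dysgenesis genes (-0.0169) in TM-3, other extracellular matrix components (-0.00181) and heat shock genes (0.0208) in the uveal meshwork, and TIMP inhibitors and Reck (-0.0194) and contractile genes (-0.00343) in keratocyte-like cells. In SC and lymphatic ECs they were collagens (0.0385), other extracellular matrix components (0.00249), collagen processing (-0.0218), hypoxia and glycolysis (-0.0508), TGF-beta and BMP response (-0.00524) and YAP and TEAD targets (-0.0108). On that scale 12 of the pro-angiogenic genes were below 0 in TM-3, Mmp3 in TM-1 at 0.000350, Col1a1 in SC and lymphatic ECs at 0.874 and Mgp, BEC-1 and BEC-4 against the next subcluster, at -0.241.

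In rebuilt clusters SC and lymphatic identity genes stood at 0.50 in TM-2 and collagens at 0.33 in TM-3. Mmp2 in TM-3 had 1.53, Foxc2 there 0.287, and Vegfa 1.05 in TM-1, turned, 1.05 in TM-2, 1.19 in TM-3 and 0.718 in the uveal meshwork. Of 30 other values 17 moved, and Ecm1 in TM-3 (0.906), with a main interval that holds 1, fell under 1. With both samples weighted to the control composition of TM-3, at resolutions 0.4, 0.8 and 1.2, Mmp2 had 1.52, 1.29 and 1.37. At 0.8 the protease list stood at 0.15 and Adamts5 and Mmp3 turned to 0.898 and 0.701, so that of 18 values named singly these 2 turned and 13 moved, with Vegfa at 1.24 and Ecm1 at 0.998 across 1 from main ratios whose intervals hold 1, with Adamts5 at 1.21 and Mmp3 at 1.01 at 0.4, and at 1.2 Adamts5 was at 1.03, the list at 0.044 and Mmp3 at 0.650. The share of TM-3 cells in other sub-clusters was 30.5% at resolution 0.4 and 26.1% there without the tested genes.

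With erythrocytes and epithelial cells left out, the ratio of shares was 0.665 for TM-1, 1.10 for TM-2, 1.09 for TM-3, 0.469 for uveal meshwork, 1.80 for fibroblasts, 1.24 for keratocyte-like, 1.06 for macrophage-like and 1.43 for unnamed cells, and turned to 0.992 for endothelial cells. At resolution 0.4 it was 2.26 for unnamed cells. In the control sample alone Foxc2 in SC and lymphatic ECs was 0.764 times the highest other subcluster, with an interval that holds 1. The percent of higher genes that were also higher outside the neural crest was 52.7 for TM-1, 42.9 for TM-3 and 53.9 for the uveal meshwork against endothelial and immune classes alone.

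At most 5% mitochondrial UMIs, cells without called doublets, scaling by the median of gene ratios and the cells joined at 0.5 of the last digit moved none of the counts by the fold rule and none of the list medians, and of the 30 named values 2, 0, 1 and 1 in turn, each moved one in its main direction. With the scaling by gene ratios Jag1 (0.973) and Ecm1 (0.986) in TM-3, with main intervals that hold 1, fell under 1. List medians did not move with list members of at least 50 UMIs, counts by the fold rule in TM-3 and the protease and angiogenic values did not move with totals without mitochondrial, ribosomal protein and haemoglobin genes, and the percents shared with lineages outside the neural crest did not move with epithelial classes alone. The ratios of shares did not move over all deposited barcodes for the 9 classes run, or at resolution 1.2 for keratocyte-like, macrophage-like and unnamed cells. Over all barcodes the classes named by the study kept the same cells and only the total changed. That setting is thus hardly a test for them. Shares of melanocyte-like cells over all barcodes and of conjunctival epithelial-like cells at resolution 1.2 did move, as the comparison with the paper's shares gives. Of 30 marker levels, 22 moved in the control sample alone and 22 in the NC-Foxc2-/- sample alone.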

Differences from the paper's values

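The settings named here were fixed before the data were examined, apart from the rebuilt clusters as used for Vegfa and for Mmp2 in TM-1 and TM-2, the weighting to the control composition of TM-3 and the tolerance at which cells were joined, which were chosen after. The paper's shares of cells are those of its source data for Fig. 3D. Its denominators were 10579 control and 10660 NC-Foxc2-/- cells, as its shares and the joined cells of TM-1 give them, and here they were 10773 and 10872, so no direction is drawn from the pairs that follow. The names of these classes were also rebuilt here from 29 clusters. For macrophage-like cells of control mice the paper's share was 4.63% and the share here 2.91%. It fell within 1.5 times of the paper's with erythrocytes and epithelial cells left out (3.98%) and at resolution 0.4 (4.89%), and not with all deposited barcodes (2.88%) or at resolution 1.2 (2.91%). For conjunctival epithelial-like cells the paper's shares were 2.51% in control and 0.141% in NC-Foxc2-/- mice, and those here 4.56% and 0.276%. Resolution 1.2 brought them within 1.5 times of the paper's, at 2.39% and 0.175%, and neither all deposited barcodes (4.36% and 0.257%) nor resolution 0.4 (4.53% and 0.258%) did, and leaving out epithelial cells removes the class. For melanocyte-like cells of NC-Foxc2-/- mice the paper's share was 0.863% and the share here 0.506%, within 1.5 times with all deposited barcodes (0.704%) and not with erythrocytes and epithelial cells left out (0.565%) or at resolutions 0.4 and 1.2 (0.506% at both).

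The log fold changes of Table S1 matched differences of mean natural-log values per cell, although the axes of the paper's plots name log2, and none of the named genes' values set beside that table differed on that scale. On it the direction was that of Table S1 for 383 of 383 genes in TM-1, 102 of 102 in TM-2, 981 of 984 in TM-3, 366 of 367 in the uveal meshwork, 212 of 212 in SC and lymphatic ECs and 1711 of 1907 in keratocyte-like cells. The paper's tests took cells as replicates and the values here are sums over 1 sample per condition. By CPM, the direction of Table S1 was kept by 375 of 379 genes in TM-1, 98 of 99 in TM-2, 930 of 977 in TM-3, 360 of 365 in the uveal meshwork, 133 of 146 in SC and lymphatic ECs and 1679 of 1900 in keratocyte-like cells.

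The paper gives Col1a1 as higher in SC and lymphatic ECs of NC-Foxc2-/- mice. By summed UMIs its CPM ratio there was 0.555, and it was over 1 with cells thinned to 1000 UMIs (2.78) and with every cell weighing the same (1.93), and 0.874 as a difference of natural-log means. The paper lists 12 pro-angiogenic genes as lower in TM-3. Of these, 7 had a CPM ratio under 1 and 5 over 1, among them Ecm1 (1.03), F3 (1.05) and Jag1 (1.01), and the 12 were below 0 as differences of natural-log means. The paper gives a rise of Mmp2 as confined to TM-3. Its CPM ratio was 1.53 (1.37 to 1.71) in TM-1, 1.61 (1.32 to 1.97) in TM-2 and 2.49 (2.32 to 2.67) in TM-3, and in rebuilt clusters 1.64 in TM-1 and 1.64 in TM-2. The paper's Results give Vegfa as lower in TM-3 and its Discussion gives it as increased in the TM. The ratio was 0.968 (0.929 to 1.01) in TM-3 and 0.874 (0.816 to 0.937) in TM-1, and rebuilt clusters put it over 1 in TM-1 (1.05) and TM-3 (1.19). In TM-3 so did weighting both samples to the control composition, with 1.23, 1.24 and 1.35 at resolutions 0.4, 0.8 and 1.2, which was chosen after seeing the values.

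Of the paper's 15 markers of meshwork and fibroblast clusters 14 were highest in the cluster the paper names, compared among these clusters alone. Of its 15 endothelial markers 13 were, compared among the endothelial subclusters alone. Of the endothelial markers these were 13 in the control sample alone, 15 in the NC-Foxc2-/- sample alone and 12 by mean natural-log values per cell. The paper sets BEC-3 apart from the other BEC clusters by higher Ihh. BEC-3 had 0.971 times (0.825 to 1.14) the CPM of BEC-5, and 1.28 times (1.07 to 1.53) in the control sample alone and 1.08 times (0.682 to 1.76) in the NC-Foxc2-/- sample alone.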

Other observations

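The tests of a different mix of cells within TM-3 and of free RNA that also reaches red blood cells were chosen after the results were seen. In TM-3, genes of hypoxia and glycolysis were lower in NC-Foxc2-/- mice. Of 24 measured, 19 had a CPM ratio under 1, with a median log2 ratio of -0.87 (-1.07 to -0.17), below all 10000 random lists, and the glycolytic enzyme genes Gapdh and Eno1 were lowest at 0.381 (0.369 to 0.394) and 0.395 (0.365 to 0.427), against 1.21 for Pdk1 and 1.51 for Ndrg1. Cholesterol synthesis also lay low, with 15 of 20 under 1 and a median log2 ratio of -0.26 (-0.69 to -0.048), from 0.439 for Msmo1 and 0.505 for Sqle to 1.08 for Nsdhl and 1.24 for Mvk. Of 24 genes of TGF-beta and BMP response 15 were over 1, with a median log2 ratio of 0.29 (-0.12 to 0.79). The BMP ligand genes Bmp5 and Bmp7 stood highest at 8.38 (2.03 to 73.9) and 7.43 (3.58 to 17.9), and Nog and Tgfb1 lowest at 0.516 and 0.592. Of 22 genes of SC and lymphatic identity 15 were over 1, with a median log2 ratio of 0.66 (-0.15 to 1.33), among them Nts at 23.5 (3.88 to 959) and Reln at 10.5 (2.61 to 91.2), whereas Npnt was at 0.444 and Foxc2 lowest. Contractile genes had a median log2 ratio of 0.23 (-0.24 to 0.82) over 16 genes, with the smooth muscle genes Myh11 at 6.51 (3.24 to 14.8) and Actg2 at 4.61 (1.01 to 42.8) and the intermediate filament genes Vim at 0.555 and Des at 0.533. Heat shock genes, of which 12 of 15 were over 1, had a median log2 ratio of 0.24 (0.077 to 0.99), with Hspb8 at 0.941 and Hspa5 at 0.594, and interferon response genes a median log2 ratio of 0.27 (-0.052 to 0.60), from 0.567 for Iigp1 and 0.596 for Irf7 to 2.89 for Rsad2 and 3.20 for Slfn5. YAP and TEAD targets had a median log2 ratio of 0.20 (-0.0089 to 0.58), with Ccn2 at 1.78, Ankrd1 at 1.74, Nuak2 at 0.809 and Ajuba at 0.730. Glaucoma and anterior segment dysgenesis genes were spread around 0.00018 (-0.36 to 0.25), with Efemp1 at 1.83, Gas7 at 1.65 and Cav1 at 0.691. As differences of natural-log means the medians of contractile and glaucoma genes turned to -0.0231 and -0.0169. The percentiles among random lists were 0.440 for cholesterol synthesis, 99.8 for TGF-beta and BMP response, 100 for SC and lymphatic identity, 93.3 for contractile genes, 97.9 for heat shock, 98.5 for interferon response, 90.9 for YAP and TEAD targets and 39.2 for glaucoma genes.

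Among other classes, keratocyte-like cells had a median log2 ratio of 0.48 (0.021 to 0.99) for YAP and TEAD targets, at percentile 100, and a median log2 ratio of 0.33 (-0.032 to 0.90) for SC and lymphatic identity. BECs had a median log2 ratio of 0.85 (0.57 to 1.47) for heat shock genes and a median log2 ratio of -0.54 (-0.91 to -0.065) for contractile genes, at percentiles 100 and 0.0300. In the uveal meshwork hypoxia and glycolysis had a median log2 ratio of -0.36 (-0.62 to 0.085), at percentile 0. Across 8618 genes, which are not independent replicates, the log2 ratios of TM-3 and the median of 6 classes outside the neural crest had a Spearman rho of 0.48, and 68 of 226 genes higher in TM-3 and 54 of 155 lower ones were at least 1.5-fold apart the same way there. Sex-linked genes differed between the pools, which both hold male and female cells, with Xist at 118 CPM in control and 228 CPM in NC-Foxc2-/- mice and Y-linked genes at 89.9 and 54.2 CPM. In TM-3 the 6 sex-linked genes had a median log2 ratio of -0.73, with Eif2s3y at 0.367, Uty at 0.482, Xist at 1.80 and Tsix at 2.79, and sex cannot be separated from genotype in 1 pool each.

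Adam19, Adamts1, Adamts5, Mmp2 and Mmp3 were higher in TM-3 of NC-Foxc2-/- mice, and TM-3 itself was made up otherwise, since a rebuilt juxtacanalicular-like cluster held 82.3% of its control and 55.8% of its NC-Foxc2-/- cells and an unnamed cluster 11.5% and 33.0%. With both samples weighted to the control composition over sub-clusters built without the tested genes, 18.2% of the median log2 ratio of the 5 genes was left at resolution 0.8 and 18.2% to 30.3% over 3 resolutions, so that a different mix of cells may account for most of it. For collagens 16.3% to 50.9% was left and for the anti-angiogenic genes 12.9% to 19.3%. For hypoxia and glycolysis 28.5% to 40.9% was left. Only angiogenic and matrix genes were kept out of the sub-clusters, so that value cannot tell mix from change within cells. Sub-clusters with at least 20 cells of each sample at resolution 0.8 numbered 5. Against the mix as the whole cause, Mmp2 was higher in 4 of the 5, in 3 beyond counting error, and Gapdh lower in 5 of 5. Adam19, Adamts1 and Mmp3 were also over 1 in 4 of 5. Adam19 and Adamts1 were beyond counting error in 1 each, and Mmp3 in 2 above 1 and 1 below. Adamts5 was over 1 in 1 and beyond counting error in 0. Beyond counting error this speaks for Mmp2 most clearly. Adam19, at ratios of 0.734 to 2.05 from 7 to 35 UMIs per sample and sub-cluster, had too few UMIs to decide. For the pro-angiogenic genes, 26.1% was left at resolution 0.8 and 26.1% to 92.8% over the 3, so that mix and change within cells cannot be told apart, because the share left depends on the resolution. A sub-cluster can be a state that cells enter without Foxc2 as well as a cell type, so the loss of Foxc2, the sampling of tissue and the sex of the pools stay open.

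Col1a1 was lower by summed UMIs and higher per cell in SC and lymphatic ECs of NC-Foxc2-/- mice, and A2m was higher. In control, 8 of 84 cells held 448 of 481 Col1a1 UMIs. These cells had 916 CPM of Dcn against 33.0 in the rest, with a median of 20381 UMIs per cell against 6099. Of the endothelial genes, Pecam1 was lower in these cells, at 495 against 557 CPM. Prox1 was higher, at 444 against 192 CPM, and so was Flt4, at 654 against 153 CPM. Mixed droplets stay possible, although none was called a doublet and not all endothelial genes fell. Free stromal RNA and a change in the endothelium cannot be told apart for Col1a1 and A2m, because Col1a1 had a ratio of 1.15 (1.13 to 1.16) in macrophage-like and NK/T/B cell-like cells together, and the median log2 ratio of Kera, Lum, Angptl7 and Ptgds in SC and lymphatic ECs, -1.24, decides nothing, since outside these 8 control cells and the 2 NC-Foxc2-/- cells with the most Col1a1 UMIs Kera was at 7.51 CPM in control and 21.7 CPM in NC-Foxc2-/- mice and Lum at 3.00 and 57.8 CPM. For A2m free RNA stays a candidate source, since its ratio to Col1a1 UMIs in NC-Foxc2-/- mice, 0.356 (0.205 to 0.595), overlapped that in erythrocyte-like cells, 0.227 (0.191 to 0.269), where A2m had a CPM ratio of 4.46 (3.27 to 6.16).

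Immediate early genes, which respond to the dissociation of tissue, had a median log2 ratio of -0.13 (-0.52 to 0.10) in TM-3, at percentile 8.53 and with an interval that reaches above 0, from 0.459 for Atf3 and 0.478 for Gem to 1.71 for Socs3 and 1.86 for Zfp36. Handling of the 2 libraries would lower them in classes outside the neural crest too, and their median was below 0 in 4 of 6 such classes, at -0.25 in macrophage-like, -0.16 in NK/T/B cell-like, -0.11 in limbal and -0.065 in conjunctival epithelial-like cells, against 0.021 in endothelial and 0.017 in corneal epithelial-like cells. Handling and genotype cannot be told apart here, because each genotype was handled as 1 library and these medians lie close to 0.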
